# Activation of Nkx2.5 transcriptional program is required for adult myocardial repair

**DOI:** 10.1038/s41467-022-30468-4

**Published:** 2022-05-27

**Authors:** Carmen de Sena-Tomás, Angelika G. Aleman, Caitlin Ford, Akriti Varshney, Di Yao, Jamie K. Harrington, Leonor Saúde, Mirana Ramialison, Kimara L. Targoff

**Keywords:** Regeneration, Heart stem cells, Energy metabolism, Cell proliferation

## Abstract

The cardiac developmental network has been associated with myocardial regenerative potential. However, the embryonic signals triggered following injury have yet to be fully elucidated. Nkx2.5 is a key causative transcription factor associated with human congenital heart disease and one of the earliest markers of cardiac progenitors, thus it serves as a promising candidate. Here, we show that cardiac-specific RNA-sequencing studies reveal a disrupted embryonic transcriptional profile in the adult Nkx2.5 loss-of-function myocardium. *nkx2.5*^*−/−*^ fish exhibit an impaired ability to recover following ventricular apex amputation with diminished dedifferentiation and proliferation. Complex network analyses illuminate that Nkx2.5 is required to provoke proteolytic pathways necessary for sarcomere disassembly and to mount a proliferative response for cardiomyocyte renewal. Moreover, Nkx2.5 targets embedded in these distinct gene regulatory modules coordinate appropriate, multi-faceted injury responses. Altogether, our findings support a previously unrecognized, Nkx2.5-dependent regenerative circuit that invokes myocardial cell cycle re-entry, proteolysis, and mitochondrial metabolism to ensure effective regeneration in the teleost heart.

## Abstract (web summary)

Cardiac developmental genes have been associated with regenerative potential. Here the authors identify a Nkx2.5-dependent gene regulatory network operating through *ect2*, *psmb3*, and *psmd7* to orchestrate cell cycle re-entry, proteolysis, and mitochondrial metabolism during myocardial repair.

## Introduction

Due to the limited responsiveness of endogenous cellular and molecular repair mechanisms in injured myocardium, cardiac dysfunction remains a key cause of morbidity and mortality in patients. Coronary artery disease leads to myocardial infarction which results in fibrotic scarring, adverse remodeling, and heart failure^1^. Furthermore, in patients with congenital heart disease, cardiac ischemia yields cardiomyocyte (CM) loss and the induction of inappropriate healing responses^2^. Despite these pathogenic mechanisms that ensue following injury, recent reports demonstrate that adult CMs preserve the capacity to replicate in both mice^3–8^ and humans^9–11^. Therefore, identifying key factors that enhance CM proliferation offers opportunities to stimulate myocardial repair in patients suffering from cardiac dysfunction or hypoplasia.

Interestingly, in contrast to adult mice and humans, neonatal mice and adult zebrafish retain the ability to undergo CM dedifferentiation and proliferation, optimizing cardiac regenerative potential^12–15^. Specifically, new CMs emerge following division of pre-existing CMs to repopulate the injury site^12,13^. Furthermore, despite the propensity of most mammalian CMs to undergo polyploidization^16^, a positive correlation between the maintenance of a mononuclear, diploid state, and retention of cardiac regeneration capacity in both mice and zebrafish has been established^17,18^. Taken together, exploiting the pro-regenerative mechanisms innate in zebrafish and applying them to diseased human hearts would provide an arsenal of tools to awaken constructive healing in both adult and pediatric patients^19,20^.

Parallel transcriptional networks have been shown to be essential for both development and regeneration of several tissues including the heart^13,21,22^. For example, reactivation of genes essential during cardiogenesis is critical to stimulate CM production in damaged myocardium^23^. Thus, we took advantage of our prior investigation of the Nkx2.5 transcriptional regulatory pathways in the zebrafish embryo to provide insights into the developmental mechanisms that are harnessed for activation of cardiac regenerative potential. The homeodomain transcription factor, NKX2-5, is one of the most commonly mutated genes associated with human congenital heart disease (CHD) and is a master regulator of cardiac development^24^. Studies in model organisms highlight crucial roles of vertebrate and invertebrate homologs of *NKX2-5* in cardiac specification and morphogenesis^25–28^. While the functions of Nkx genes in early development have been examined, it remains unclear whether Nkx2-5 is necessary to mount an efficient response for CM renewal. In this study, we inspect the distinct cellular and molecular processes regulated by Nkx2-5 in injured myocardium to elucidate effective therapeutic strategies for myocardial regeneration.

Our previous work illuminates that temporally controlled expression of *nkx2.5* is required to preserve chamber-specific identity maintenance in both the first and second heart fields during discrete developmental time windows^29–31^. Moreover, in the context of otherwise embryonic lethal *nkx2.5*^*−/−*^ embryos, early overexpression (21 somites) of *nkx2.5* is sufficient to sustain cardiac function and ensure embryonic viability into adulthood^29^. These results regarding the temporal regulation of *nkx2.5* broaden our appreciation of the essential functions of early cardiac transcriptional regulation in establishing long-standing myocardial health. Thus, we exploited this unique model to study the role of *nkx2.5* in the adult heart following injury. Here, we show that rescued *nkx2.5*^*−/−*^ fish demonstrate a diminished regenerative response following amputation of the ventricular apex. Compromised sarcomere dedifferentiation and decreased proliferation dampen the requisite regrowth of new CMs from pre-existing CMs in the *nkx2.5*^*−/−*^ fish. Moreover, the epicardium fails to penetrate the regenerate to establish the tissue environment necessary to induce a cascade of signals required for healing. Altogether, our data illustrate the critical function of Nkx2.5 in the stressed adult myocardium to invoke regenerative cues for CM dedifferentiation, renewal, and effective patterning of a supportive microenvironment. Understanding the mechanisms guiding Nkx2.5-dependent cardiac regeneration will have an impact on the management of patients with CHD or cardiomyopathies associated with NKX2-5 mutations.

## Results

### Embryonic rescue generates *nkx2.5* loss-of-function fish

Given the embryonic lethality of mutations in *nkx2.5*^31^, we pioneered an inducible, overexpression reagent to study the role of *nkx2.5* in the adult myocardium. In *nkx2.5*^*−/−*^ embryos, heat shock of *Tg(hsp70l:nkx2.5-EGFP)* during heart tube formation (21 somites) rescues the cardiac chamber proportion and identity defects normally observed during embryogenesis (Fig. 1A)^29^. These results led us to investigate the gross morphology and chamber-specific characteristics in age- and size-matched, heat-shocked, non-transgenic wild-type, *Tg(hsp70l:nkx2.5-EGFP)*, and *nkx2.5*^*−/−*^*;Tg(hsp70l:nkx2.5-EGFP)* (hereafter referred to as *nkx2.5*^*−/−*^) fish (Fig. 1). Remarkably, the myocardial architecture appears normal in adult *nkx2.5*^*−/−*^ fish (MT0) as compared to non-transgenic (WT0) and transgenic (TG0) wild-type fish following heat shock at 21 somites (Fig. 1B–D). Employing Acid Fuchsin-Orange G (AFOG), there is no evidence of tissue damage or collagen deposition in non-transgenic wild-type, transgenic wild-type, and *nkx2.5*^*−/−*^ fish (Fig. 1E–G). Tropomyosin immunofluorescence delineates clearly ordered and uniformly spaced z-disks in all three genotypes (Fig. 1N–P). Furthermore, *ventricular myosin heavy chain* (*vmhc*) is expressed uniformly throughout the ventricles of the non-transgenic wild-type, transgenic wild-type, and *nkx2.5*^*−/−*^ fish (Fig. 1H–J). However, while *atrial myosin heavy chain* (*amhc*) expression is visualized appropriately in the atrium in all genotypes, it is uniquely expressed in the ventricle of the *nkx2.5*^*−/−*^ fish (Fig. 1M), a finding that is reminiscent of ectopic atrial (S46^+^) CMs in *nkx2.5*^*−/−*^ embryos^29^. Although these results reinforce the temporal requirement for Nkx2.5 in ventricular identity maintenance^29^, we observed no evidence of gross histological or structural malformations of the ventricle or atrium in the *nkx2.5*^*−/−*^ fish.

**Fig. 1:**
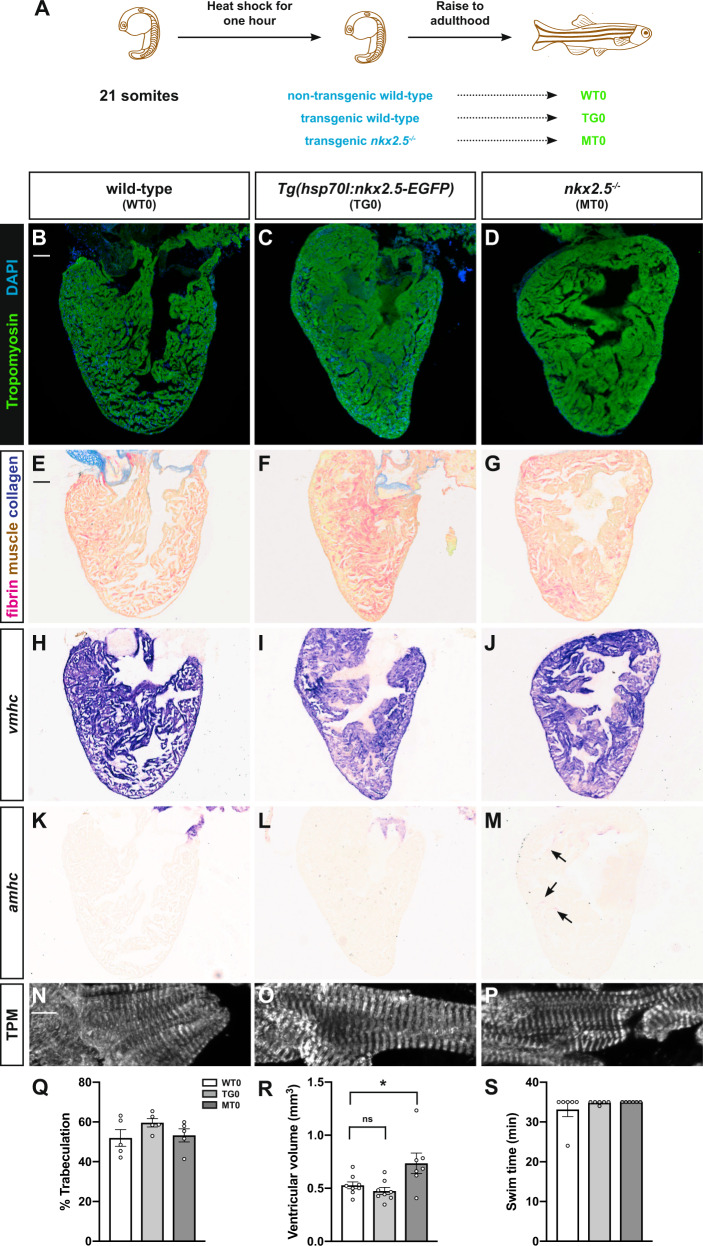
Adult *nkx2.5*^*−/−*^ fish have structurally normal hearts. **A** Schematic of the experimental design and genotype identification. **B**–**D** Representative images of hearts stained for Tropomyosin (green) and DAPI (blue) indicate cardiac muscle and nuclei, respectively, in wild-type (WT0) (*n* = 11) (**B**), *Tg(hsp70l:nkx2.5-EGFP)* (TG0) (*n* = 6) (**C**), and *nkx2.5*^*−/−*^ (MT0) (*n* = 7) (**D**) adult hearts. Scale bar, 100 μm. **E**–**G** The same sections in the top panels are stained with Acid Fuchsin-Orange G (AFOG) to indicate fibrin (red), myocardium (orange), and collagen (blue) in non-transgenic wild-type (WT0) (*n* = 11) (**E**), transgenic wild-type (TG0) (*n* = 6) (**F**), and *nkx2.5*^*−/−*^ (MT0) (*n* = 7) (**G**) adult hearts. Scale bar, 100 μm. **H**–**M** In situ hybridization for *vmhc* (**H**–**J**) and *amhc* (**K**–**M**) in non-transgenic wild-type (WT0) (*n* = 11) (**H**, **K**), transgenic wild-type (TG0) (*n* = 6) (**I**, **L**), and *nkx2.5*^*−/−*^ (MT0) (*n* = 7) (**J**, **M**) adult hearts. In *nkx2.5*^*−/−*^hearts, *amhc* is expressed ectopically in the ventricle (arrows) (*n* = 7/7). **N**–**P** Tropomyosin immunostaining elucidates well-organized z-disks in non-transgenic wild-type (WT0) (*n* = 11) (**N**), transgenic wild-type (TG0) (*n* = 6) (**O**), and *nkx2.5*^*−/−*^ (MT0) (*n* = 7) (**P**) ventricular myocardium. Scale bar, 10 μm. **Q**, **R** Morphometric evaluation of trabecular myocardium in non-transgenic wild-type (WT0) (*n* = 5), transgenic wild-type (TG0) (*n* = 5), and *nkx2.5*^*−/−*^ (MT0) (*n* = 5) adult hearts and ventricular volume in non-transgenic wild-type (WT0) (*n* = 8), transgenic wild-type (TG0) (*n* = 8), and *nkx2.5*^*−/−*^ (MT0) (*n* = 7) adult hearts. Mean and standard error of each data set are shown. Unpaired, two-tailed *t*-test demonstrates no statistically significant differences between WT0 and TG0 (*p* = 0.1428) and WT0 and MT0 (*p* = 0.8124) in **Q**. Unpaired, two-tailed *t*-test illustrates no statistically significant difference between WT0 and TG0 (*p* = 0.2770) and statistically significant difference between WT0 and MT0 (*p* = 0.0490) in **R**. **S** Swim endurance assessed in non-transgenic wild-type (WT0) (*n* = 6), transgenic wild-type (TG0) (*n* = 6), and *nkx2.5*^*−/−*^ (MT0) (*n* = 6) fish at maximal water speed. Mean and standard error of each data set are shown. Unpaired, two-tailed *t*-test shows no statistically significant differences between WT0 and TG0 (*p* = 0.3866) and WT0 and MT0 (*p* = 0.3409). Source data are provided as a Source Data file.

To substantiate our findings with quantitative strategies, we applied previously established morphometrics to assess for normal postembryonic cardiac growth. Precisely, we observed no statistically significant difference in the percentage of trabeculation between non-transgenic, transgenic wild-type, and *nkx2.5*^*−/−*^ hearts (Fig. 1Q)^32^. However, ventricular volume is slightly increased in the *nkx2.5*^*−/−*^ fish when compared to non-transgenic and transgenic wild-type fish, suggesting mild ventricular expansion (Fig. 1R). To assess the significance of this subtle variability in chamber size, we tested for possible signs of cardiac failure by subjecting the fish to an exercise routine^33^. In a swim tunnel, we measured endurance, the average time during which animals could maintain orientation facing a high velocity current, and found no statistically significant differences between all genotypes assessed (Fig. 1S). Together, we conclude that, although future investigation may help to unravel these slight differences in ventricular size, Nkx2.5 is not necessary following embryogenesis to ensure long-term viability and fitness into adulthood.

### Molecular signatures of adult *nkx2.5*^*−/−*^ hearts are perturbed

Despite intact cardiac formation in the *nkx2.5*^*−/−*^ compared to wild-type fish, we posited that there may be alterations in the underlying molecular signatures given the absence of this critical cardiac transcription factor. Thus, we performed RNA sequencing (RNA-seq) analysis of ventricular apices extracted from non-transgenic wild-type, transgenic wild-type, and *nkx2.5*^*−/−*^ hearts. 

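Each RNA sample pooled the ventricular apices of 6 hearts, and each genotype was represented by 2 such biological replicates. WT0 denotes uninjured non-transgenic wild-type fish, and TG0 uninjured wild-type fish that carry *Tg(hsp70l:nkx2.5-EGFP)*, a transgene that expresses Nkx2.5 fused to EGFP upon heat shock. MT0 denotes uninjured *nkx2.5*-/- fish, whose embryonic defects were rescued by heat shock of the same transgene at 21 somites. The authors sequenced single-end reads of 100 bases, aligned them to the zebrafish genome with STAR (version 2.5.2), counted reads per gene with featureCounts (version 1.5.0-p3), and deposited the counts without normalization. Total counts were 17263832 and 14234818 in the WT0 replicates, 18361254 and 22715262 in TG0, and 19563704 and 20750495 in MT0. The files list 38049 genes by symbol and carry no gene coordinates or lengths. Counts were normalized for library size with edgeR's TMM method, and fold changes were tested with edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment (FDR). A single model with a mean for each of the 6 groups covered all 12 libraries of the study, so that every comparison shares an estimate of the spread between replicates for each gene. The 19014 genes that passed edgeR's filter on low counts were tested. A gene was called a DEG when its absolute log2 fold change was above 0.5 and its FDR below 0.05, the thresholds in the paper's figure legends. Whether all libraries or only those compared enter the model changes the number of DEGs. The biological coefficient of variation between replicates was 0.366 in WT0, 0.181 in TG0, and 0.236 in MT0. *nkx2.5* itself measured 270.3 ± 0.964 CPM (counts scaled to library size; SD, n = 2) in WT0, 269 ± 3.22 in TG0, and 398 ± 74.2 in MT0. Its log2 fold change was 0.56 in MT0 vs WT0 (standard error 0.20, FDR = 0.062) and 0.56 in MT0 vs TG0 (standard error 0.20, FDR = 0.068), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Counts of this gene do not check the genotype labels, since reads from the mutant allele and from the transgene can be counted under the same name.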

We investigated the fundamental molecular similarities and differences of these three genotypes by retrieving the subsets of statistically significant, differentially expressed genes (DEGs). 

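Between MT0 and WT0, 4803 genes were DEGs, of which 2593 were higher and 2210 lower in MT0. Between MT0 and TG0, 3960 genes were DEGs, with 2169 higher and 1791 lower in MT0. The controls also differed from each other, with 4270 DEGs in TG0 vs WT0 (2118 higher and 2152 lower in TG0). The alternative that changed the MT0 vs WT0 count by the largest ratio was a model of only the 4 libraries compared, which left 1214 DEGs. The same alternative left 823 DEGs in TG0 vs WT0. When each replicate was left out in turn, between 91.4% and 97.9% of the MT0 vs WT0 DEGs kept their direction and a fold change past the threshold.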

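DEGs of MT0 vs WT0 and of MT0 vs TG0 were intersected, and the genes that were also DEGs of TG0 vs WT0 were removed. This left 1605 genes, all changed in the same direction against both controls. With only the compared libraries in each model, the intersection held 735 genes. DESeq2 on only the compared libraries, a setting added after the values were seen, gave 1083 genes.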

To isolate the set of DEGs that are misregulated in the *nkx2.5*^*−/−*^ fish (MT0) independent of the control sample used (WT0 or TG0), we established a subgroup of 1073 genes (hereafter referred to as group C or the ‘overlap’ group, Fig. S1A). This intersection category reflects the critical genes that are differentially expressed in the *nkx2.5*^*−/−*^ heart when compared to both wild-type conditions while excluding those genes that are misregulated between the transgenic and non-transgenic wild-type samples.

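In the Venn diagram of the 3 comparisons, 1286 genes were DEGs of MT0 vs WT0 alone, 883 of MT0 vs TG0 alone, and 1259 of TG0 vs WT0 alone. The excluded intersections comprised 1539 genes shared by MT0 vs WT0 and TG0 vs WT0, 1099 shared by MT0 vs TG0 and TG0 vs WT0, and 373 shared by all 3 comparisons. Over all regions, 1912 DEGs of TG0 vs WT0 were also DEGs of MT0 vs WT0, and 1797 of these changed in the same direction in TG0 and MT0. A further overlap, of 1472 genes, joined TG0 vs WT0 with MT0 vs TG0, and 1301 of these changed in opposite directions.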

We then explored the Gene Ontology (GO) categories most highly enriched in each of the comparisons. Although several GO terms were similarly enriched in the MT0 vs WT0 (group A) and the MT0 vs TG0 (group B) assessments (Fig. 2A), we refer to the ‘overlap’ group as the most accurate depiction of the DEGs between the adult *nkx2.5*^*−/−*^ and wild-type hearts. Muscle structure development, actin filament-based processes, heart development, and circulatory system processes are the enhanced GO terms (Fig. 2A, ‘overlap’ group), underlining our findings that the developmental pathways regulated by Nkx2.5 in the embryo are analogously disrupted in the adult loss-of-function model. We also generated a heat map from the ‘overlap’ group that displays the z-score for genes with relatively higher or lower expression levels between samples (Fig. 2F). This representation of the ‘overlap’ dataset underscores the consistency between the replicates within each genotype. Moreover, these data emphasize that approximately 2/3 of the DEGs in the *nkx2.5*^*−/−*^ fish are upregulated and 1/3 is downregulated, consistent with reported repressive functions of Nkx2.5^34–36^.

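Across the 9074 genes with a mean log2 CPM over 3, the 2 WT0 replicates differed by more than 2-fold in 425 genes, the TG0 replicates in 102, and the MT0 replicates in 197. Pearson's r of log2 CPM between replicates, computed across genes, which are not independent replicates, was 0.950 in WT0, 0.976 in TG0, and 0.977 in MT0. Whether a library had been deposited under a pair of labels was checked with a chi-square test of the 2 counts of each gene against counting noise, which does not measure how similar separate pools of fish are. It gave an unadjusted p under 0.05 for 57.4% of genes in WT0, 37.7% in TG0, and 56.1% in MT0, and the replicates were counted as separate samples.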

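In the intersection, 979 genes (61.0%) were higher and 626 (39.0%) lower in MT0 than in both controls. With no filter on low counts, the share of higher genes was 64.8%. Among the genes with the largest rise, *cilp2* measured 30.9 ± 6.79 CPM (SD, n = 2) in MT0, 0.329 ± 0.273 in WT0, and 0.650 ± 0.574 in TG0. The log2 fold change of *cilp2* was 6.57 against WT0 (standard error 0.49, FDR = 5.2e-05) and 5.50 against TG0 (standard error 0.42, FDR = 7.6e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *actc1b* measured 139 ± 1.24 CPM in MT0, 1.43 ± 1.45 in WT0, and 0.424 ± 0.254 in TG0, with log2 fold changes of 6.62 and 8.29. The third gene of the largest rise, listed under a provisional zgc name, had at most 3 counts in each WT0 library and was at least 229-fold higher in MT0. The genes with the largest fall, *smim1*, *LOC100332907*, and *LOC101885994*, had at most 3 counts in each MT0 library. Against this floor *smim1* was at least 110.0-fold lower in MT0 than in WT0, *LOC100332907* at least 117-fold, and *LOC101885994* at least 93.6-fold. *actc1b* belongs to a family of near-identical actin genes, between which the counting can split reads.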

**Fig. 2:**
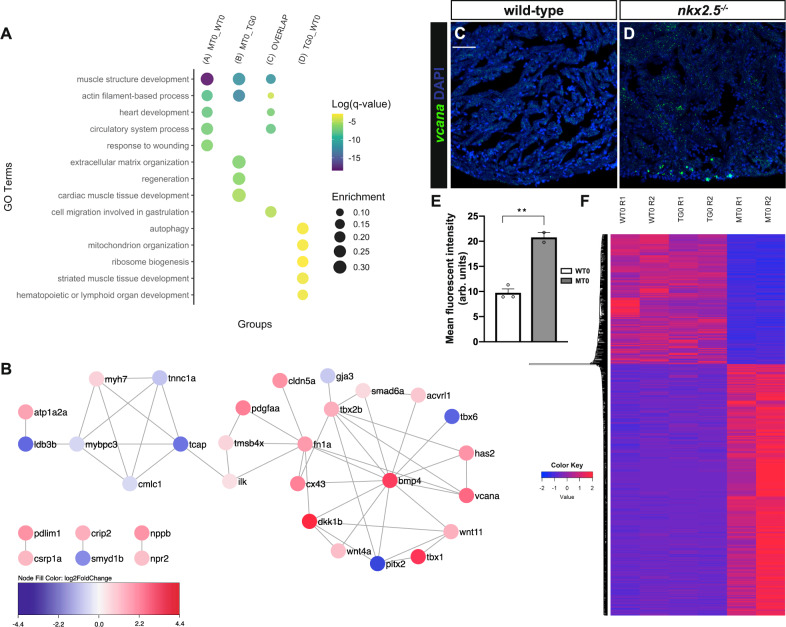
Developmental transcriptional pathways are disrupted in the adult *nkx2.5*^*−/−*^ myocardium. **A** Gene Ontology (GO) analysis of all the DEGs in groups A, B, C, D from Fig. S1. The five most significantly enriched GO terms are selected for each comparison. Color and size of circles correspond to log (q-value) and enrichment, respectively. **B** Network analysis of genes associated with the enriched GO term, heart development, from the ‘overlap’ set (group C). Color represents the fold change comparisons between *nkx2.5*^*−/−*^ and wild-type hearts (MT0 vs WT0). Red is upregulated and blue is downregulated, as shown in the key. **C**, **D** Representative images of RNAscope in situ hybridization analysis on sections from uninjured hearts employing a probe directed against *vcana* highlight upregulation in *nkx2.5*^*−/−*^ compared to wild-type myocardium. Scale bar, 50 μm. **E** Quantification of integrated signal density of *vcana* is depicted in wild-type (*n* = 3) and *nkx2.5*^*−/−*^ (*n* = 2) hearts. Mean and standard error of each data set are shown. Unpaired, two-tailed *t*-test yields a statistically significant difference between WT0 and MT0 (*p* = 0.0031). **F** Hierarchical clustering heatmap analysis of DEGs (*n* = 1071) noted in the ‘overlap’ set (group C). The *Z*-scores of gene expression measurements are displayed as colors ranging from blue to red. The rows are clustered using Euclidean distance measures and average linkage. Source data are provided as a Source Data file.

While this methodical strategy of defining the ‘overlap’ category captures variations in the molecular profile unique to the loss of *nkx2.5* gene function, we questioned whether *hsp70l* promotor leakiness could explain the observed differences between TG0 and WT0. Our prior data illustrates absence of *Tg(hsp70l:nkx2.5-EGFP)* expression during embryogenesis^29^. We thus inspected the potential for overexpression in the adult heart. Interestingly, qPCR analysis of *nkx2.5* expression illuminates no statistically significant difference between levels detected in TG0 and WT0 hearts (Fig. S1B). 

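In the RNA-seq libraries, *nkx2.5* had a log2 fold change of -0.0061 in TG0 vs WT0 (standard error 0.20, FDR = 0.99 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among gene families related to mitochondria and ribosomes, the 69 genes of the mitochondrial ribosome had a mean log2 fold change of -0.39 in TG0 vs WT0, and 18 of them were DEGs, all lower in TG0. The fall was larger in MT0 vs WT0, with a mean of -0.54 and 33 DEGs, all lower in MT0. In MT0 vs TG0 the mean was -0.15, with 0 DEGs. MT0 replicate 1 (mean log2 CPM 5.24) lay above both TG0 replicates (5.08 and 5.18). The larger fall in MT0 than in TG0 thus rests on MT0 replicate 2 (4.68). The 62 genes of ATP synthase and complex I had a mean of 0.042 in TG0 vs WT0, with 1 DEG higher and 1 lower in TG0. The 91 genes of the cytosolic ribosome had a mean of -0.11, with 2 genes higher and 3 lower in TG0 as DEGs. The 63 genes of a cell cycle list had a mean of 0.93, with 18 DEGs higher and 4 lower in TG0, and in MT0 vs WT0 40 were DEGs, all higher. The mean of 0.93 rests largely on TG0 replicate 1 (mean log2 CPM 2.19), since TG0 replicate 2 (1.15) lay near the WT0 replicates (0.71 and 1.05). These family means were not tested for TG0 vs WT0, and autophagy genes and GO terms were not analysed here.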

Given that the presence of *Tg(hsp70l:nkx2.5-EGFP)* does not explain the differences observed between TG0 and WT0 datasets, we dissected the most highly enriched GO terms in group D (Fig. 2A) and found autophagy, mitochondrion organization, and ribosome biogenesis. Thus, we conclude that aberrations in these ‘housekeeping’ functions constitute the primary differences in this comparison and are distinct from the molecular changes observed in the MT0 comparisons. Indeed, while ‘housekeeping’ functions represent >75% of the DEGs in the TG0 vs WT0 comparison, these GO terms compose only ~5% of the DEGs in the MT0 comparisons, reinforcing the benefits of utilizing the ‘overlap’ dataset to isolate genetic differences attributed to the loss of *nkx2.5* gene function in the adult heart.

In this ‘overlap’ set, we investigated the genetic interaction network pertaining to the heart development GO category. 

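The network for this category (Fig. 2B) shows 32 genes, of which 30 matched a gene name in the files and were tested. In MT0 vs WT0, 29 of them were DEGs, 20 higher and 9 lower in MT0. In MT0 vs TG0, 25 were DEGs (19 higher, 6 lower). Adjusted over these 30 genes alone, the counts were 29 and 29, but the list consists of the paper's own calls on these data and so shows no stability. *vcana* rose from 1.07 ± 1.33 CPM (SD, n = 2) in WT0 and 1.04 ± 0.950 in TG0 to 15.2 ± 7.12 in MT0. This was a log2 fold change of 3.85 against WT0 (standard error 0.83, FDR = 0.0086) and of 3.83 against TG0 (standard error 0.81, FDR = 0.0087) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Leaving out each library in turn moved the *vcana* change against WT0 between 2.93 and 6.75, so its size is loosely determined. *fn1a* rose from 25.0 ± 2.98 CPM in WT0 to 109 ± 36.3 in MT0, and *tbx1* from 0.251 ± 0.0670 to 7.44 ± 2.36. *dkk1b* had at most 3 counts in each WT0 library and was at least 32.4-fold higher in MT0. *ldb3b* fell from 3583 ± 533 CPM in WT0 to 418 ± 123 in MT0 (log2 fold change -3.10). *tcap* had a log2 fold change of -3.70 and *smyd1b* of -2.40 in the same comparison. *wnt11* did not pass in MT0 vs WT0 (FDR = 0.14 by the same test), where the WT0 libraries had at most 3 counts.

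**Figure D1:**
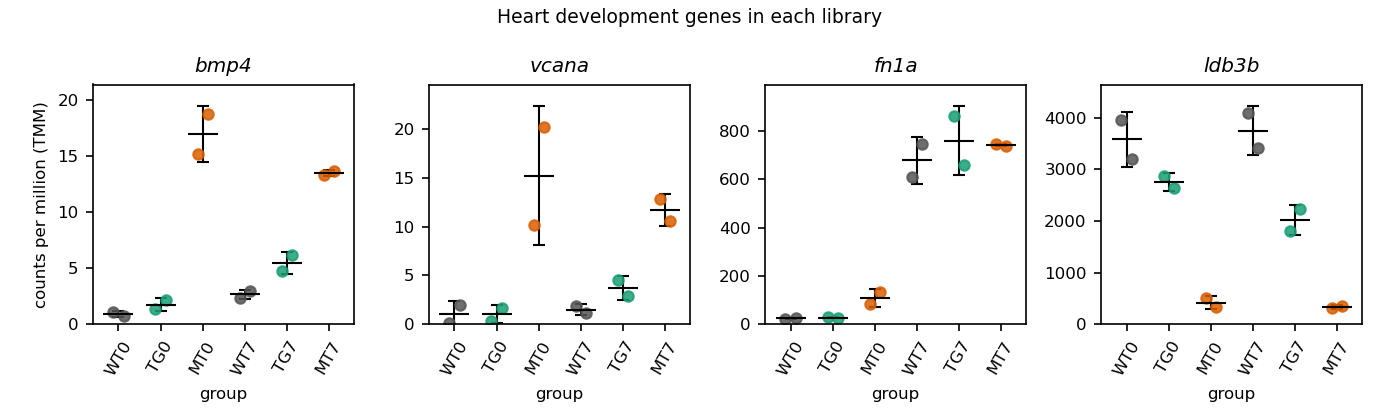
Normalized expression (CPM, linear axis from 0) of *bmp4*, *vcana*, *fn1a*, and *ldb3b* in each library of the 6 groups. Points are the 2 replicates of a group, and the line and bar show their mean and SD. In the uninjured groups, both MT0 points lie above the control points for *bmp4*, *vcana*, and *fn1a* and below them for *ldb3b*.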

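*bmp4* measured 0.915 ± 0.240 CPM (SD, n = 2) in WT0, 1.75 ± 0.580 in TG0, and 16.9 ± 2.49 in MT0. Its log2 fold change was 4.19 in MT0 vs WT0 (standard error 0.31, FDR = 5.2e-05) and 3.26 in MT0 vs TG0 (standard error 0.28, FDR = 1.2e-04), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Leaving out each replicate in turn kept these changes between 3.96 and 4.51 and between 2.99 and 3.67, respectively. In TG0 vs WT0 the change of 0.94 had an FDR of 0.065 by the same test.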

Our studies identify *bmp4*, a vital signal in cardiac development and regeneration, as a core node (Fig. 2B). *bmp4* is upregulated in the *nkx2.5*^*−/−*^ fish when compared to both non-transgenic and transgenic wild-type fish. Our results are closely aligned with previous murine studies in which a negative feedback loop is identified between Nkx2-5 and Bmp2^25^, the functional equivalent of zebrafish Bmp4^37^. Given that *bmp4* serves as a central connector in our RNA-seq dataset, we propose that modulation of myriad Nkx2.5 effectors, both direct and indirect, function to disrupt the cardiac development regulatory program in the *nkx2.5*^*−/−*^ fish. 

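Of the 30 network genes tested, 23 were in the intersection that excludes DEGs of TG0 vs WT0. A single network gene was a DEG of TG0 vs WT0 (no gene with adjustment over the 30 genes alone), and the median log2 fold change of the network genes was -0.022 in that comparison, against 1.43 in MT0 vs WT0 and 1.21 in MT0 vs TG0. The paper chose the network genes from this intersection in the same libraries, so a small change in TG0 vs WT0 and larger ones in MT0 follow from the choice. From the central place of *bmp4* in the network, the paper proposes that direct and indirect effectors of Nkx2.5 together disturb the regulatory program of cardiac development.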

As verification of the biological significance of this gene regulatory network (GRN), we detected statistically significant upregulation of versican (*vcana*) in *nkx2.5*^*−/−*^ compared to the wild-type myocardium employing RNAscope strategy (Fig. 2C–E). Taken together, our results illuminate that overexpression of Nkx2.5 at 21 somites rescues *nkx2.5*^*−/−*^-associated embryonic defects but results in enduring perturbation of the essential developmental pathways throughout adulthood.

### Activation of *nkx2.5* occurs following myocardial injury

Given that the Nkx2.5 downstream network is modified despite normal myocardial infrastructure in *nkx2.5*^*−/−*^ hearts, we hypothesized that the integrity of the Nkx2.5 transcriptional profile is robust enough to obfuscate gross structural abnormalities. We speculated that stress or injury would expose a more dramatic disruption in the molecular program transcriptionally regulated by Nkx2.5 in the adult heart. Yet, the specific nature of *nkx2.5* expression in the mature wild-type zebrafish heart upon injury has yet to be fully elucidated. Previous studies have reported expression of *nkx2.5* along the resection plane^13,23^, while others have been unable to detect *nkx2.5* transcripts through in situ hybridization (ISH)^12^. Thus, we performed ventricular resections in wild-type fish, as previously described^38^. Using RNAscope, our data reveal expression of *nkx2.5* throughout the ventricular myocardium in uninjured and at 7 days and 14 days post amputation (dpa) (Fig. 3A–C). Moreover, upon examination of the injured area, it is evident that a few cells are also expressing *nkx2.5* inside the regenerate (Fig. 3B, C). Intriguingly, at 7 dpa, minimal *nkx2.5* expression is observed in the wound area. However, the abundance of transcripts increases progressively over time, a pattern that reflects the process of redifferentiation of newly generated CMs. We repeated the injury in wild-type fish carrying *Tg(nkx2.5:ZsYellow)* and detected both endogenous ZsYellow and Tropomyosin through immunostaining. Our RNAscope findings were reinforced by co-expression of ZsYellow and Tropomyosin in both uninjured and injured hearts (Fig. 3D–F’). Together, these data substantiate our conclusion that Nkx2.5 is expressed in the adult zebrafish myocardium and in the regenerate following ventricular amputation.

**Fig. 3:**
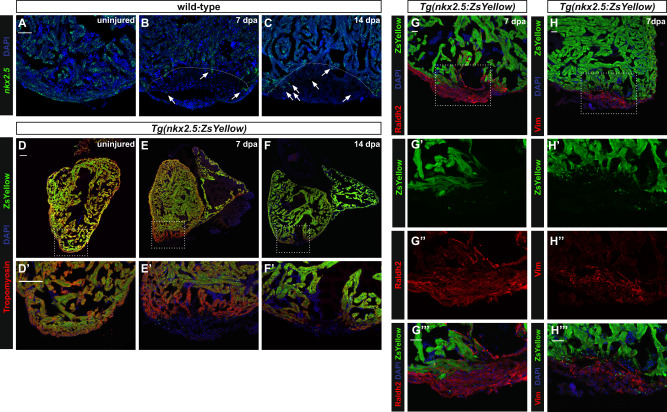
Adult zebrafish cardiomyocytes activate *nkx2.5* expression following injury. **A**–**C** Representative images of RNAscope in situ hybridization on sections of uninjured (*n* = 3) (**A**) and injured wild-type hearts at 7 dpa (*n* = 3) (**B**), and 14 dpa (*n* = 3) (**C**) highlight *nkx2.5* expression in the entire ventricle, expanding into the regenerate. Dashed lines represent amputation planes. Scale bar, 50 μm. **D**–**F′** Co-localization of *Tg(nkx2.5:ZsYellow)* and Tropomyosin delineates *nkx2.5* expression in the myocardium in both uninjured (*n* = 4) (**D**) and injured wild-type hearts at 7 dpa (*n* = 5) (**E**) and 14 dpa (*n* = 6) (**F**). Higher magnification panels (**D**′–**F**′) indicate the areas outlined in the rectangular boxes. Scale bar, 100 μm. **G**-**H‴**) Anti-Raldh2 (*n* = 4) (**G**–**G**‴) and anti-Vimentin (*n* = 5) (H–H‴) immunostainings in *Tg(nkx2.5:ZsYellow)* fish highlight the myocardial-specific expression of *nkx2.5*. Higher magnification panels (**G**′–**G**‴, **H**′–**H**‴) indicate the areas outlined in the rectangular boxes. Scale bar, 50 μm.

Our next goal was to clarify the lineage-specific expression patterns of *nkx2.5* in the adult heart. To delineate endothelial and epicardial cells from CMs, we performed immunostaining with *Tg(nkx2.5:ZsYellow)* in conjunction with Raldh2 antibody^39^. At 7 dpa, ZsYellow^+^ cells do not co-localize with Raldh2^+^ cells suggesting absence of *nkx2.5* expression in the endothelial and epicardial lineages (Fig. 3G–G‴). Furthermore, we used vimentin to label fibroblasts in *Tg(nkx2.5:ZsYellow)* fish and identified no evidence of overlapping expression between endogenous ZsYellow^+^ signal in CMs and Vimentin^+^ fibroblasts (Fig. 3H–H‴)^40^. From these data, we confirm that expression of Nkx2.5 is limited to the CM population in the adult heart.

### Nkx2.5 is required for myocardial regeneration

Confirmation of *nkx2.5* expression in the amputation plane of the adult zebrafish myocardium provided further ammunition to our hypothesis that loss of Nkx2.5 transcriptional regulation in the context of injury would intensify the disruption in the downstream molecular program. To address this question, we performed ventricular resections in genotyped *nkx2.5*^*−/−*^ fish. We selected this injury tactic to circumvent inadvertent activation of the *hsp70l* transgene given previous studies documenting transgenic expression for as long as six days following cryoinjury^41^. To verify that the physical trauma of amputation does not yield a similar effect, we measured the magnitude and duration of *nkx2.5* transcriptional activation in *Tg(hsp70l:nkx2.5-EGFP)* fish following ventricular resection, but in the absence of heat shock. Executing qPCR, we observed peak expression 1hour post amputation and normalization to endogenous levels by 2 dpa (Fig. S2F). Moreover, employing an anti-GFP antibody, we implemented immunostaining to detect the spatiotemporal expression of Nkx2.5-EGFP following ventricular amputation. Our results uncover parallel, albeit slightly delayed in comparison to qPCR evaluation of *nkx2.5-EGFP* transcripts (Fig. S2F), expression of Nkx2.5-EGFP with diminution of the protein by 2 dpa (Fig. S2A–E). Nkx2.5-EGFP is primarily evident within ventricular myocardium and not specifically at the injury border. Moreover, Nkx2.5-EGFP expression is cytoplasmic initially (Fig. S2A–C) and becomes localized to the nucleus at 1 dpa (Fig. S2D) prior to exhibiting downregulation at 2 dpa (Fig. S2E). Taken together, these data suggest that, while *Tg(hsp70l:nkx2.5-EGFP)* is activated in response to ventricular resection, *nkx2.5* expression is limited in duration and location, thus, minimizing the likelihood that these secondary effects modulate the response to injury.

To test our hypothesis that Nkx2.5 is required for adult myocardial repair, we exploited this ventricular apex amputation approach to injure wild-type and *nkx2.5*^*−/−*^ fish (Fig. 4A). We were fascinated to detect diminished regenerative potential with increased fibrin retention and deposition of collagen at the injury site at 30 dpa in *nkx2.5*^*−/−*^ compared to non-transgenic and transgenic wild-type hearts (Figs. 4B–D′, S3). Quantification of the percentage of scar tissue in relation to each ventricle (Fig. 4E) and the degree of residual scar (Fig. 4F) at 30 dpa substantiates these qualitative findings. Moreover, at 50 dpa, the pronounced defect in muscularization is still evident in the *nkx2.5*^*−/−*^ compared to the non-transgenic and transgenic wild-type hearts (Fig. S4A–L′) with statistically significant differences manifest by residual scar tissue and severity analyses (Fig. S4M, N). In addition to evaluating the repair mechanisms in the *nkx2.5*^*−/−*^ fish, we also examined their chamber identity maintenance. Although the ventricular myocardium in *nkx2.5*^*−/−*^ fish exhibits areas of ectopic *amhc* expression (Fig. 1M, S5C), the healing injury site preserves its chamber-specific characteristics, similar to non-transgenic and transgenic wild-type hearts (Fig. S5A, B). Our findings suggest that, while *nkx2.5* is required for embryonic^31^ and adult ventricular identity maintenance (Fig. 1M, S5C), other transcriptional regulatory mechanisms are essential to prevent transdifferentiation of ventricular myocardium in the context of CM renewal. Altogether, these experiments reveal an essential requirement for Nkx2.5 to induce effective myocardial regeneration in the adult teleost heart.

**Fig. 4:**
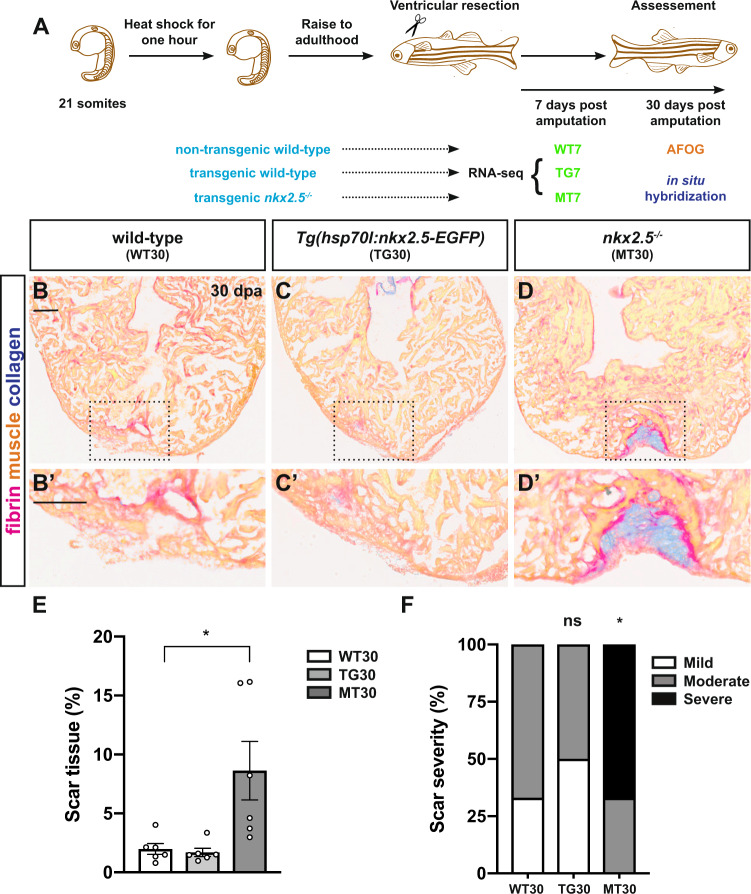
Nkx2.5 is required for myocardial regeneration. **A** Schematic of the experimental design. **B**–**D** Impaired healing is evident in the *nkx2.5*^*−/−*^ hearts (*n* = 6) (**D**) when compared with the non-transgenic wild-type (*n* = 6) (**B**) and transgenic wild-type (*n* = 6) (**C**) AFOG-stained adult hearts at 30 days post-amputation (dpa). Scale bar, 100 μm. **B**′–**D**′ Higher magnification images of the rectangular boxes in **B**–**D**. Scale bar, 100 μm. **E**, **F** Quantification of the percentage of scar tissue per ventricle (**E**) and the degree of scar severity (**F**) in non-transgenic wild-type (*n* = 6), transgenic wild-type (*n* = 6), and *nkx2.5*^*−/−*^ (*n* = 6) fish illustrate the dramatically compromised injury response in the absence of *nkx2.5* gene function. Mean and standard error of each data set are shown. Unpaired, two-tailed *t*-test demonstrates no statistically significant difference between WT30 and TG30 (*p* = 0.6065), but statistically significant difference between WT30 and MT30 (*p* = 0.0251) in **E**. Chi-squared test shows no statistically significant difference between WT30 and TG30 (*p* = 0.5582) and statistically significant difference between WT30 and MT30 (*p* = 0.0357). Source data are provided as a Source Data file.

Given our findings that the molecular signature of adult *nkx2.5* loss-of-function myocardium exhibits disruption in the normal developmental networks without evidence of detectable cardiac structural abnormalities (Figs. 1B–G and 2B), we questioned whether these disrupted pathways are required for successful stress response or injury repair. Thus, we performed a transcriptomic profiling from non-transgenic wild-type (WT7), transgenic wild-type (TG7), and *nkx2.5*^*−/−*^ (MT7) fish at 7 days dpa. 

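The injured groups were made in the same way as the uninjured ones, with 2 biological replicates per genotype and 6 pooled apices in each, collected 7 days after amputation. The deposited counts total 20589171 and 21652524 in the WT7 replicates, 16732382 and 24544150 in TG7, and 18778027 and 21690526 in MT7. The injury response is the difference between the injured and the uninjured group of a genotype. The biological coefficient of variation between replicates was 0.124 in WT7, 0.151 in TG7, and 0.268 in MT7. The 10 most counted genes took 16.4% and 15.3% of the counts in the WT7 replicates, 15.6% and 16.8% in TG7, and 9.85% and 12.1% in MT7. *nkx2.5* measured 202 ± 24.9 CPM (SD, n = 2) in WT7, 176 ± 14.1 in TG7, and 258 ± 74.8 in MT7. Its log2 fold change after injury was -0.42 in wild-type, -0.62 in transgenic wild-type, and -0.62 in *nkx2.5*-/- fish, and no change passed the FDR threshold. A difference between injury responses was tested as an interaction in the model of all 12 libraries, (MT7 − MT0) − (WT7 − WT0) for non-transgenic and (MT7 − MT0) − (TG7 − TG0) for transgenic controls. In counts simulated from these libraries, with 200 genes changed by known amounts, the model called 86.5% of the changed genes in MT7 vs MT0. It called 43.0% and 48.5% of them for the interactions, so the interaction test misses more. The simulated changes were large and all genes and groups had the same spread. These shares therefore do not give the share found among smaller differences.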

First, we investigated the intersection of the regenerative responses in both control systems, TG7 vs TG0 and WT7 vs WT0. 

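In non-transgenic wild-type fish, 4596 genes were DEGs between WT7 and WT0, of which 2503 rose and 2093 fell. In transgenic wild-type fish, 1782 genes were DEGs between TG7 and TG0, with 1272 rising and 510 falling. The order of the controls depended on the model. With only the 4 compared libraries in each model, 2173 genes were DEGs in WT7 vs WT0 and 3136 in TG7 vs TG0.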

From this approach, we identified 882 and 408 DEGs that are commonly upregulated and downregulated, respectively (Fig. S6A, B, green). 

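In the model of all libraries, 800 genes rose in both controls and 154 fell in both. A further 1703 genes rose in non-transgenic wild-type hearts alone and 472 in transgenic hearts alone. Of the 800 shared rising genes, 737 also rose and 356 were DEGs with the same direction in MT7 vs MT0. Of the 154 shared falling genes, 146 also fell and 93 were DEGs with the same direction in MT7 vs MT0. Before injury, 336 of the 800 genes were already DEGs higher in MT0 than in both WT0 and TG0. The 800 genes were chosen for low values in the same WT0 and TG0 libraries, which raises this number.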

Applying GO enrichment for these shared DEGs, we affirmed that the normal cardiac regenerative transcriptional profile is recruited as illustrated by highly enriched categories such as extracellular matrix organization, actin cytoskeleton organization, and mitotic sister chromatid segregation (Fig. S6C). Furthermore, we validated the RNA-seq expression profile of essential genes known to be imperative for repair mechanisms using qPCR. 

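The 14 genes of the qPCR panel (Fig. S6D) were tested in the same model. In WT7 vs WT0, 9 of them rose and 5 fell, and 12 were DEGs (13 with adjustment over the 14 genes alone). In TG7 vs TG0, 10 of them were DEGs (13 over the 14 genes alone). The largest rise was that of *postnb*, which went from 10.9 ± 2.74 CPM (SD, n = 2) in WT0 to 1172 ± 189 in WT7, a log2 fold change of 6.75 (standard error 0.30, FDR = 4.0e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *col1a2* rose from 112 ± 0.509 to 1290.4 ± 77.0 CPM and *fn1a* to 678 ± 96.0 CPM in WT7. *plk1* rose from 1.41 ± 0.747 to 9.99 ± 4.31 CPM, a log2 fold change of 2.83 (standard error 0.63, FDR = 0.011 by the same test). *pdlim5b* (log2 fold change -0.41, FDR = 0.14) and *tcap* (-1.35, FDR = 0.089) did not pass by this test. The *tcap* replicates had an SD of 188 CPM in WT0 and 87.0 CPM in WT7.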

For the WT7 vs WT0 comparison, we focused on 14 genes derived from the overlapping dataset representing the shared DEGs in the RNA-seq control systems (Fig. S6A, B, green). While only two genes reached statistical significance globally, we ascertained that 11 of the 14 transcripts were similarly up or downregulated by qPCR, corroborating the accuracy of our wild-type sequencing data (Fig. S6D, E). 

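Principal components were computed from the 500 genes with the highest variance of log2 CPM over the 12 libraries. PC1 held 43.7% of the variance, PC2 18.5%, and PC3 12.4%. On PC1, WT0 lay at -51.1 and -41.0, TG0 at -21.7 and -20.9, MT0 at 12.6 and 19.5, WT7 at -14.7 and -14.3, TG7 at 23.2 and 20.5, and MT7 at 39.3 and 48.5. Within each genotype the injured replicates lay above the uninjured ones on this axis, but both MT0 replicates lay above both WT7 replicates. On PC2, MT0 lay at 38.6 and 32.6 and WT7 at -24.2 and -25.5, and within each genotype the injured replicates lay below the uninjured ones. Over all components, the MT7 replicates lay 52.6 apart, farther than the 50.3 between the nearest MT7 and TG7 libraries. In the other 5 groups the replicates lay between 20.2 and 36.5 apart, closer than the nearest library of another group.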

Finally, PCA comparing all RNA-seq samples shows that duplicates for each condition cluster together, indicating that the DEGs are not due to noise (Fig. S6F). Second, the first dimension tends to separate injured versus uninjured samples, while the second dimension tends to separate samples by genotype (WT, TG, and MT). In summary, these data indicate robust, global transcriptional differences in MT versus WT or TG samples. However, we observed a larger separation between the WT0 and TG0 samples, which we have resolved to be secondary to differences in ‘housekeeping’ functions (Fig. S1C), and account for this variation in our analysis by removing the contribution of these DEGs to the WT0 and TG0 comparison by generating the ‘overlap’ set (Fig. 2A, group C). 

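The nearest libraries of WT0 and TG0 lay 53.5 apart over all components, the shortest distance from either group to a library of another group. The replicates of WT0 lay 36.5 apart and those of TG0 35.5 apart, so libraries of the different groups lay farther apart than replicates. After injury, the library nearest to those of WT7 belonged to TG7, at 56.4. In the model of all libraries, 216 genes were DEGs between TG7 and WT7 (161 higher and 55 lower in TG7), against 4270 in TG0 vs WT0. With only the compared libraries in each model, 1098 genes were DEGs in TG7 vs WT7 and 823 in TG0 vs WT0. The order of these counts thus depended on the model.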

Together, we show that the intersection of the regenerative responses in both control systems reflects previously identified cellular repair processes and that our RNA-seq transcriptional profiles echo in vivo alterations in transcriptional regulation.

### Nkx2.5 deficiency disrupts proliferation and proteolysis

Following validation of the endogenous reparative mechanisms in our control fish after amputation (Fig. S6), we aimed to probe the underlying causes of the diminished regenerative potential in the *nkx2.5*^*−/−*^ fish at 7 dpa. To accomplish this goal, we generated an UpSet plot to extract the specific gene sets that authentically represent the injury response and are not confounded by differences in genotypes or controls (Fig. 5A). 

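In *nkx2.5*-/- fish, 2289 genes were DEGs between MT7 and MT0, of which 1057 rose and 1232 fell. The replicate numbers are those of the sample labels. Deviations from the group means of same-numbered MT7 and MT0 replicates had a correlation of -0.11 across genes. With the replicate number as a block in the model 1876 genes were DEGs, and with the pairing of the MT0 and MT7 replicates crossed, a fit added after the correlation was seen, 2361. Under the model of only the 4 compared libraries, 241 genes were DEGs. Between injured groups, 1943 genes were DEGs in MT7 vs WT7 (874 higher and 1069 lower in MT7) and 528 in MT7 vs TG7 (141 higher and 387 lower).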

In this analysis strategy, the rows represent all appropriate two-way comparisons between the six individual samples (WT0, TG0, MT0, WT7, TG7, and MT7), summarizing the dataset size and delineating which comparisons are incorporated into the column sets. After contemplating appropriate inclusion and exclusion criteria, we narrowed in on three essential columns to scrutinize the reparative processes that are and are not initiated in the *nkx2.5*^*−/−*^ fish independent of GRN aberrations from the loss of *nkx2.5* function. We identified set A (Fig. 5A, turquoise column) as those genes that are deployed in wild-type hearts following amputation but fail to be recruited in the absence of *nkx2.5* gene function. Set B (Fig. 5A, magenta column) denotes DEGs that are utilized in the *nkx2.5* loss-of-function model but are not activated in control scenarios. Finally, set C (Fig. 5A, black column) embodies the DEGs that are appropriately enlisted in the *nkx2.5*^*−/−*^ fish, consistent with wild-type regenerative mechanisms.

**Fig. 5:**
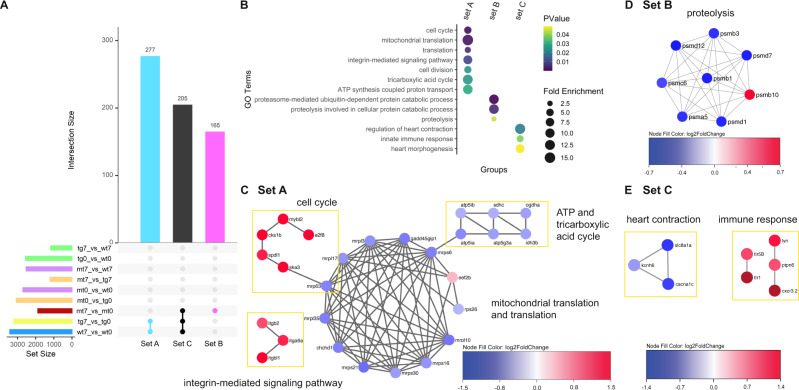
Network analysis underscores proliferative failure and proteolysis dampening in Nkx2.5 loss-of-function model. **A** UpSet plot representing DEGs (FC > 0.5; FDR < 0.05) in nine relevant comparisons. Only selected interactions are illustrated: set A (turquoise) – only non-transgenic and transgenic wild-type-specific DEGs following injury, set B (magenta) – only *nkx2.5*^*−/−*^-specific DEGs following injury, and set C (black) – DEGs common in non-transgenic wild-type, transgenic wild-type, and *nkx2.5*^*−/−*^ fish following injury. **B** GO analysis of sets A, B, and C. All significantly enriched GO terms from each set are included for analysis by DAVID. Color and size of circles correspond to log (q-value) and enrichment, respectively. **C**–**E** Network analyses of genes associated with significantly enriched GO terms from set A (**C**), set B (**D**), and set C (**E**). Color represents the fold change in injured compared to uninjured wild-type CMs (WT7 vs WT0) (**C**, **E**) and injured compared to uninjured *nkx2.5*^*−/−*^ CMs (MT7 vs MT0) (**D**). Red is upregulated and blue is downregulated, as shown in the key.

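DEGs of both WT7 vs WT0 and TG7 vs TG0 that were DEGs in none of the other 7 comparisons, the definition of set A, numbered 92 in the model of all libraries. Of these, 79 rose and 13 fell. When only the compared libraries entered each model, the definition gave 428 genes, and 32 genes were in both lists. The median absolute log2 fold change was 1.39 in non-transgenic wild-type, 1.40 in transgenic wild-type, and 0.82 in *nkx2.5*-/- fish. In MT7 vs MT0, all 92 genes changed in the same direction as in the controls, and 58 had an unadjusted p under 0.05.

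**Figure D2:**
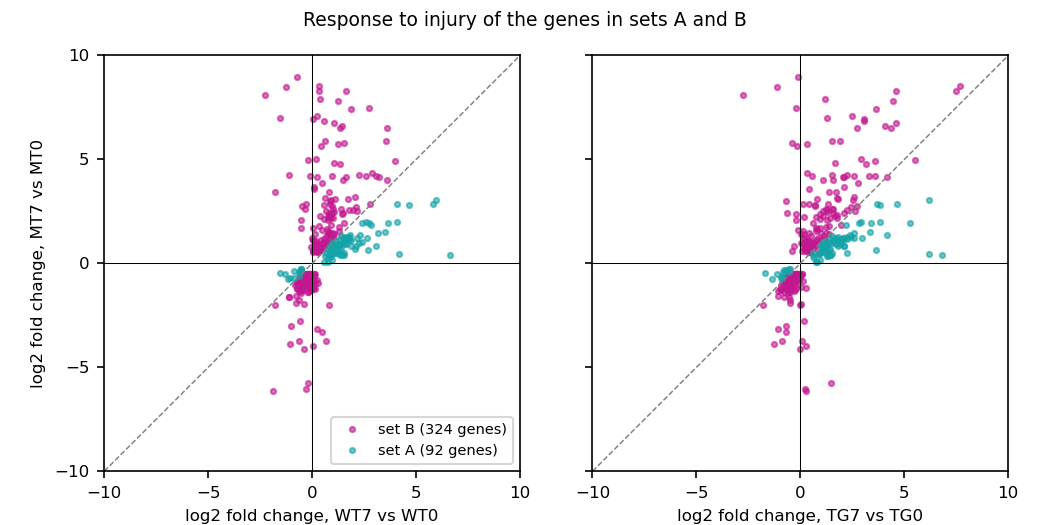
Log2 fold change after injury of each gene in set A (turquoise) and set B (magenta), with the non-transgenic (left) or transgenic (right) wild-type response on the horizontal axis and the *nkx2.5*-/- response on the vertical axis. The dashed line marks equal responses. Set A points lie between the horizontal axis and the dashed line in most cases, and most set B points lie on the other side of that line, which follows in part from how the sets are defined.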

The aforementioned set A encompasses 277 genes that fail to be activated in the *nkx2.5*^*−/−*^ fish during cardiac regeneration (Fig. 5A, set A, turquoise column). This group is functionally enriched for several cellular processes including cell cycle, translation, integrin-mediated signaling pathway, and ATP synthesis coupled proton transport (Fig. 5B, set A). 

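The network drawn from set A (Fig. 5C) shows 5 cell cycle genes. All 5 rose in WT7 vs WT0, with log2 fold changes from 1.51 to 2.72, and all were DEGs (5 as well with adjustment over the list). All 5 rose in TG7 vs TG0, from 1.32 to 1.72, and 3 were DEGs (5 over the list). In MT7 vs MT0 all 5 rose by 0.54 to 0.98, and none was a DEG under either adjustment, with FDRs from 0.067 to 0.39 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The same 5 genes were higher in MT0 than in WT0, by a median log2 fold change of 1.46 with 4 DEGs. Against TG0 the median was 0.79, with 0 DEGs under either adjustment. Of the 3 integrin-mediated signaling genes, *itgb2* rose in WT7 vs WT0 by 1.08 (standard error 0.25, FDR = 0.013 by the same test) and in MT7 vs MT0 by 0.88 (standard error 0.25, FDR = 0.044). Its rise of 0.65 in TG7 vs TG0 did not pass (FDR = 0.12 by the same test). *itgbl1*, which had at most 3 counts in each WT0 library, was at least 61.4-fold higher in WT7, and its log2 fold change in MT7 vs MT0 was 2.74. *itga6a* rose by 1.45 in WT7 vs WT0 (standard error 0.36, FDR = 0.016 by the same test) and by 1.47 in TG7 vs TG0 (FDR = 0.030), and its rise of 0.42 in MT7 vs MT0 did not pass (FDR = 0.44). The interactions for *itga6a* were -1.03 against non-transgenic (FDR = 0.28) and -1.05 against transgenic wild-type fish (FDR = 0.34). The interaction was above the FDR threshold for each of these 8 genes with adjustment over all genes. Over the list alone, 1 of the 3 integrin genes passed against non-transgenic and 0 against transgenic wild-type fish, and 0 of the 5 cell cycle genes passed against either.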

Further network analysis employing set A illuminates upregulation of the cell cycle and integrin-mediated signaling pathways, pinpointing critical, regenerative mechanisms that are boosted in the wild-type but not in the *nkx2.5*^*−/−*^ fish following amputation (Figs. 5C and S7). Specifically, while wild-type fish mount a proliferative response and mediate extracellular matrix (ECM) production following amputation^19,40,42,43^, *nkx2.5* loss-of-function model fails to mirror these cellular reactions. Moreover, downregulation of the tricarboxylic acid cycle and the ATP synthesis coupled proton transport modules and similar dampening of the mitochondrial translation pathways in injured wild-type (but not *nkx2.5*-deficient) myocardium corroborate previous results emphasizing the necessary depression in metabolism during myocardial repair^13,44–46^. 

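The network shows 6 genes of the tricarboxylic acid cycle and ATP synthesis. All 6 fell in each genotype, with a median log2 fold change of -0.53 in WT7 vs WT0, -0.59 in TG7 vs TG0, and -0.53 in MT7 vs MT0. DEGs among them numbered 0 in both controls and 2 in *nkx2.5*-/- fish (0, 3, and 2 with adjustment over the list). The FDRs in WT7 vs WT0 lay between 0.075 and 0.18 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 13 genes of mitochondrial translation and translation, 12 fell in each genotype, with a median of -0.71 in non-transgenic wild-type, -0.59 in transgenic wild-type, and -0.70 in *nkx2.5*-/- fish. Their DEGs numbered 9, 2, and 6 (11, 8, and 9 over the list). *mrpl35* fell from 47.7 ± 0.693 to 28.4 ± 2.91 CPM (SD, n = 2) in wild-type and from 34.0 ± 9.38 to 19.3 ± 2.66 CPM in *nkx2.5*-/- fish. Its log2 fold change was -0.75 (standard error 0.18, FDR = 0.016) and -0.82 (standard error 0.18, FDR = 0.020), respectively, by the same test.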

Further aligned with our findings that *nkx2.5*^*−/−*^ fish demonstrate abnormal metabolism (Fig. 5C), recent murine studies describe an adult Nkx2-5 mutant model with significant abnormalities in mitochondrial respiratory pathways^47^. Altogether, analysis of set A accentuates that failure of the appropriate injury response in two essential cellular processes, CM proliferation and mitochondrial OXPHOS activity, is due to the loss of Nkx2.5 function.

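Whether a response differs between genotypes was tested with the interaction. Among the genes of set A, the interaction was below an FDR of 0.05 for 0 genes against non-transgenic and for 0 genes against transgenic wild-type fish, with 15 and 16 genes at an unadjusted p under 0.05. DESeq2 on only the compared libraries, a setting added after the values were seen, gave a set A of 239 genes, and 2 and 4 of them had an interaction below the threshold. As a median over set A, the *nkx2.5*-/- log2 fold change was 58.9% of that in non-transgenic wild-type fish. Set A takes genes that are DEGs in both controls and not in MT7 vs MT0, so a smaller *nkx2.5*-/- change follows in part from the choice. Set A leaves out genes that differ between genotypes before or after injury, which also removes genes with large interactions. Without that exclusion, 498 shared injury DEGs of the controls were not DEGs in MT7 vs MT0. Their median absolute log2 fold changes were 1.60, 1.54, and 0.52 in WT, TG, and MT, and the low MT median again follows in part from the choice. Among the 498 genes, 67 had an interaction below the FDR threshold against non-transgenic and 50 against transgenic wild-type fish, and 28 against both.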

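Genes that were DEGs of MT7 vs MT0 and of none of the other 8 comparisons numbered 324 in the model of all libraries, 134 rising and 190 falling. With only the compared libraries in each model, 5 genes met this definition. The median absolute log2 fold change was 0.98 in MT7 vs MT0, 0.43 in WT7 vs WT0, and 0.52 in TG7 vs TG0. A larger median in MT7 vs MT0 follows in part from this definition. Of the 324 genes, 269 changed in the same direction in all 3 genotypes. The interaction passed the FDR threshold for 0 of them against either control, and 99 (non-transgenic) and 66 (transgenic) had an unadjusted p under 0.05. In the set B of 220 genes from DESeq2 on only the compared libraries, the interaction passed for 6 and 8 genes.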

Next, we queried the molecular pathways that are inappropriately regulated in the *nkx2.5*^*−/−*^ fish and are not altered in the wild-type conditions (Fig. 5A, set B, magenta column). Set B encompasses 165 genes that are functionally enriched in proteasome-mediated ubiquitin-dependent protein and proteolysis involved in cellular protein catabolic processes (Fig. 5B, set B). 

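The proteolysis network (Fig. 5D) shows 8 genes. In MT7 vs MT0, 7 of them were DEGs, all lower in MT7, and 8 passed with adjustment over the list. None was a DEG in WT7 vs WT0 or TG7 vs TG0, where the median log2 fold changes were -0.26 and -0.15. Adjusted over the list, the FDR of 4 genes was below the threshold in WT7 vs WT0 and of 0 in TG7 vs TG0. No gene passed the fold change threshold in WT7 vs WT0. *psmd14*, which the paper draws in Fig. 6, fell from 64.6 ± 7.89 to 36.4 ± 2.54 CPM (SD, n = 2) in *nkx2.5*-/- fish, a log2 fold change of -0.83 (standard error 0.12, FDR = 0.0033 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *psmd12* fell by 0.66 on the log2 scale in MT7 vs MT0 (standard error 0.11, FDR = 0.0065 by the same test), by 0.37 in WT7 vs WT0, and by 0.24 in TG7 vs TG0. *psmb1* fell from 78.7 ± 8.43 to 49.9 ± 4.03 CPM in *nkx2.5*-/- fish, a change of -0.66 (FDR = 0.0068 by the same test), and its change was -0.19 in wild-type. *psmb10* was the exception, with a rise of 0.78 (FDR = 0.13) in MT7 vs MT0. The interaction passed for 0 of the 8 genes with adjustment over all genes. Over the list alone, 7 genes had an interaction FDR below the threshold against transgenic wild-type fish, 1 of them also past the fold change threshold, and 0 passed both thresholds against non-transgenic wild-type fish. Before injury 4 of the 8 were DEGs higher in MT0 than in TG0 and 0 were DEGs in MT0 vs WT0, where the median log2 fold change was 0.19. By FDR over the list without the fold change threshold, 7 genes passed in MT0 vs TG0 and 3 in MT0 vs WT0. After injury *psmb1* measured 54.3 ± 0.312 CPM in WT7 and 52.3 ± 0.383 in TG7.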

Applying these GO terms, we produced a network depicting downregulation of several, closely linked members of the *psmd* gene family, proteosome 26S subunit, non-ATPase (Figs. 5D and S8). Proteasome-mediated ubiquitin-dependent protein catabolic processes degrade proteins in a precise and fastidious fashion employing the 19S regulatory subunit of the 26S proteasome^48^. More specifically, in the context of zebrafish cardiac regeneration, expression of *psmb1* and *psmb3* have been discovered in wound-edge CMs^49^, evoking a functional role in sarcomere disassembly^12,49,50^. Thus, failure to stimulate expression of these proteolytic drivers may impair the ability of *nkx2.5*-deficient hearts to undergo dedifferentiation^12,13^, an indispensable step in CM replenishment.

Finally, we investigated those genes which are differentially expressed in the same direction in non-transgenic wild-type, transgenic wild-type, and *nkx2.5*^*−/−*^ fish in the uninjured and injured states at 7 dpa (Fig. 5A, set C, black column). Set C contains 205 genes appropriately engaged in the regenerative response in the *nkx2.5* loss-of-function model. 

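Genes that were DEGs after injury in all 3 genotypes and in none of the other 6 comparisons numbered 154, of which 125 rose and 29 fell. All 154 changed in the same direction in the 3 genotypes. The median absolute log2 fold change was 1.47 in non-transgenic wild-type, 1.58 in transgenic wild-type, and 1.33 in *nkx2.5*-/- fish. The interaction passed the FDR threshold for 0 genes against either control, with 11 and 9 genes at an unadjusted p under 0.05. Of the 205 set C genes from DESeq2 on only the compared libraries, 2 and 1 passed. With only the compared libraries in each model, 25 genes met the definition.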

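Genes drawn in the networks of Fig. 5E were tested in each genotype. The 5 immune response genes rose in every genotype, and 4 were DEGs in each (5 with adjustment over the list). Their median log2 fold change was 1.39 in WT7 vs WT0, 1.35 in TG7 vs TG0, and 1.09 in MT7 vs MT0. The 3 heart contraction genes fell in every genotype, with medians of -1.05, -0.70, and -0.92, and 3, 1, and 3 of them were DEGs (3 in each over the list).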

In this GO category, we found enrichment in the regulation of heart contraction and morphogenesis and in the innate immune response (Fig. 5B, set C; Figs. 5E and S9). These data emphasize that normal immunological pathways (Lai et al.^51^) are adequately stimulated in the *nkx2.5*^*−/−*^ fish following amputation. Furthermore, while heart morphogenesis pathways downstream of Nkx2.5 are misregulated in the adult myocardium (Fig. 2D), these networks are not responsible for CM renewal in the injured heart. Taken together, our transcriptomic results indicate that reduction in regenerative potential in the *nkx2.5*^*−/−*^ fish is due to the breakdown in three mechanistic injury responses vital for effective cardiac regeneration: cell cycle, mitochondrial metabolism, and proteolysis.

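Gene families listed by symbol, not by their change here, were tested with camera, a test of a set of genes against all others, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 20 tests. The 63 cell cycle genes rose by a mean log2 fold change of 2.24 in WT7 vs WT0 (adjusted p = 2.1e-22) and 1.53 in TG7 vs TG0 (2.7e-21) by camera, with 63 of 63 genes higher in each. In MT7 vs MT0 the mean rise was 0.89 (camera, adjusted p = 5.9e-08) with 61 genes higher, and 50, 31, and 6 genes were DEGs in the 3 genotypes. The response of the cell cycle genes was lower in *nkx2.5*-/- fish than in non-transgenic wild-type by 1.35 on the log2 scale (interaction -1.35, adjusted p = 1.2e-12) and than in transgenic wild-type by 0.64 (interaction -0.64, adjusted p = 1.7e-05), both by camera. Before injury the same genes were higher in MT0 than in WT0 by a mean of 1.71 and than in TG0 by 0.78. The TG0 replicates lay far apart (mean log2 CPM 2.19 and 1.15), so the 0.78 is loosely determined. The 69 genes of the mitochondrial ribosome fell in all 3 genotypes, with means of -0.60, -0.46, and -0.58 in WT, TG, and MT, and 69 of 69 genes were lower in each. Their interactions were 0.012 and -0.13, with adjusted p of 0.32 and 0.37 by camera. The 62 genes of ATP synthase and complex I changed by means of -0.26, -0.52, and -0.56, with interactions of -0.29 (camera, adjusted p = 0.056) and -0.034 (camera, adjusted p = 0.36). The 42 proteasome genes fell by a mean of 0.32 on the log2 scale in MT7 vs MT0 (mean -0.32, camera, adjusted p = 3.5e-11). They also fell in WT7 vs WT0 (-0.085, camera, adjusted p = 0.022) and in TG7 vs TG0 (-0.099, camera, adjusted p = 0.0056). The interactions of the proteasome genes were -0.24 (adjusted p = 8.9e-04) and -0.22 (adjusted p = 2.9e-04), both by camera. The alternative that moved these tests most estimated the inter-gene correlation from the data, and 0 of the 20 tests then had an adjusted p under 0.05, the lowest being 0.57. From its transcriptomic results, the paper states that the weaker regeneration of *nkx2.5*-/- fish is due to a breakdown of the cell cycle, mitochondrial metabolism, and proteolysis responses.

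**Figure D3:**
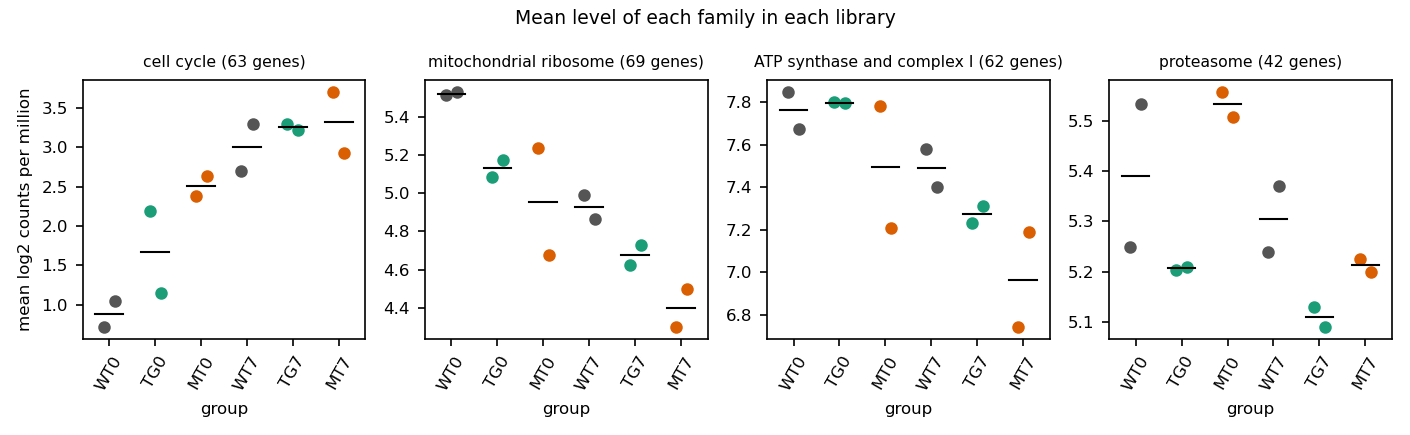
Mean log2 CPM of the genes of 4 families in each library. Points are the 2 replicates of each group and lines their mean, and the vertical axes do not start at 0. Cell cycle genes are higher in MT0 than in WT0 and TG0 and lie closer together after injury. Mitochondrial ribosome genes are lower after injury in each genotype.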

### Nkx2.5 targets identify nodes that link regenerative GRNs

To determine the key effectors mediating these specific injury responses, we harnessed data from our previous studies to uncover a consolidated set of Nkx2-5 direct targets identified in mouse HL-1 cells by DamID^52^. We then intersected our RNA-seq results with these DamID targets to identify the key GRNs nodes that function immediately downstream of Nkx2-5 to promote regeneration. To perform this overlap, we ascertained the zebrafish orthologues of the EnsEMBL IDs of the mouse DamID targets using BioMart (release 100)^53^. Overlapping these datasets with the entire gene lists in sets A and B from our RNA-seq results (Fig. 5A; independent of GO annotation) highlights interconnecting nodes that are under the control of Nkx2-5 and link the enriched modules for cell cycle, mitochondrial metabolism, and proteolysis (Fig. 6). 

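Of the 26 mitochondrial metabolism genes drawn in Fig. 6, 25 were tested. In WT7 vs WT0, 22 of them fell, with a median log2 fold change of -0.55 over the 25 genes, and 10 were DEGs, 8 of them lower (16 DEGs with adjustment over the list). In TG7 vs TG0, 22 fell, with a median of -0.61, and 4 were DEGs (22 over the list). Of the 20 proteolysis genes, 1 was a DEG in WT7 vs WT0 (1 over the list) and 0 in TG7 vs TG0 (0 over the list). The median change of the proteolysis genes was -0.21 and -0.13, with FDRs in TG7 vs TG0 from 0.063 to 0.85 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.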

When comparing uninjured and injured non-transgenic wild-type hearts (Fig. 6A), our analysis supports prior data by exhibiting appropriately diminished ATP-dependent and translational pathways and stable protein catabolic processes to support CM renewal^46,54^. Moreover, proliferative genes are triggered following injury to simulate repair (Fig. 6A)^17^. 

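The 10 cell cycle genes of Fig. 6 all rose in WT7 vs WT0, with a median log2 fold change of 2.63, and all 10 were DEGs. In TG7 vs TG0 all 10 rose, with a median of 1.71, and 6 were DEGs (10 with adjustment over the list).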

Importantly, Nkx2.5 effectors coordinate these GRNs through critical hubs, such as *ect2*, *psmb3*, and *psmd7*, which assemble a consolidated response to injury. 

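*ect2* rose from 0.868 ± 0.460 CPM (SD, n = 2) in WT0 to 5.63 ± 0.279 in WT7, a log2 fold change of 2.70 (standard error 0.53, FDR = 0.0062 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It rose from 2.29 ± 0.818 to 5.57 ± 0.821 CPM in transgenic wild-type (1.29, FDR = 0.11) and from 3.25 ± 0.675 to 6.94 ± 4.24 in *nkx2.5*-/- fish (1.09, FDR = 0.14) by the same test. The interaction for *ect2* was -1.61 against non-transgenic (FDR = 0.24) and -0.20 against transgenic wild-type fish (FDR = 0.93). *psmb3* fell from 69.4 ± 0.108 to 45.9 ± 0.632 CPM in *nkx2.5*-/- fish, a log2 fold change of -0.60 (standard error 0.10, FDR = 0.0052). In the controls it fell from 56.0 ± 0.643 to 46.9 ± 1.98 CPM (-0.26, FDR = 0.074) and from 47.0 ± 0.418 to 43.7 ± 1.85 (-0.10, FDR = 0.52). *psmb3* was higher in MT0 than in TG0 by 0.56 (FDR = 0.0029) and than in WT0 by 0.31 (FDR = 0.036), and its interactions of -0.34 and -0.49 had FDRs of 0.20 and 0.11. *psmd7* fell by 0.66 on the log2 scale in *nkx2.5*-/- fish (FDR = 0.0096), by 0.34 in non-transgenic (FDR = 0.063) and by 0.19 in transgenic wild-type (FDR = 0.36), with interaction FDRs of 0.35 and 0.22.

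**Figure D4:**
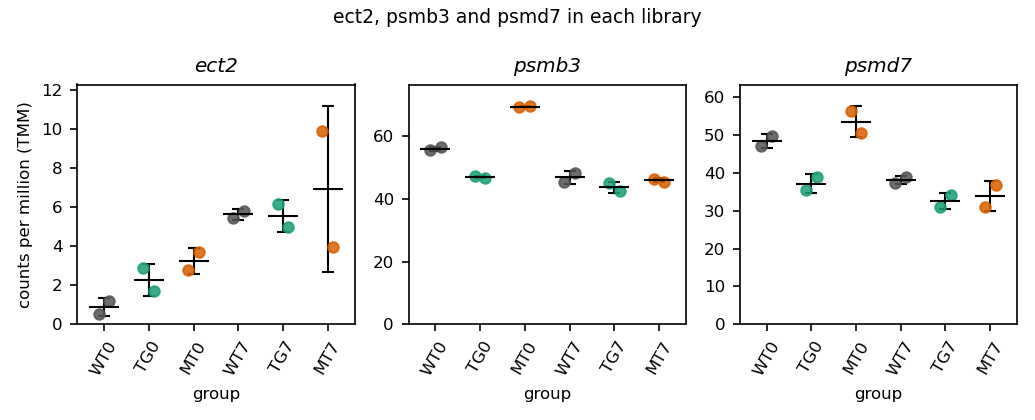
Normalized expression (CPM, linear axis from 0) of *ect2*, *psmb3*, and *psmd7* in each library of the 6 groups. Points are the 2 replicates of a group, and the line and bar show their mean and SD. After injury the 3 genotypes overlap for *ect2*, and *psmb3* lies between 43.7 and 46.9 CPM on average in each genotype.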

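The 25 mitochondrial metabolism genes had a median log2 fold change of -0.57 in MT7 vs MT0, where 22 fell and 10 were DEGs, 9 of them lower (15 with adjustment over the list). The interactions passed the FDR threshold for 0 of the 25 genes against either control (0 over the list). The 10 cell cycle genes all rose in MT7 vs MT0, with a median of 0.91, and 1 was a DEG (0 over the list), with FDRs from 0.047 to 0.68 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These 10 genes were higher in MT0 than in WT0, with a median of 1.82 and 7 DEGs, and higher than in TG0 by a median of 0.79 with 0 DEGs. Their interactions passed for 0 genes (0 over the list).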

Alternatively, when evaluating the uninjured and injured *nkx2.5*^*−/−*^ fish (Fig. 6B), these crucial modules either fail to be inhibited, in the case of mitochondrial translation, or fail to be activated, in the case of proliferation. 

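Of the 20 proteolysis genes in the combined network, 17 were DEGs in MT7 vs MT0 (20 with adjustment over the list), 13 lower and 4 higher after injury. Their median log2 fold change was -0.59, and 11 of them were in set B of the model of all libraries. Their interactions passed the FDR threshold for 0 genes against either control with adjustment over all genes. Over the list alone, the interaction FDR of 2 genes was below the threshold against transgenic wild-type fish, with 1 of them past the fold change threshold, and that of 0 genes against non-transgenic wild-type fish. In MT0 vs TG0, 5 of the 20 genes were DEGs, all higher in MT0, and in MT0 vs WT0 0 were DEGs.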

Further, inappropriate downregulation of the genes required for sarcomere disassembly exacerbates the collapse in reparative mechanisms (Fig. 6B). Altogether, integration of our new RNA-seq dataset and our existing DamID target list uncovers strategic nodes by which Nkx2.5 synchronizes the adult myocardial injury response.

**Fig. 6:**
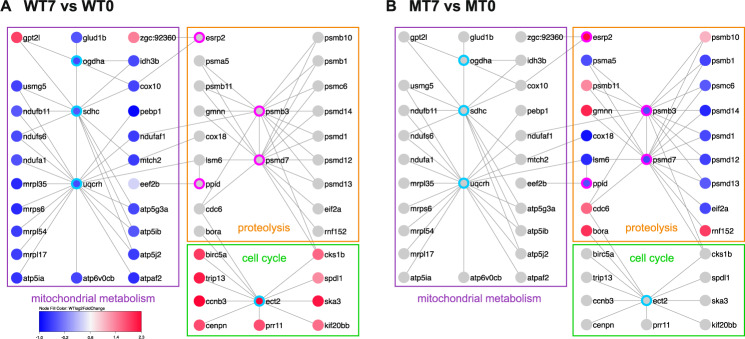
Network analysis of Nkx2.5 targets reveals distinct nodes that coordinate GRNs governing regenerative pathways. **A**, **B** Network analyses of DamID targets in set A (turquoise border) and set B (magenta border). Color represents the fold change in injured compared to uninjured wild-type CMs (WT7 vs WT0) (**A**) and injured compared to uninjured *nkx2.5*^*−/−*^ CMs (MT7 vs MT0) (**B**). Red is upregulated and blue is downregulated, as shown in the key. Mitochondrial metabolism modules are labeled in purple, proteolysis modules are labeled in orange, and cell cycles modules are labeled in green.

To inspect the biological significance of these GRNs, we implemented in vivo analyses to detect expression of crucial nodes in non-transgenic wild-type and *nkx2.5*^*−/−*^ fish at 7 dpa. *ect2*, a putative direct target of Nkx2.5 from our DamID study and confirmed to be bound by NKX2-5 in human pluripotent cell-derived cardiomyocytes^55^, is well positioned to promote cell cycle re-entry and sarcomere disassembly during cardiac regeneration given the communication that it establishes between these two modules (Fig. 6A, B). Previous studies have elucidated the function of *ect2* in contractile ring assembly and initiation of cytokinesis; Ect2 activity converts RhoA-GDP (guanosine diphosphate) to RhoA-GTP (guanosine triphosphate) at the spindle^56^. Employing transient dominant negative expression in zebrafish, recent reports have illuminated the role of *ect2* loss-of-function in inhibiting cytokinesis, inducing polyploidization, and ultimately, in yielding a loss of cardiac regenerative potential^17^. Applying RNAscope technology, we documented upregulation of *ect2* expression in the injury zone and wound edge of injured, non-transgenic wild-type apices (Fig. 7A), validating the importance of Ect2 function in CM cytokinesis. Moreover, *ect2* expression is significantly depleted in injured *nkx2.5*^*−/−*^ hearts which supports our hypothesis that Nkx2.5 is required upstream of *ect2* in promoting cell cycle reentry and proliferation in regenerating myocardium (Fig. 7B). Finally, our conclusion is further reinforced by evidence that *nkx2.5* and *ect2* transcripts co-localize in individual nuclei at the injury border (Fig. 7C, D), suggesting cell autonomous interactions.

**Fig. 7:**
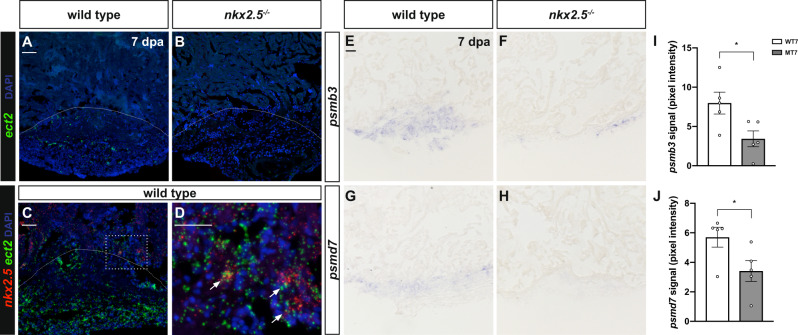
Nkx2.5 regulates targets, *ect2*, *psmb3*, and *psmd7*, to orchestrate regenerative mechanisms. **A**, **B** Representative images of RNAscope analysis on sections of injured hearts at 7 dpa display decreased *ect2* expression in the regenerating myocardium of the *nkx2.5*^*−/−*^ (*n* = 7) (**B**) compared to the non-transgenic wild-type (*n* = 3) (**A**) fish. Dashed lines represent amputation planes. Scale bar, 50 μm. **C**, **D** Additional RNAscope analysis employing both *nkx2.5* and *ect2* probes simultaneously highlight co-localization of transcripts in individual nuclei at the injury border zone in non-transgenic wild-type fish (*n* = 3) (**C**). Higher magnification panel (**D**) indicates the area outlined in the rectangular box. Scale bar, 50 μm. **E**–**H** In situ hybridization for *psmb3* (**E**, **F**) and *psmd7* (**G**, **H**) in non-transgenic wild-type (*n* = 5) (**E**, **G**) and *nkx2.5*^*−/−*^ (*n* = 5) (**F**, **H**) adult hearts. In *nkx2.5*^*−/−*^ hearts, both *psmb3* and *psmd7* are downregulated in the injured area. Scale bar, 30 μm. **I**, **J** Quantification of *psmb3* (**I**) and *psmd7* (**J**) signal, detected by in situ hybridization, reveals statistically significant diminution of both genes in the *nkx2.5*^*−/−*^ (*n* = 5) compared with the wild-type (*n* = 5) injured myocardium. Mean and standard error of each data set are shown. Unpaired, two-tailed *t*-test illustrate statistically significant differences in (**I**) (*p* = 0.0297) and (**J**) (*p* = 0.0468). Source data are provided as a Source Data file.

Two additional Nkx2.5 effectors, *psmb3* and *psmd7*, sit high in the Nkx2.5 transcriptional hierarchy linking the mitochondrial translation and the proteolysis modules (Fig. 6A, B). Given data depicting *psmb3* and *psmb1* transcripts in the wound edge following cardiac injury in wild-type zebrafish^49^, downregulation of these proteasome gene family members has the potential to prevent proteolytic mechanisms necessary to disassemble mature CM architecture. We postulate that Nkx2.5 regulates *psmb3* and *psmd7* expression following ventricular injury and, in the *nkx2.5* loss-of-function model, depleted *psmb3* and *psmd7* expression restrains dedifferentiation of pre-existing CMs. Employing ISH, we document robust expression of *psmb3* (Fig. 7E) and *psmd7* (Fig. 7G) in the regenerate of non-transgenic wild-type hearts. Strikingly, there is diminished expression of these proteasome genes in the wound of *nkx2.5*^*−/−*^ fish (Fig. 7F, H). Moreover, pixel intensity quantification corroborates these histological findings; both *psmb3* and *psmd7* exhibit a statistically significant decrease in expression in the wound (Fig. 7I, J). Altogether, we conclude that Nkx2.5 operates via key effectors, *ect2*, *psmb3*, and *psmd7*, to orchestrate regenerative mechanisms involving mitochondrial metabolism, dedifferentiation, and cytokinesis to repopulate CMs following injury.

### Nkx2.5 promotes proliferation and dedifferentiation

Considering this defective transcriptional response in *nkx2.5*^*−/−*^ fish, we examined the source of the impaired healing in vivo by evaluating the CM proliferation indices at 7 dpa and 14 dpa in wild-type and *nkx2.5*^*−/−*^ fish. Given CM-specific *nkx2.5* expression (Fig. 3), we hypothesized that Nkx2.5 is required cell autonomously to induce dedifferentiation, cell division, and redifferentiation of new CMs. Our data reveal a statistically significant decrease in the CM proliferation index in animals with reduced *nkx2.5* transcriptional activity versus animals with intact *nkx2.5* function at 7 dpa (Fig. 8A, B, E). In contrast, there is no statistically significant discrepancy at 14 dpa in the proliferative rates between wild-type and *nkx2.5*^*−/−*^ fish (Fig. 8C–E). These findings illuminate an essential role for Nkx2.5 in promoting CM proliferation at 7 dpa when an escalation in cellular renewal is required for myocardial regeneration, validating the GRNs created from the RNA-seq data (Figs. 5C and 6).

**Fig. 8:**
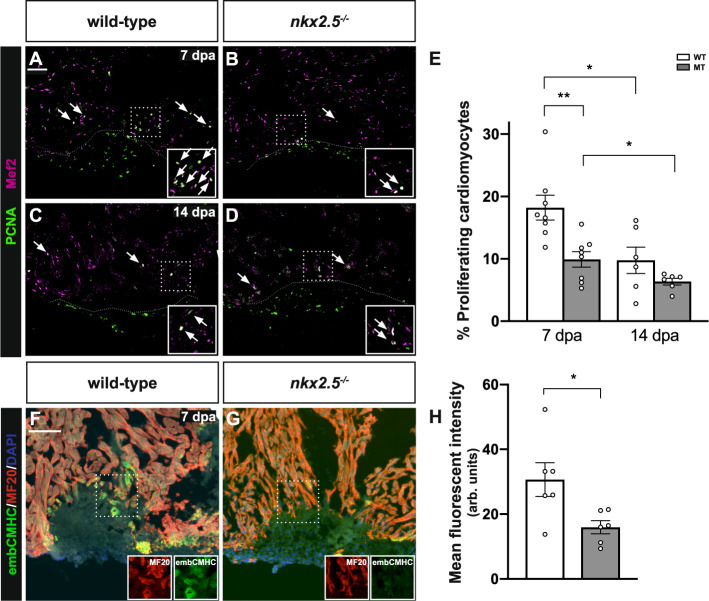
Nkx2.5 is required for cardiomyocyte proliferation and dedifferentiation in the regenerating heart. **A**–**D** Representative images of PCNA/Mef2 immunostaining in wild-type (*n* = 8 in **A**, *n* = 6 in **C**) and *nkx2.5*^*−/−*^ (*n* = 8 in **B**, *n* = 6 in **D**) hearts indicate proliferating CMs (arrows). Scale bar, 100 μm. **E** Quantification of PCNA^+^Mef2^+^ cells in wild-type and *nkx2.5*^*−/−*^ hearts. *n* = 8 at 7 dpa and *n* = 6 at 14 dpa for both genotypes. Mean and standard error of each data set is shown. Unpaired, two-tailed *t*-tests show statistical differences between WT7 and MT7 (*p* = 0.0033), WT7 and WT14 (*p* = 0.0143), and MT7 and MT14 (*p* = 0.0369). **F**, **G** Representative images of embCMHC/MF20 immunostaining illustrating diminished expression of immature myosin in the *nkx2.5*^*−/−*^ (*n* = 6) compared to the wild-type (*n* = 6) wound border. Scale bar, 100 μm. **H** Quantification of integrated signal density of the embCMHC stain is depicted in wild-type (*n* = 6) and *nkx2.5*^*−/−*^ (*n* = 6) injury borders. Mean and standard error of each data set are shown. Unpaired, two-tailed *t*-test indicates a statistically significant difference (*p* = 0.0248). Source data are provided as a Source Data file.

We next examined the injured *nkx2.5*^*−/−*^ fish for evidence of impaired sarcomere disassembly given downregulation of the proteolysis module of the Nkx2.5-dependent GRN (Figs. 5D and 6). Prior work has detected reactivation of embryonic cardiac sarcomeric proteins at the wound edge, defining embryonic cardiac myosin heavy chain (embCMHC) as a marker of undifferentiated CMs^57^. To assess whether *nkx2.5* regulates dedifferentiation and, therefore, re-expression of immature myosins, we performed immunostaining with embCMHC and MF20 at 7 dpa (Fig. 8F, G). While wild-type hearts demonstrate co-localization of embCMHC and MF20 along the border of the regenerate (Fig. 8F), *nkx2.5*^*−/−*^ myocardium shows minimal expression of embCMHC at the site of injury (Fig. 8G). These findings are further corroborated with immunostaining directed against activated leukocyte adhesion molecular a (Alcam), another marker of dedifferentiation^58,59^, demonstrating diminished Alcam expression in the *nkx2.5*^*−/−*^ compared to the wild-type regenerates (Fig. S10). From these data, we conclude that adult CMs fail to dedifferentiate in the absence of *nkx2.5* gene function. Taken together, our results validate GRNs underscoring that Nkx2.5 is required cell autonomously to instruct proteolytic pathways for dedifferentiation of mature CMs to an immature myocardial fate (Figs. 5D and 6).

### Nkx2.5 non-cell autonomously limits epicardial integration

Although our data establish that CM-specific *nkx2.5* expression directly regulates CM proliferation and dedifferentiation via Nkx2.5-dependent cell cycle and proteolysis modules, we sought to evaluate whether Nkx2.5 also mediates non-cell autonomous regenerative functions. Both the cardiac endocardial and epicardial lineages exhibit sentinel roles in heart regeneration and interaction among these specific cell types allows for orchestration of the complex healing process. Coronaries arteries are required to regenerate in order to perfuse new myocardium^23^ and revascularization has been shown to occur within hours of cryoinjury to stimulate CM proliferation^41^. Thus, using *nkx2.5*^*−/−*^ fish carrying *Tg(kdrl:EGFP)*^*la116*^, we investigated the process of angiogenesis in wild-type and *nkx2.5* loss-of-function animals. Interestingly, we observed normal EGFP^+^ endothelial tubes in the wound area establishing that *nkx2.5* expression is not responsible for coronary angiogenesis during cardiac regeneration (Fig. S11).

Next, we compared the regenerative response in the epicardium, a thin mesothelial cell layer overlying the atrial and ventricular chambers, between wild-type and *nkx2.5*^*−/−*^ fish. Previous studies have elucidated the essential roles of epicardial activation, proliferation, and colonization of the regenerate^23^. Specifically, epicardial cells undergo an epithelial-to-mesenchymal (EMT) transition to yield epicardial derived cells (EPDCs). These EPDCs invade the injury site between 7 dpa and 30 dpa to provide a cellular scaffold and produce perivascular cells and myofibroblasts, ultimately in support of CM proliferation and angiogenesis^39,60^. As the wound heals, the epicardium undergoes EMT and establishes a thickened epicardial layer covering the injured myocardium^60–64^. Employing immunostaining with *Tg(tcf21:DsRed2)* to label the epicardium in wild-type and *nkx2.5*^*−/−*^ fish, we discerned expression at the injury site in wild-type and *nkx2.5*^*−/−*^ fish at 14 dpa (Fig. 9A–D). Yet, impaired integration of *tcf21*^*+*^ cells in the *nkx2.5*^*−/−*^ compared to wild-type fish is evident; *tcf21*^*+*^ epicardial cells fail to penetrate the regenerate and remain exterior to the CM layer (Fig. 9B, D). Quantification of EPDC migration reveals a statistically significant decrement in the distance measured from the apex of the heart to the maximal interior position of the Tcf21:DsRed2^+^ cells when comparing wild-type and *nkx2.5*^*−/−*^ hearts (Fig. 9E). Taken together, these data indicate that, while the epicardium mounts a suitable response to tissue damage in the loss-of-function *nkx2.5* model, compromised epicardial penetration into the wound weakens the healing potential in the *nkx2.5*^*−/−*^ compared to wild-type fish.

**Fig. 9:**
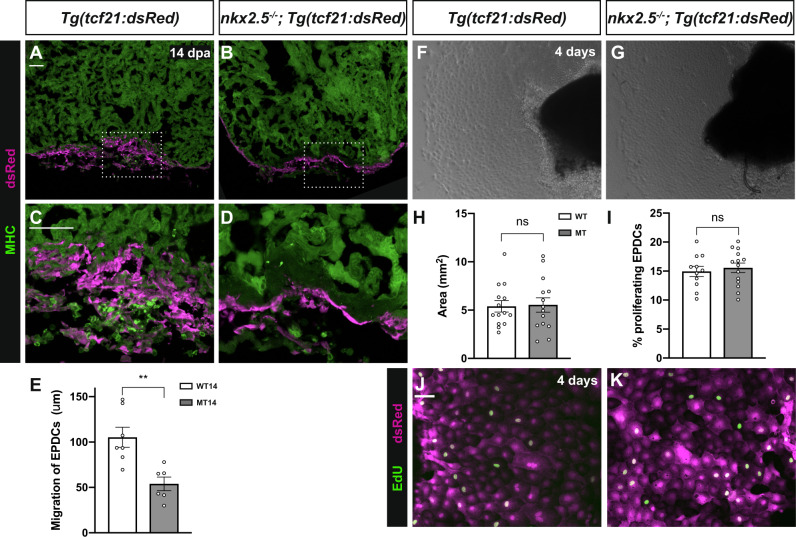
Impaired epicardial migration in the *nkx2.5* loss-of-function model. **A**–**D** Myosin Heavy Chain (MHC) immunostaining in injured *Tg(tcf21:dsRed)* (*n* = 6) (**A**, **C**) and *nkx2.5*^*−/−*^*;Tg(hsp70l:nkx2.5-EGFP);Tg(tcf21:dsRed)* (*n* = 5) (**B**, **D**) at 14 dpa exhibits aborted epicardial penetration in the *nkx2.5*^*−/−*^ heart. Scale bar, 50 μm. **E** EPDC migration quantification strategy measures the distance from the apex of the heart to the maximal interior position of the Tcf21:DsRed2^+^ cells in injured wild-type (*n* = 6) and *nkx2.5*^*−/−*^ (*n* = 5) hearts (**A**–**D**). Mean and standard error of each data set are shown. Unpaired, two-tailed *t*-test demonstrates a statistically significant difference between WT14 and MT14 (*p* = 0.0035). **F**, **G** Ex vivo epicardial migration assay in *Tg(tcf21:dsRed)* (*n* = 14) (**G**) and *nkx2.5*^*−/−*^*;Tg(hsp70l:nkx2.5-EGFP);Tg(tcf21:dsRed)* (*n* = 14) (**H**) explants. **H**, **I** Quantification of the epicardial migration showing no statistical difference between the wild-type (*n* = 14) and the *nkx2.5*^*−/−*^ (*n* = 14) cultured apices (**F**, **G**). Additional quantification of Edu^+^tcf21:dsRed^+^ cells indicates normal proliferative potential in cultured *nkx2.5*^*−/−*^ (*n* = 14) versus wild-type epicardium (*n* = 12) (**J**, **K**). Mean and standard error of each data set are shown with no statistically significant differences detected by unpaired, two-tailed *t*-tests between WT and MT (*p* = 0.8794 in **H** and *p* = 0.6165 in **I**). **J**, **K** Edu proliferation assay in wild-type (*n* = 12) (**K**) and *nkx2.5*^*−/−*^ (*n* = 14) (**L**) epicardial tcf21:dsRed^+^ cells. Scale bar, 50 μm. Source data are provided as a Source Data file.

We sought to clarify the underlying cellular mechanism responsible for this deficient epicardial infiltration into the regenerate. Specifically, we tested our hypothesis that Nkx2.5 mediates non-cell autonomous functions in addition to the CM-intrinsic roles of dedifferentiation and proliferation. Thus, we performed ex vivo assays using non-transgenic wild-type and *nkx2.5*^*−/−*^ fish carrying *Tg(tcf21:dsRed)*, as previously described^65^. At 3 dpa, we resected the ventricular apices, cultured them in fibrin-coated plates, and quantified the outgrowth of epicardial cells after four days. There were no significance differences identified following quantification of epicardial cell expansion between the wild-type and the *nkx2.5*^*−/−*^ cultured apices (Fig. 9F–H). Moreover, employing EdU incorporation, we established that the proliferation rate in the wild-type epicardial cultured cells is the same as that in the *nkx2.5*^*−/−*^ epicardium (Fig. 9I–K). These findings support our conclusion that the defect in epicardial infiltration of the regenerate is due to mechanisms extrinsic to the epicardial cells. This conclusion aligns elegantly with our network analyses which invoke a small, integrin-mediated signaling pathway module (*itgb2*, *itba6a*, and *itgbl1*) that fails to be stimulated in the *nkx2.5* loss-of-function model (Fig. 5C). Given the importance of ECM remodeling in cardiac regeneration^43,45,66^, we expect that future investigation of targets of Nkx2.5 will elucidate novel ECM regulatory networks exemplifying non-cell autonomous functions of this cardiac-specific transcription factor.

## Discussion

These data offer a unique perspective on mechanisms regulated by Nkx2.5 that are responsible for building new muscle following injury in the mature zebrafish heart. In particular, we show that CM-specific expression of *nkx2.5* is required for cardiac regeneration following amputation of the ventricular apex in an innovative, adult Nkx2.5 loss-of-function zebrafish model. Using this genetic tool, we harnessed both new RNA-seq and our prior DamID data to reveal that the developmental molecular profile regulated by Nkx2.5 is perturbed in the adult *nkx2.5*-deficient myocardium. Moreover, our multi-variate network analysis underlines Nkx2.5 as a vital regulator of CM renewal, functioning to promote cell cycle re-entry and to maintain proteolysis genetic modules. Direct targets, *ect2*, *psmb3*, and *psmd7* provide examples of essential hubs in the Nkx2.5-dependent GRNs guiding proliferation, sarcomere disassembly^67,68^, and mitochondrial metabolism^47^. We observe cellular evidence of these molecular mechanisms in the diminished number of PCNA^+^ CMs and the decreased expression of immature cardiac myosin and Alcam in the injury border of *nkx2.5*^*−/−*^ hearts. Yet, additional non-cell autonomous functions of Nkx2.5 are necessary for epicardial penetration into the wound to support the reparative microenvironment niche. Moreover, ECM modules fail to be upregulated in the absence of *nkx2.5* gene function, suggesting a paradigm whereby Nkx2.5 mediates crucial components in ECM patterning. Taken together, these studies underscore the importance of activation of embryonic Nkx2.5 for CM dedifferentiation and proliferation during cardiac regeneration and suggest opportunities for therapeutic intervention in patients suffering from myocardial infarction and adult CHD.

While it is clear that evolutionarily conserved developmental genetic signatures are critical to facilitate regenerative responses from cuttlefish to mouse^69–73^, the toolkits required to investigate the underlying essential mechanisms remain underdeveloped. There is a scarcity of genetic lines with *loxP* sites flanking genes of interest that limits our ability to institute conditional deletions efficiently. Furthermore, while some pivotal cardiac transcription factors have been examined functionally^21,22,74^, many members of the cardiac developmental transcriptional hierarchy have yet to be investigated. Although murine studies have benefitted from conditional deletion of *Nkx2-5* to examine its roles in the adult cardiac conduction system and trabecular myocardium^75,76^, the *Nkx2-5* requirement in myocardial repair was not addressed due to the limited regenerative potential in these models. Here, we describe the application of an innovative technique expediting rescue of otherwise lethal *nkx2.5*^*−/−*^ embryos using heat shock overexpression without confounding evidence of non-specific defects^29^. We have taken advantage of our *nkx2.5*-deficient fish to dissect the cell type-specific functional requisites, uncovering inappropriate responses in proliferation, sarcomere disassembly, and mitochondrial metabolic pathways in the CMs and cell extrinsic abnormalities in ECM deposition of the regenerative niche. This unique model provides a substrate to study the distinct molecular profiles that are altered in the Nkx2-5 loss-of-function myocardium, mimicking late-stage challenges faced by adult patients with Nkx2-5-associated CHD.

Our data also illustrate insights generated from a comprehensive assessment of the injured Nkx2.5 loss-of-function adult model and multi-variate network interpretation of transcriptional profile alterations in various genetic and temporal conditions. By probing each comparison, we identified distinct responses – both appropriate and inappropriate – that are regulated by Nkx2.5. These findings suggest that therapeutic measures need to be tailored to the individual clinical scenarios in order to ameliorate pathological mechanisms and redirect the interlocked chain of events that ensue following myocardial damage^73^. Specifically, in the context of adult CHD patients carrying *NKX2-5* mutations, we envisage that discrete and directed remedies, such as stimulation of cell cycle re-entry and suppression of mitochondrial translation, would augment successful regenerative outcomes. Moreover, the proteasome-mediated ubiquitin-dependent protein catabolic processes necessitate preservation to ensure proper dedifferentiation of Nkx2.5-deficient CMs. Our data suggest that modulation of the rapid inflammatory response following injury occurs aptly and, therefore, does not need remediation to support effective repair. Taken together, careful delineation of the molecular and cellular processes that go awry following injury in both wild-type and genetically altered myocardium will enhance our understanding of regenerative strategies and permit recruitment of explicit endogenous mechanisms deficient in each patient-specific context.

While evidence of CM-specific expression of *nkx2.5* in the adult zebrafish heart, diminished proliferation, and arrested dedifferentiation illuminate cell intrinsic functions of Nkx2.5 following injury, impaired epicardial migration in vivo points to the contribution of CM extrinsic roles to the decreased reparative capability in *nkx2.5*^*−/−*^ fish. In light of our ex vivo studies depicting normal epicardial migration and proliferation and our network analyses illustrating failure of *nkx2.5*^*−/−*^ fish to upregulate an integrin-mediated ECM module, we speculate that Nkx2.5 directly or indirectly regulates crucial constituents of the cardiac matrix. Further investigation is required to uncover the key players acting downstream of Nkx factors. Yet, recent reports indicate that distinct embryonic ECM cargo can augment cytokinesis in postnatal rat CMs in vitro and in vivo^77^, providing a glimpse of therapeutic potential. Moreover, zebrafish studies have advanced our appreciation of the mechanisms responsible for the cardiac valve regeneration^78,79^, further emphasizing the importance of studying ECM regulation in adult Nkx2.5 loss-of-function models given the incidence of valvular defects in these patients^80,81^. To address questions on the impact of Nkx2.5-regulated ECM on cardiac and valvular repair, future inquires of the regenerative proteome with emerging techniques is necessary to understand global protein-protein interaction dynamics^82,83^.

Altogether, our studies underscore that activation of the embryonic Nkx2.5 transcriptional network is critical in triggering productive intrinsic and extrinsic cellular responses to myocardial damage in the adult zebrafish heart. Exploiting insights into the specific mechanistic processes that are hampered in the *nkx2.5*^*−/−*^ fish such as CM proliferation and dedifferentiation, our work open doors for the cultivation of targeted therapies in Nkx2-5-deficient myocardium. Studies demonstrating opportunities for myriad factors to instruct CM regeneration indicate that therapeutic intervention is feasible^84–86^ as long as the coordination of systematic approaches is realized^73^. The identification of previously unrecognized Nkx2.5 targets, *ect2*, *psmb3*, and *psmd7*, as critical nodes in orchestrating cell cycle re-entry, proteolysis, and mitochondrial metabolism in response to injured myocardium offers initial steps to achieve this mission.

## Methods

### Zebrafish lines and ventricular resections

We used adult zebrafish carrying the following previously described mutation and transgenes: *nkx2.5*^*vu179*^^31^, *Tg(hsp70l:nkx2.5-EGFP)* ^*fcu1*^^29^, *Tg(nkx2.5:ZsYellow)* ^*fb7*^^87^, *Tg(tcf21:DsRed2)*^*pd37*^^39^, and *Tg(kdrl:EGFP)*^*la116*^^88^. Adult *nkx2.5*^*−/−*^;*Tg(hsp70l:nkx2.5-EGFP)* fish were generated as previously described^29^ and experiments were implemented with one transgenic parent per cross. Ventricular apices were resected in adult fish (3- to 18-months-old)^17^, employing a previously described technique^38^. All the zebrafish experiments were performed according to the protocol approved by the Institutional Animal Care and Use Committee (IACUC) at Columbia University.

### Heat shock conditions

Embryos from outcrosses of fish carrying *Tg(hsp70l:nkx2.5-EGFP)* were maintained at 28.5 °C and exposed to heat shock at 37 °C at 21 somites. To implement heat shock, 50 embryos were placed in 2.5 mL of preheated embryo medium in a 35 mm Petri dish on top of a covered heat block for one hour. Three hours following initiation of heat shock, transgenic embryos were identified by visualization of ubiquitous EGFP expression. Non-transgenic sibling embryos exposed to heat shock served as controls.

### Histological analysis

Zebrafish were anesthetized with tricaine and then fixed in 4% paraformaldehyde overnight at 4 °C. Subsequently, the dissected hearts were washed several times with PBS and cryopreserved with 30% sucrose before immersion in O.C.T. (Tissue-Tek). The blocks were stored immediately at −80 °C. They were sectioned at 10 µm with a cryostat (Leica CM3050 S) and collected for Acid Fuchsin Orange G (AFOG), RNA in situ hybridization (ISH), RNAscope, and immunostaining.

AFOG staining was performed as previously described on 6–10 animals per time point^38^. Briefly, slides were dried for one hour at room temperature and re-fixed with 4% PFA for five minutes. Subsequently, they were incubated in a pre-heated Bouin’s solution for two hours at 60 °C followed by one hour at room temperature. After extensive washes with H_2_O, the slides were rinsed in 1% phosphomolybdic acid for five minutes. Following a five-minute wash with H_2_O, they were incubated for 10 min in AFOG staining solution (0.5% Aniline Blue, 1% Orange G, 1.5% Acid Fuchsin, pH 1.09). Finally, the slides were rinsed in H_2_O, dehydrated, cleared in xylene, and mounted in Cytoseal 60 (Thermo Fisher Scientific).

ISH was performed as previously described with minor modifications^89^. Briefly, slides were brought to room temperature for one hour before performing post-fixation in 4% PFA for 20 min. Subsequently, they were washed with PBS, treated with proteinase K (10 μg/ml) for 10 min at 37 °C, washed again with PBS prior to another 4% PFA fixation for 5 min, washed again with PBS, and treated with HCl 0.07 N for 15 min of shaking. Then, the sections were washed with PBS and a pre-hybridization buffer (0.2 M NaCl, 5 mM EDTA, 12 mM Tris HCl pH7.5, 14 mM Na_2_HPO_4_-7H_2_0, 6 mM NaH_2_PO_4_, 50% formamide, 10% dextran sulfate, 10 mg/ml yeast tRNA, 1x Denhardt’s) at 65 °C for two hours. Hybridization of the probe was performed overnight at 65 °C, covered with a coverslip in a humidified chamber. The following day, the sections were washed three times with solution I (50% formamide, 5x SSC, 0.1% Tween-20) for 30 min at 65 °C and three more times with solution II (50% formamide, 2x SSC, 0.1% Tween-20) for another 30 min, each at 65 °C. Subsequently, the sections were washed three times with maleic acid buffer (MAB) with 0.1% Tween-20 (MABT) for ten minutes at room temperature. The sections were then incubated in a blocking solution (70% MABT, 20% Normal Goat Serum, and 10% blocking reagent (Roche)) for two hours at room temperature. Next, the anti-DIG-AP antibody (11093274910, Roche; 1:2000) was applied in blocking solution overnight at 4 °C with a coverslip in a humidified chamber. On the following day, the slides were washed with MABT for ten minutes, again for three one-hour-long washes, and finally three washes with alkaline-phosphate buffer (100 mM NaCl, 50 mM MgCl_2_, 100 mM Tris pH 9.5, 0.1% Tween-20). The sections were developed in BM-purple (Roche) at 37 °C until signal was detected. The following probes were used: *amhc* (*myh6*; ZDB-GENE-031112-1)^90^, *vmhc* (*myh7*; ZDB-GENE-991123-5)^91^, *psmb3* (ZDB-GENE-040426-2682), and *psmd7* (ZDB-GENE-030131-5541).

Immunostaining was performed as previously described^92^. Briefly, the hearts were collected in cold PBS and brought to room temperature. Following washes with PBS plus 0.1% Tween20 (PBT), sections were permeabilized with methanol for one hour at room temperature, blocked in blocking solution (PBS containing 2% sheep serum, 0.2% Triton X-100, 1% DMSO) for 30 min at room temperature, and incubated with primary antibodies in blocking solution at 4 °C overnight. Sections were then incubated with secondary antibodies between one and three hours at room temperature. Finally, the slides were mounted with Vectashield medium (Vector Laboratories) and DAPI prior to imaging.

Mef2/PCNA staining was performed as previously described^93^. Briefly, the slides were equilibrated to room temperature prior to performing antigen retrieval in 10 mM citrate buffer at 98 °C for 20 min. Then, they were cooled for 20 min, rinsed in H_2_O twice, and immersed in pre-cooled acetone (−20 °C) for 10 min. Subsequently, acetone was allowed to evaporate for 20 min at room temperature. The slides were then washed once in H_2_O, washed twice in PBA, and incubated in blocking buffer (5% normal goat serum, 0.3% Triton X-100 in PBS) for one hour at room temperature. Incubation with primary antibody was performed in antibody dilution buffer (1% BSA, 0.3% Triton X-100 in PBS) overnight at 4 °C, and secondary antibody for two hours at room temperature.

Primary antibodies used were: anti-PCNA (WH0005111M2, Sigma, 1:200), anti-Mef2 (sc-313, Santa Cruz Biotechnology 1:50), anti-tropomyosin (CH1, Developmental Studies Hybridoma Bank, 1:100), anti-myosin heavy chain (F59, Developmental Studies Hybridoma Bank, 1:25), anti-GFP (A-11122, Invitrogen, 1:200), anti-DsRed (632496, Clontech, 1:200), anti-raldh2 (GTX124302, GeneTex, 1:500), anti-vimentin (40E-C, Developmental Studies Hybridoma Bank, 1:35), anti-embCMHC (N2.261, Developmental Studies Hybridoma Bank, 1:50), anti-myosin heavy chain (MF20, Developmental Studies Hybridoma Bank, 1:20), and anti-Alcam (ZN-8, Developmental Studies Hybridoma Bank, 1:10). The following secondary antibodies were used (1:500): Alexa Fluor 488 Goat anti-Mouse IgG1 (A-21121, Invitrogen), Alexa Fluor 488 Goat anti-Mouse IgG2a (A-21131, Invitrogen), Alexa Fluor 568 Goat anti-Mouse IgG1 (A-21124, Invitrogen), Alexa Fluor 568 Goat anti-Mouse IgG2b (A-21144, Invitrogen), Alexa Fluor 568 Goat anti-Rabbit IgG (A-11011, Invitrogen), Alexa Fluor 568 Goat anti-Mouse IgM (A-21043, Invitrogen), and Alexa Fluor 633 Goat anti-Rabbit IgG (A-21070, Invitrogen).

RNAscope staining was executed following the manufacturer’s instructions for the RNAscope multiplex fluorescent assay v2 (Advanced Cell Diagnostics or ACD). RNAscope probes for *vcana* (C3), *nkx2.5* (C2), and *ect2* (C1) were synthesized by ACD and nuclei were stained with DAPI prior to analysis.

Images for AFOG, ISH, and RNAscope were acquired with a Zeiss Axio Imager.D2m and a Hamamatsu Nanozoomer SQ. Following immunostaining protocols, confocal imaging was performed with a Nikon Ti Eclipse inverted confocal microscope and a Zeiss LSM 880 with z-stacks analyzed using ImageJ (version 1.53k, NIH).

### Quantification and statistical analysis

All quantifications were performed blinded. Unless otherwise indicated, experiments were implemented with at least four biological replicates and at least three samples per replicate. For quantification strategies, three non-consecutive sections with the largest area were measured to assign an index for each heart. To calculate the proportion of scar tissue, the section with the largest injury site was selected and normalized to the ventricular area. Furthermore, the severity of the scar was classified as previously described^94^. Ventricular volume was calculated on 10 µm sections by totaling the ventricular area in each section and multiplying by the distance between each section^32^. The percentage of trabeculation was calculated as the percentage of muscular tissue within the ventricular area using the threshold tool and manually excluding the internal cavity area^32^. For quantification of the ISH signals, previously reported protocols were executed^95^. For fluorescent intensity calculations, embCMHC^+^ and Alcam^+^ areas were quantified in pixels employing ImageJ in the region of the regenerate and normalized to background. To measure proliferation, Mef2^+^/PCNA^+^ cells in a 200 µm area from the border were counted manually^96^. Individual CMs were categorized by the presence of Mef2 and by a size greater than 5 µm diameter. Of these CMs, those cells also positive for PCNA signal were counted and averaged to calculate a proliferative index for each heart. In vivo migration of epicardial derived cells (EPDCs) was quantified by measuring the distance between the ventricular apex and the furthest EPDC inside the myocardium. For statistical analyses, two-tailed Student’s *t*-tests were used when normality test was passed. Statistical values are displayed as mean ± standard error of the mean (SEM). The following nomenclature was employed to present results: ns not significant, *p < 0.05, **p < 0.01; ***p < 0.001, ****p < 0.0001.

### Quantitative PCR and RNA sequencing

For qPCR, total RNA was extracted from six pooled ventricles for each condition and timepoint analyzed. The purified RNAs were reverse transcribed with the iScript^TM^ cDNA Synthesis Kit (Bio-Rad). qPCR was performed with iQ^TM^ SYBR Green Supermix (Bio-Rad) and a CFX96 Touch^TM^ Real-Time PCR Detection System (Bio-Rad). All experiments were completed using biological triplicates. Primer sequences are noted in Supplemental Table 1.

For RNA Sequencing, total RNA from six pooled ventricular apices of two biological replicates was extracted using TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. Next, the quality was assessed using a Bioanalyzer. The cDNA library was prepared using TruSeq RNA Prep Kit v2 (Illumina) and the samples were submitted to the JP Sulzberger Columbia Genome Center at Columbia University Medical Center. A HiSeq 2500 System was used to obtain single-end 100 bp reads for each sample.

### RNA-sequencing data processing and analysis

Reads were aligned to the GRCz10-91 zebrafish reference genome using STAR (version 2.5.2)^97^ and were quantified using featureCounts (version 1.5.0-p3)^98^. Differential gene expression between conditions was performed using DEseq2 (version 3.14) (Anders and Huber, 2012). Statistically significant differentially expressed genes (DEGs) were retrieved by filtering for genes with absolute log2 fold-change (FC) > 0.5 and false discovery rate (FDR) < 0.5 in R (version 3.6.0).

Venn overlaps of DEGs were generated with the VennDiagram package (version 1.7.1)^99^. Hierarchical clustering was performed using the gplots::heatmap.2() function which employs Euclidean distance measures with the average linkage method (version 3.1.1)^100^. The UpSet plot was generated with the UpSetR package (version1.4.0)^101^. Functional enrichment was performed using Metascape 3.5^102^ and validated by orthogonal approaches using DAVID (version 6.8)^103^ and Panther (version 14.1)^104^, employing default parameters. Gene Ontology (GO) plots were created using the ggplot2 package (version 3.3.2).

Overlap with DamID targets of Nkx2-5 in mouse HL-1 cells (GSE44902)^52^ was performed by first retrieving the zebrafish orthologues of the EnsEMBL IDs of the mouse DamID targets using BioMart (release 100)^53^. Then, the intersection of the EnsEMBL IDs for the zebrafish DamID targets and zebrafish DEGs were obtained with BioVenn (version 1.1.3)^105^. Network reconstructions were performed by retrieving protein-protein interacting relationships using STRING (version 11.0, default parameters, https://string-db.org) and visualized with Cytoscape (version 3.8.0)^106^. For networks associated with GO terms, interactions only between genes associated with specified GO terms were examined. However, the networks highlighting DamID candidates as hubs (Fig. 6) were reconstructed based on an overlap of all targets and sets A and B (Fig. 5). The first neighbors of the DamID targets and modules with more than seven nodes were included for analysis.

### Epicardial explant culture

Heart explant cultures were performed as previously described using *Tg(tcf21:DsRed2)*^*pd37*^ fish^65^. Briefly, hearts were extracted at three days post-amputation (dpa) from wild-type and *nkx2.5*^*−/−*^*;Tg(hsp70l:nkx2.5-EGFP)* fish. The ventricular apices were cultured in 24-well plates, pre-coated with fibrin, and incubated for four days at 28 °C, 5% C0_2_. Cell migration was assessed using an EVOS Digital Microscope with ImageJ to measure the maximal radius between the edge of the ventricular apex and the edge of the monolayer. For EdU incorporation experiments, 25 mM EdU was added to the culture medium and the explants were fixed one hour later^107^. The Click-iT EdU Imaging Kit (Invitrogen) was employed following the manufacturer’s instructions.

### Swimming endurance assay

Adult 4-month-old zebrafish were kept unfed for 24 hours prior to initiation of the challenge in the swim tunnel respirometer device (Mini Swim-170, Loligo Systems). After a minute of acclimation inside the tunnel with no current, water (26 °C) flow speed was initiated at 10 cm/s and increased by 5 cm/s increments every minute. Once the maximum speed was attained, fish were allowed to swim until exhaustion or the end of the test (maximum duration of 35 min)^33^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Previously published datasets employed in this manuscript include the zebrafish reference genome GRCz10-91 (https://www.ncbi.nlm.nih.gov/assembly/GCF_000002035.5/) and Nkx2-5 DamID targets under accession number GSE44902. The RNA sequencing data newly reported in this paper is available under accession number GSE164966. Source data are provided with this paper. All other relevant data may be requested from the corresponding author.

## Source data

Source Data

# Supplementary material for: Activation of Nkx2.5 transcriptional program is required for adult myocardial repair
**Source:** Nat Commun. 2022 May 27;13:2970. doi: 10.1038/s41467-022-30468-4
**Supplement:** Supplementary file 1 — Supplementary Information

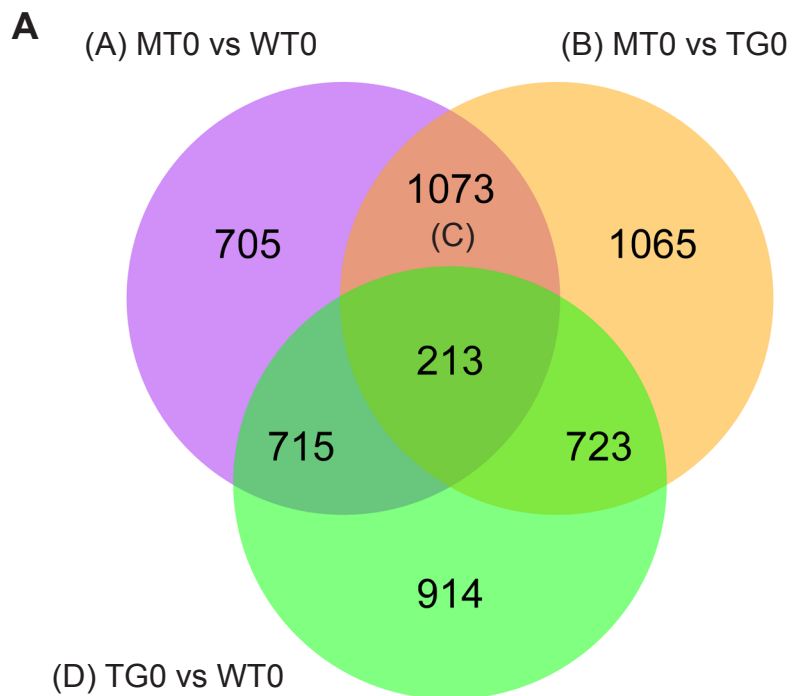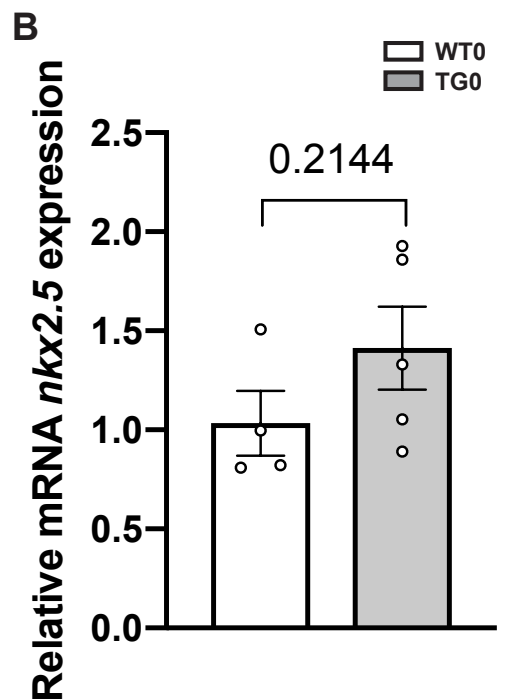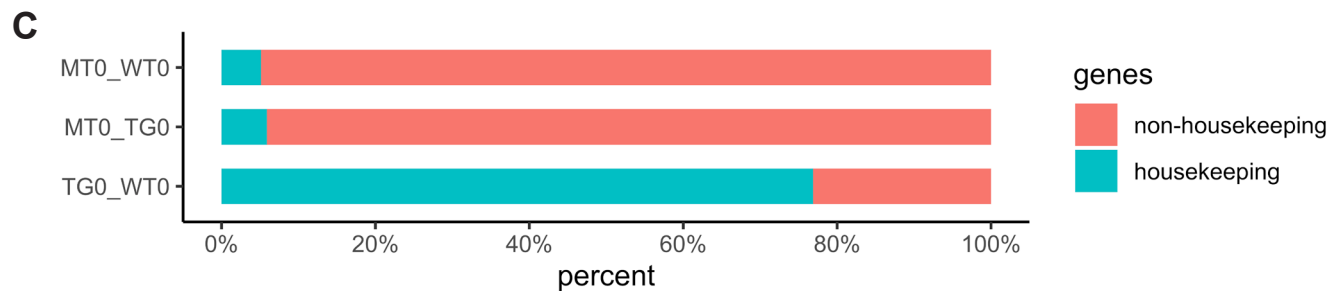

**Figure S1. 'Overlap' intersection category distinguishes critical differentially expressed genes due to the loss of Nkx2.5 function**

(A) Venn overlap of DEGs (FC > 0.5; FDR < 0.05) in *nkx2.5*<sup>-/-</sup> compared to non-transgenic wild-type (group A, MT0 vs WT0) and transgenic wild-type (group B, MT0 vs TG0). These two sets are overlapped with a comparison between transgenic and non-transgenic wild-type backgrounds (group D, TG0 vs WT0).

(B) Relative *nkx2.5* expression as measured by qPCR comparing uninjured non-transgenic (n = 4) and transgenic (n = 5) wild-type hearts depicts no statistically significant difference in *Tg(hsp70l:nkx2.5-EGFP)* expression. Mean and standard error of each data set are shown with no statistically significant difference (p = 0.2144) identified by an unpaired, two-tailed t-test performed between WT0 and TG0.

(C) Percentage of 'housekeeping' genes in each dataset represented in Venn diagram.

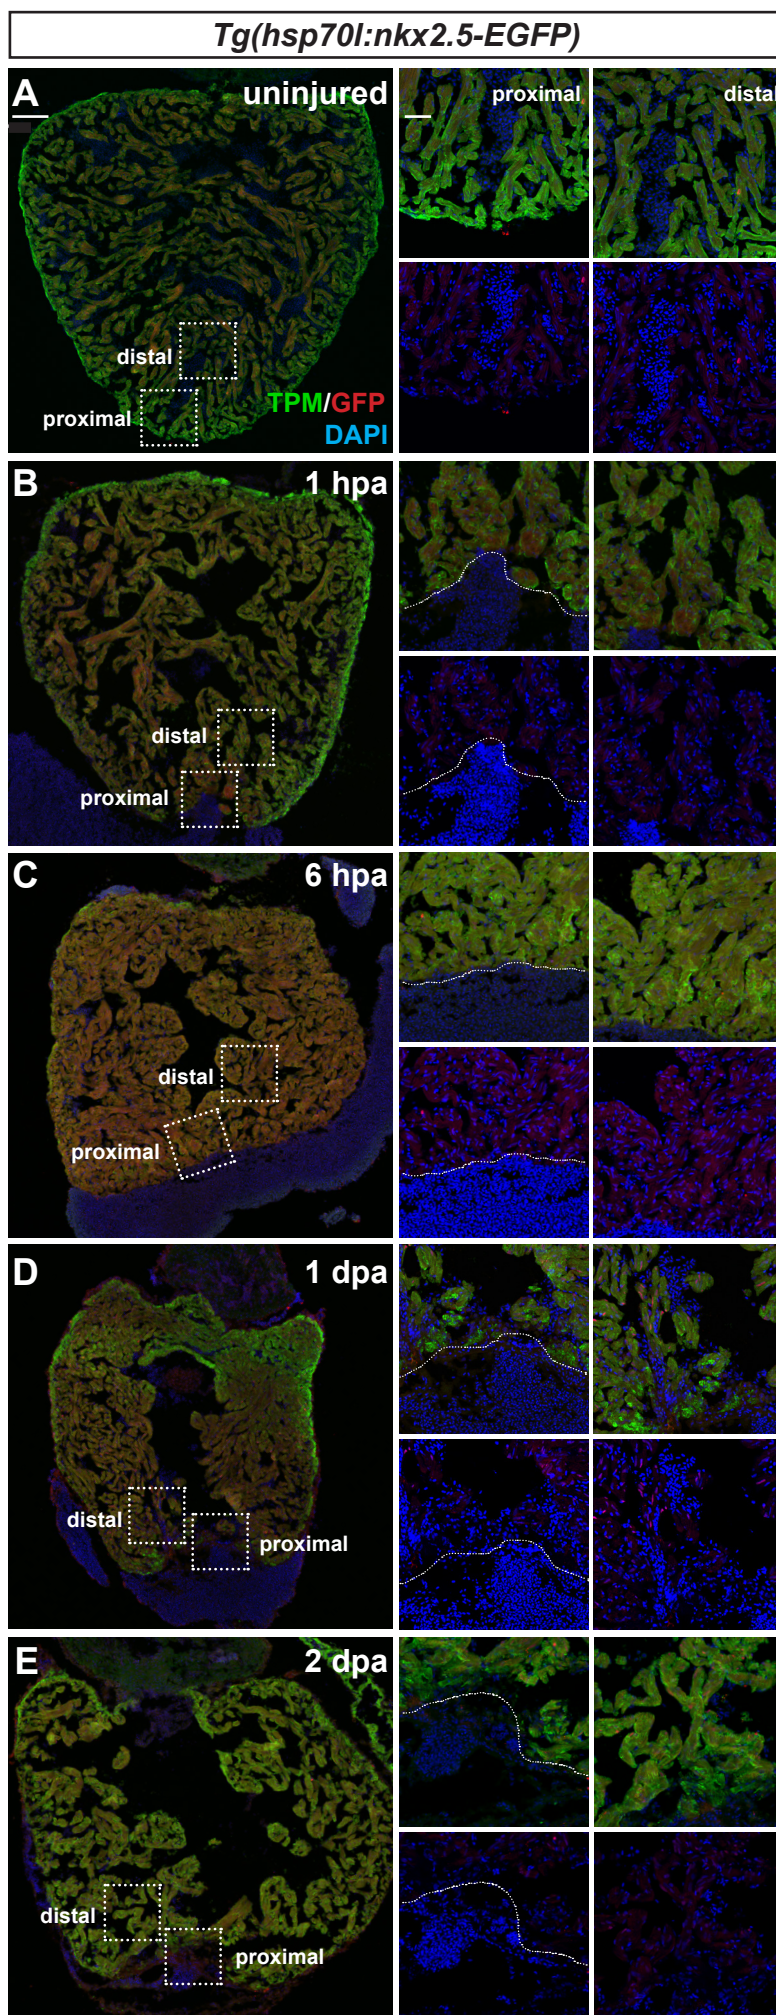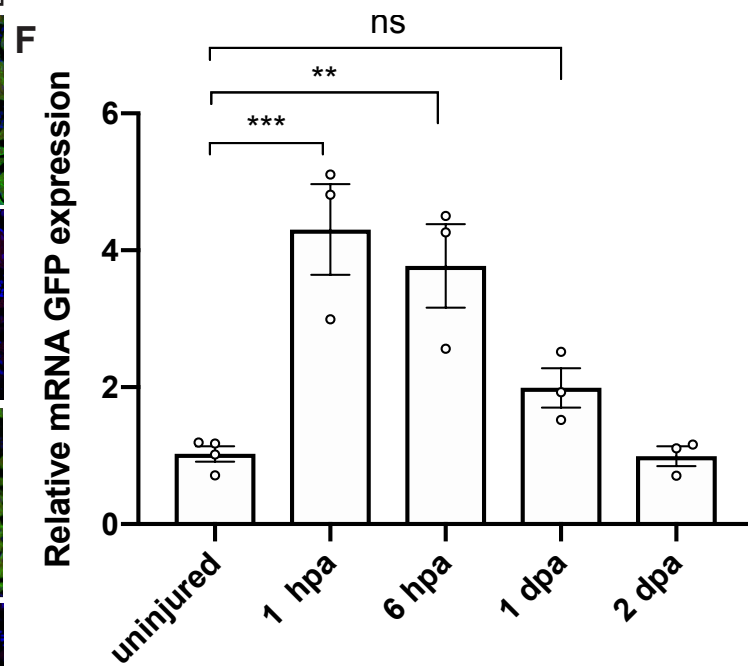

## **Figure S2. Heat shock inducible transgene responds to amputation injury**

**(A-E)** Tropomyosin immunostaining with anti-GFP antibody on sections of uninjured (n = 5) (A) and injured *Tg(hsp70l:nkx2.5-EGFP)* hearts at one hour post amputation (1 hpa) (n = 5) (B), 6 hpa (n = 5) (C), 1 dpa (n = 5) (D), and 2 dpa (n = 5) (E) demonstrates maximal expression of Nkx2.5-EGFP at 6 hpa with diminution of the protein by 2 dpa. Scale bar, 100  $\mu$ m. Higher magnification panels indicate regions outlined in boxes and show proximal and distal Nkx2.5-EGFP expression in comparison to the injury site. Scale bar, 30  $\mu$ m.

**(F)** Relative GFP expression as measured by qPCR comparing the uninjured and injured transgenic wild-type hearts demonstrating peak expression of *Tg(hsp70l:nkx2.5-EGFP)* at 1 hpa and normalization to endogenous levels by 2 dpa. Mean and standard error of each data set are shown. One-way ANOVA was performed, followed by Dunnett's test, to detect adjusted p values (0.0003, 0.0014, 0.2969 and >0.9999) comparing uninjured (n = 4) to 1 hpa (n = 3), 6 hpa (n = 3), 1 dpa (n = 3), and 2 dpa (n = 3), respectively.

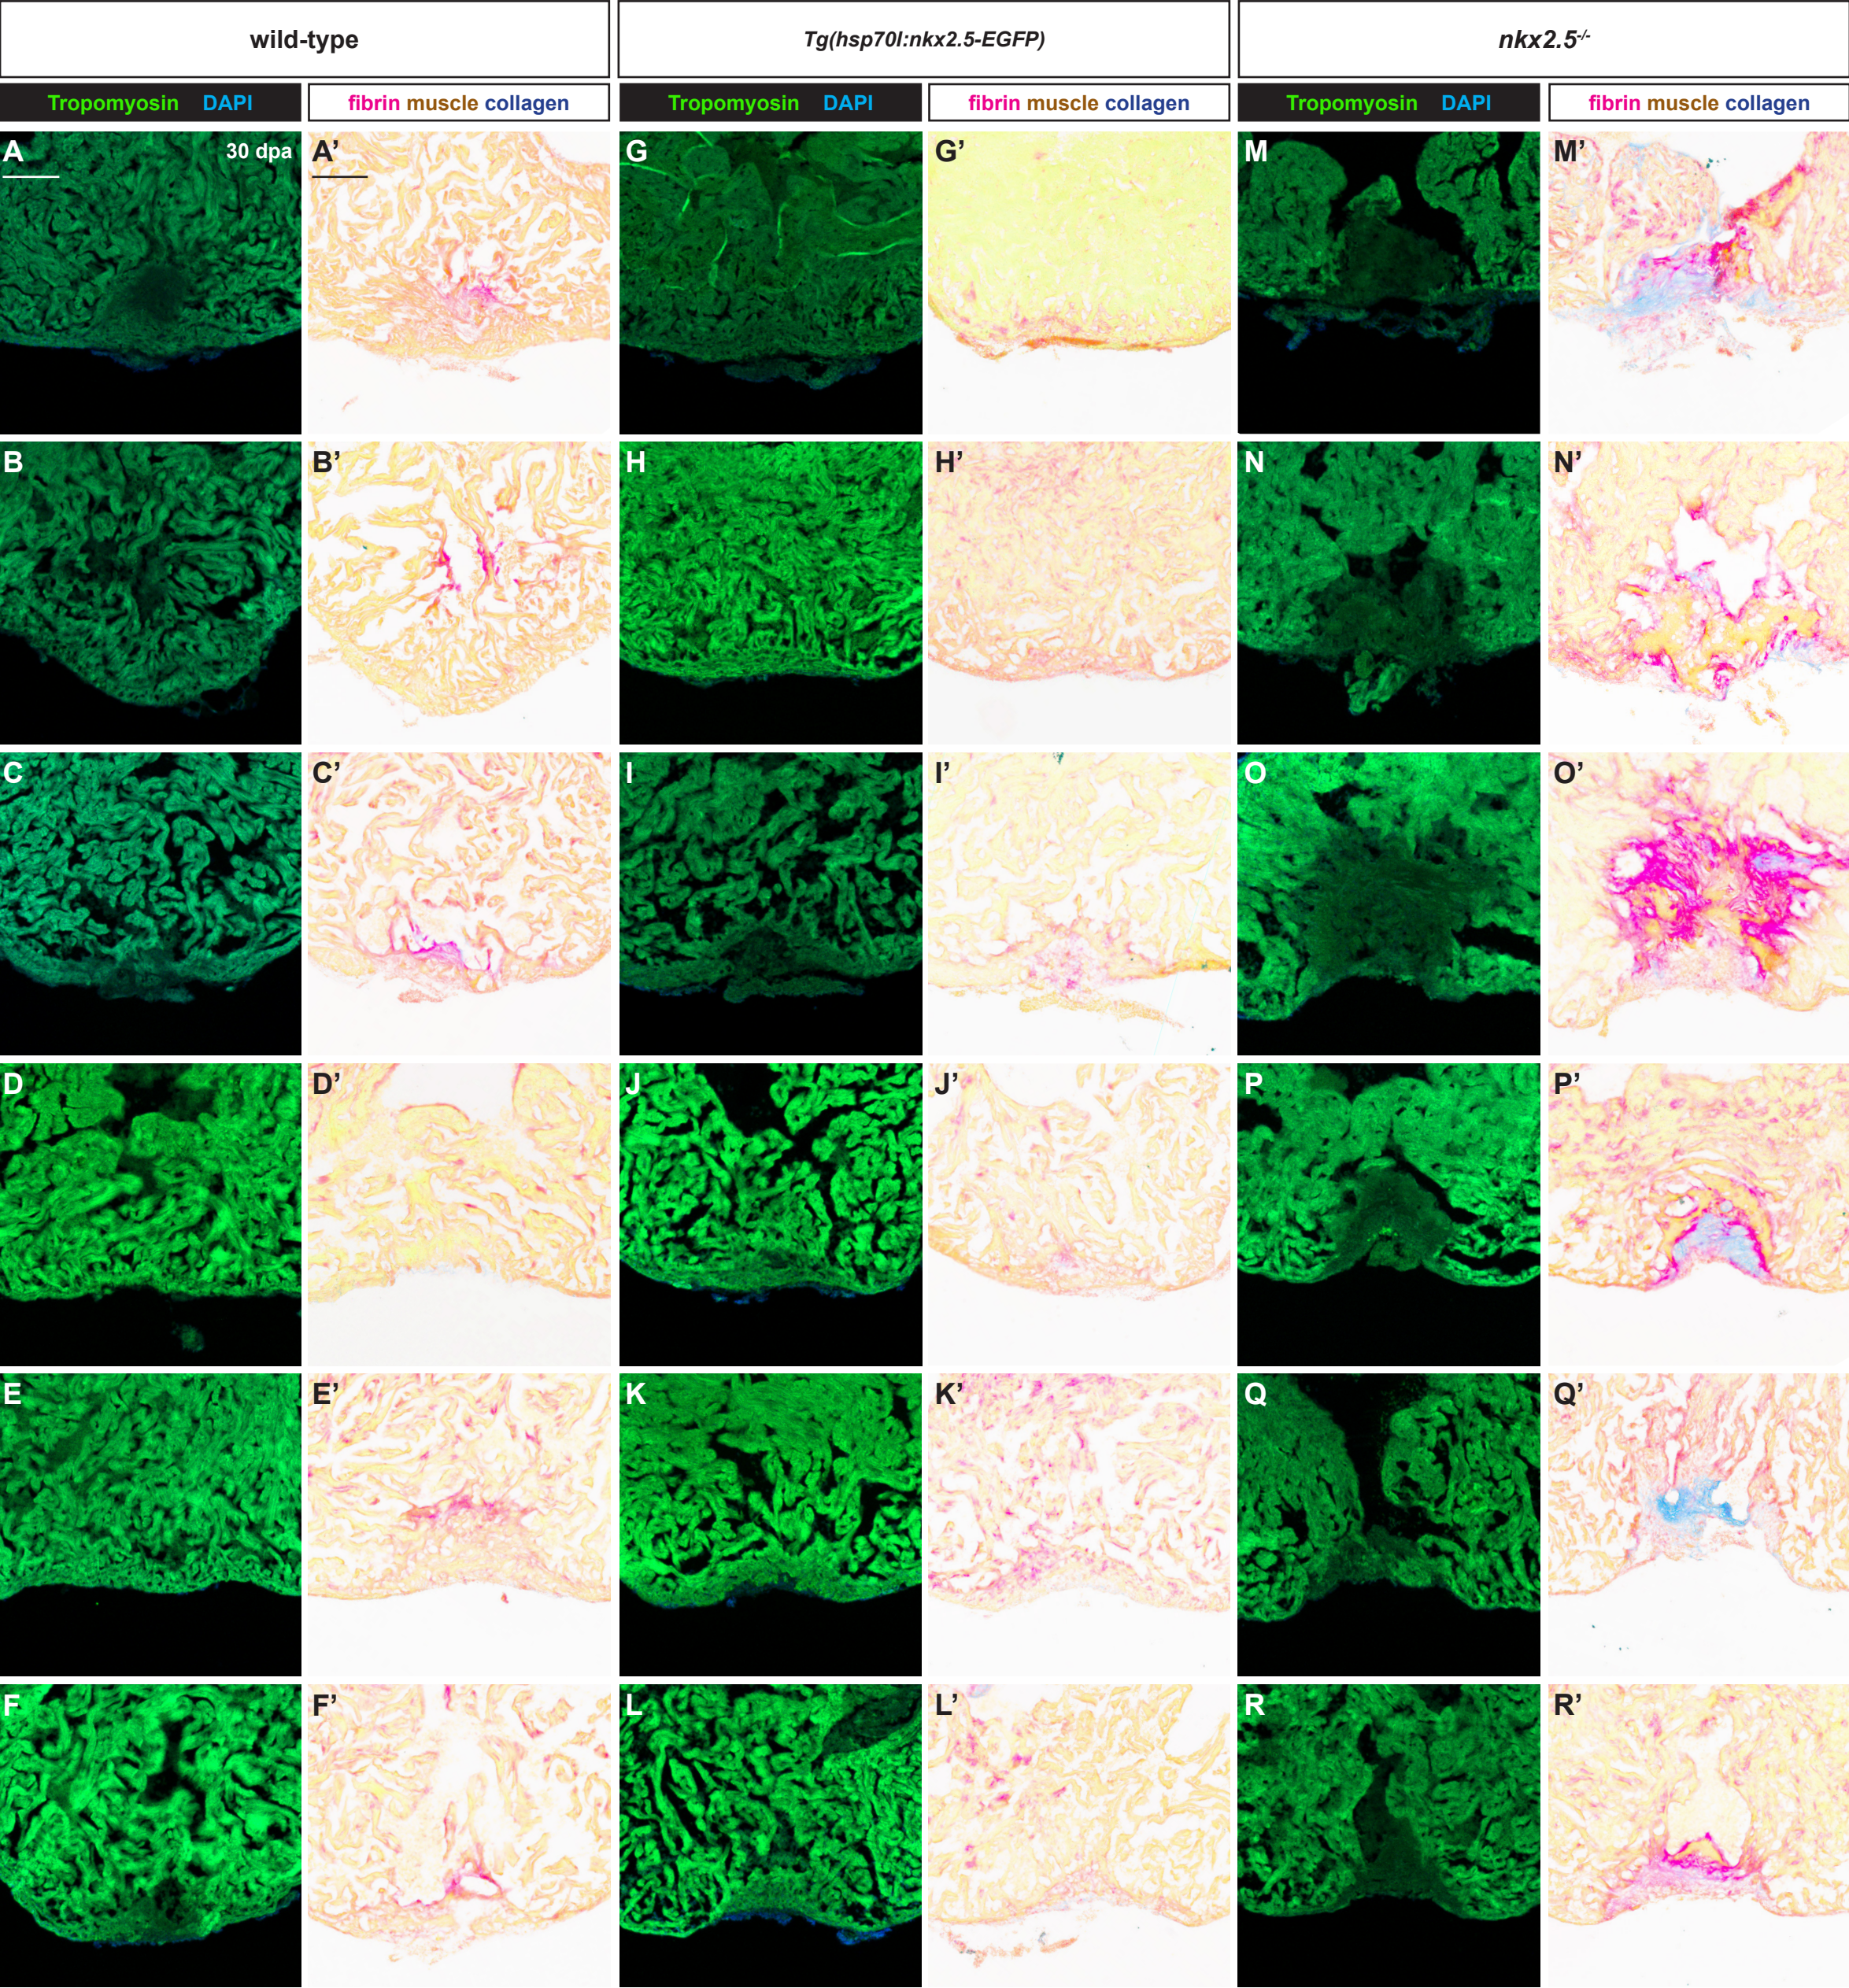

**Figure S3. Nkx2.5 is necessary for repair following myocardial injury**

(**A-R'**) Representative sections from non-transgenic wild-type (n = 6) (A-F'), transgenic wild-type (n = 6) (G-L'), and *nkx2.5*<sup>-/-</sup> (n = 6) (M-R') hearts following Tropomyosin and AFOG staining at 30 dpa. Scale bar, 100  $\mu$ m.

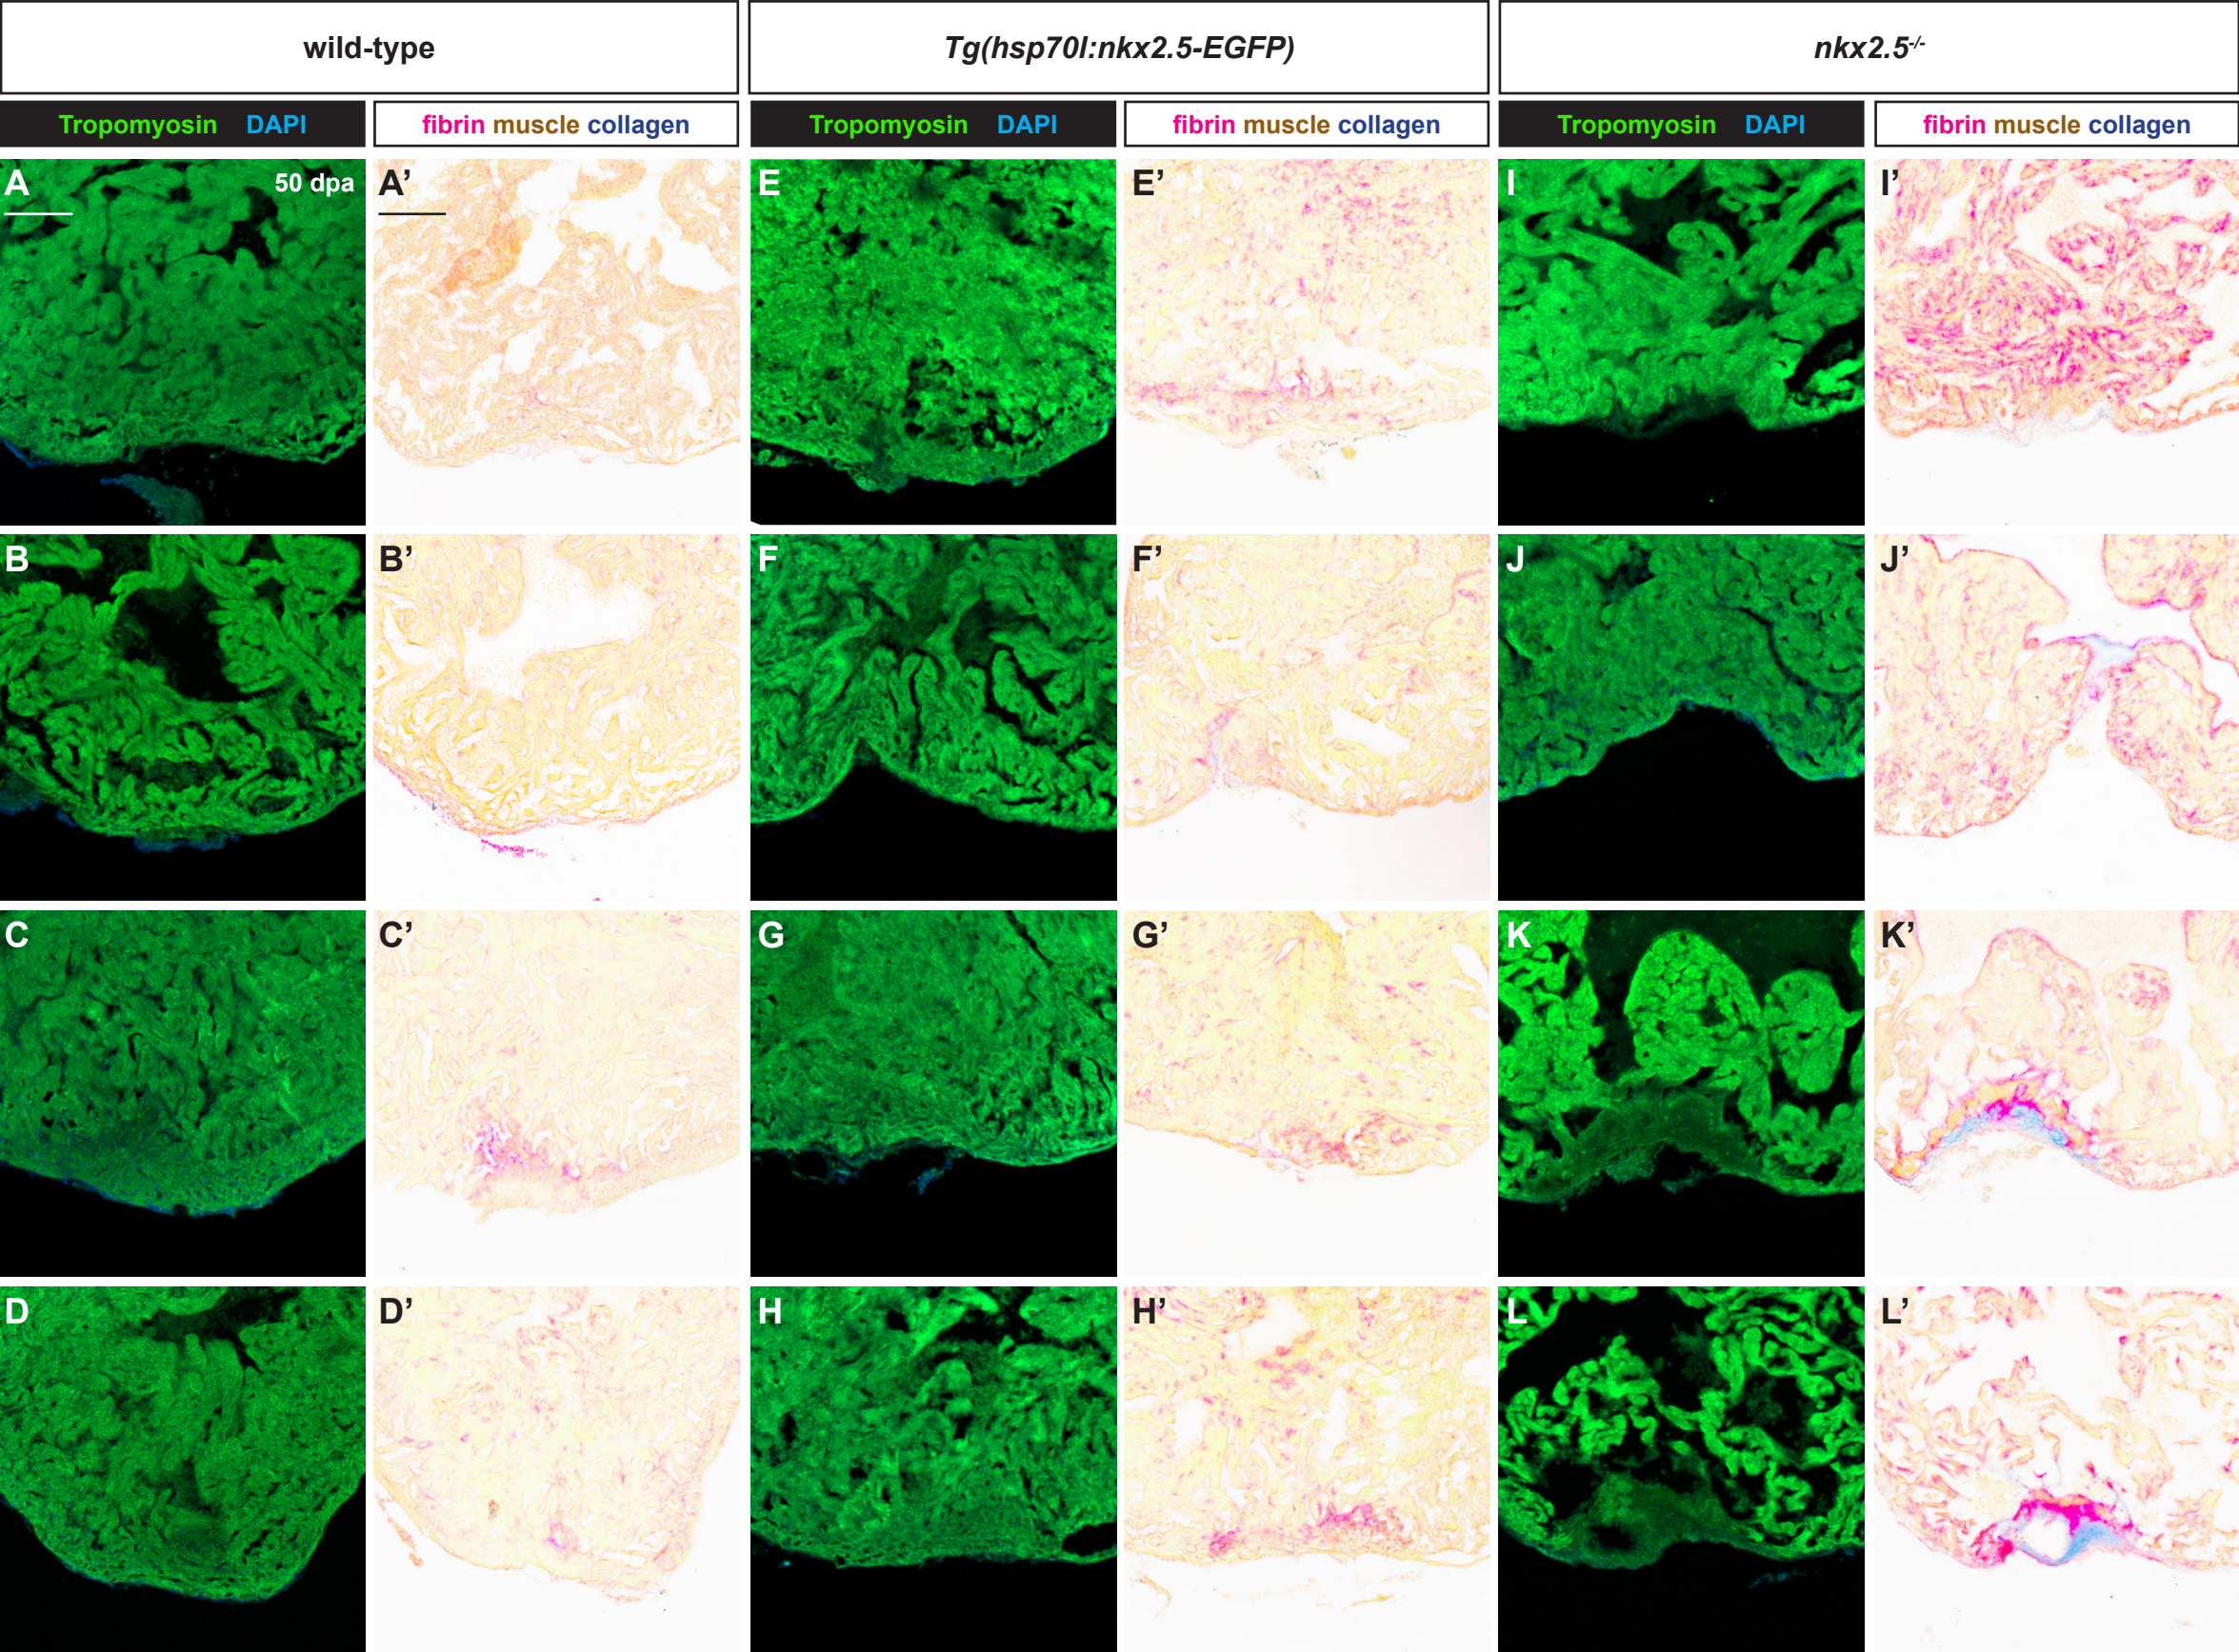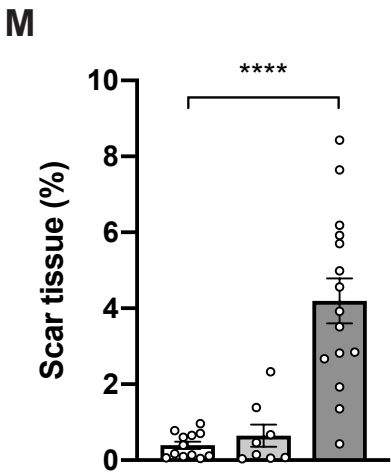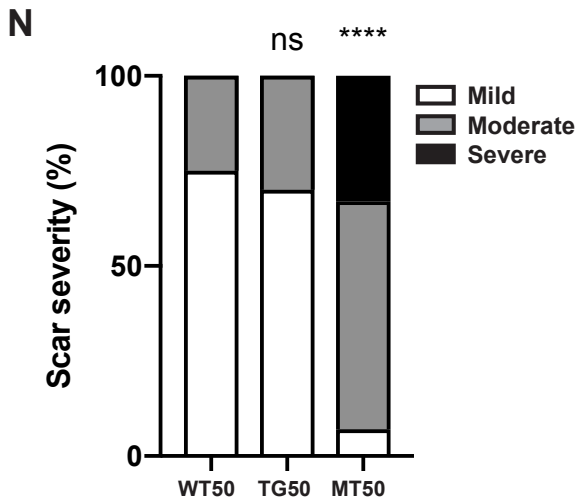

**Figure S4. *nkx2.5*<sup>-/-</sup> fish fail to regenerate after ventricular apex resection**

(A-L') Representative sections from non-transgenic wild-type (n =15) (A-D'), transgenic wild-type (n = 10) (E-H'), and *nkx2.5*<sup>-/-</sup> hearts (n = 15) (I-L') hearts following Tropomyosin and AFOG staining at 50 dpa. Scale bar, 100  $\mu$ m.

(M,N) Quantification of the percentage of scar tissue per ventricle (M) and the degree of scar severity (N) in non-transgenic wild-type (n = 12), transgenic wild-type (n = 9), and *nkx2.5*<sup>-/-</sup> (n = 15) fish illustrates the significantly diminished reparative response in the absence of *nkx2.5* gene function. Mean and standard error of each data set are shown in (M). Unpaired, two-tailed t-tests were applied to show a statistically significant difference between WT50 and MT50 ( $p < 0.0001$ ) and no statistically significant difference between WT50 and TG50 ( $p = 0.4301$ ) in (M). Two-sided Fisher's exact test yields p value of 0.5267 comparing WT50 and TG50 and p value of  $< 0.0001$  comparing WT50 and MT50 in (N).

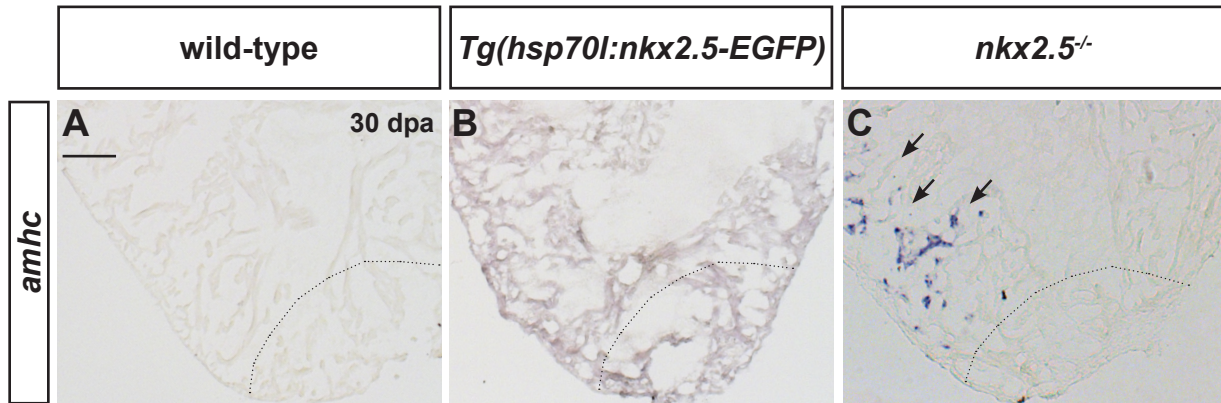

**Figure S5. Chamber-specific identity is maintained in the regenerate in *nkx2.5*<sup>-/-</sup> hearts**

**(A-C)** *In situ* hybridization reveals ectopic *amhc* expression in the ventricular myocardium of the *nkx2.5*<sup>-/-</sup> hearts (n = 6) (C), but not in the non-transgenic wild-type (n = 6) (A) and transgenic wild-type (n = 6) (B) hearts. Yet, ectopic *amhc* expression is excluded from the regenerate at 30 dpa (C). Dashed lines represent amputation planes. Scale bar, 100 μm.

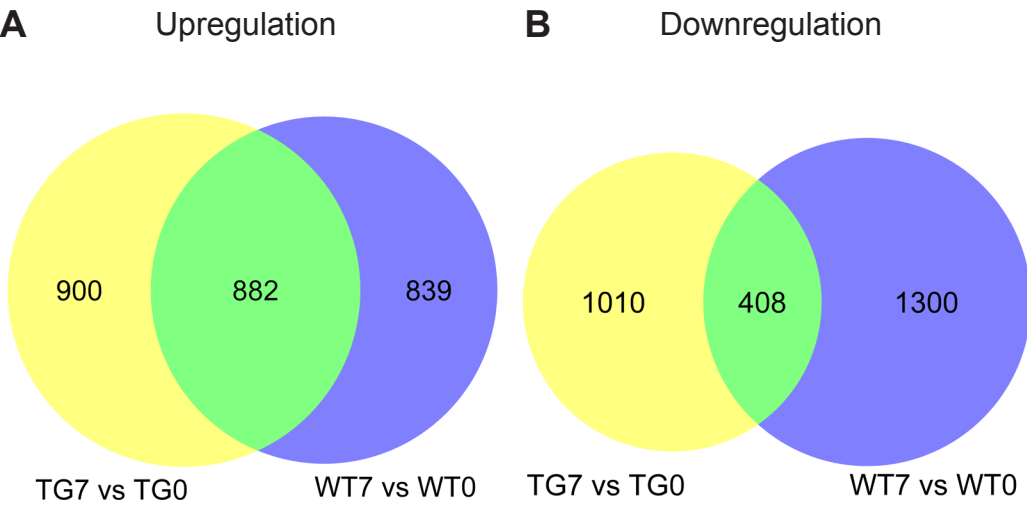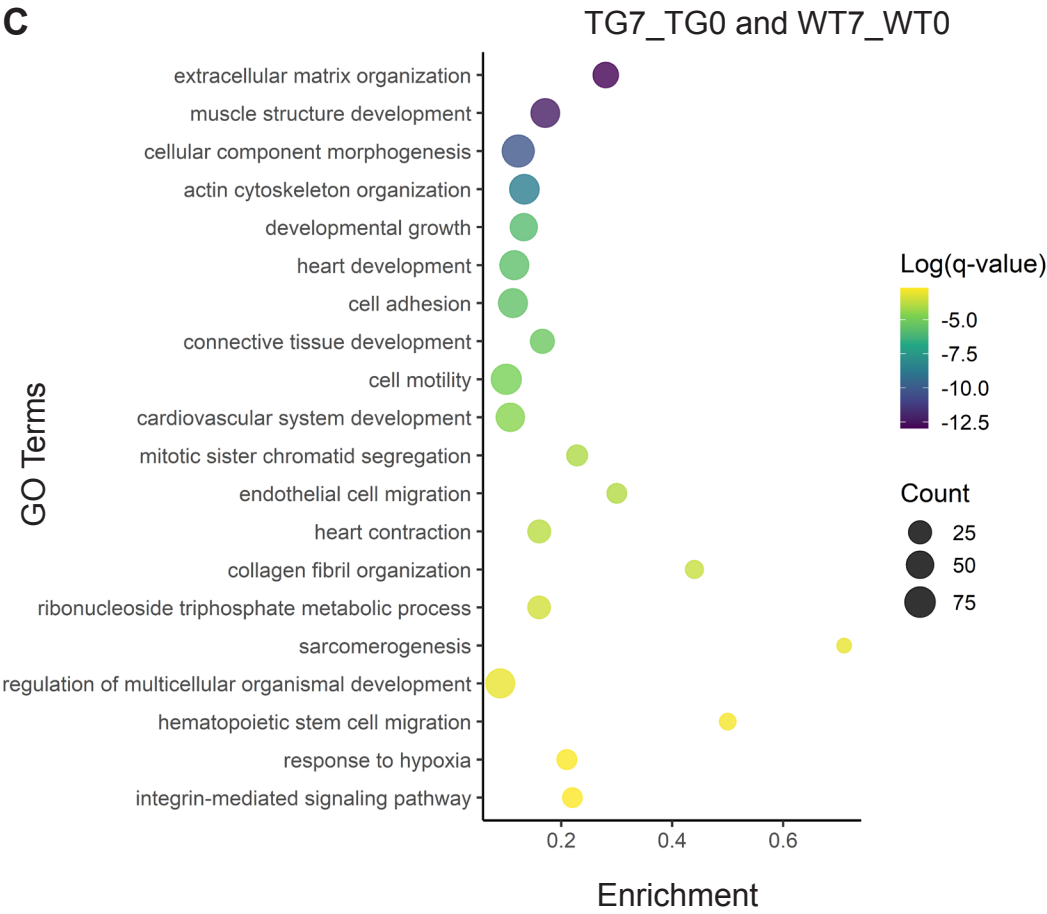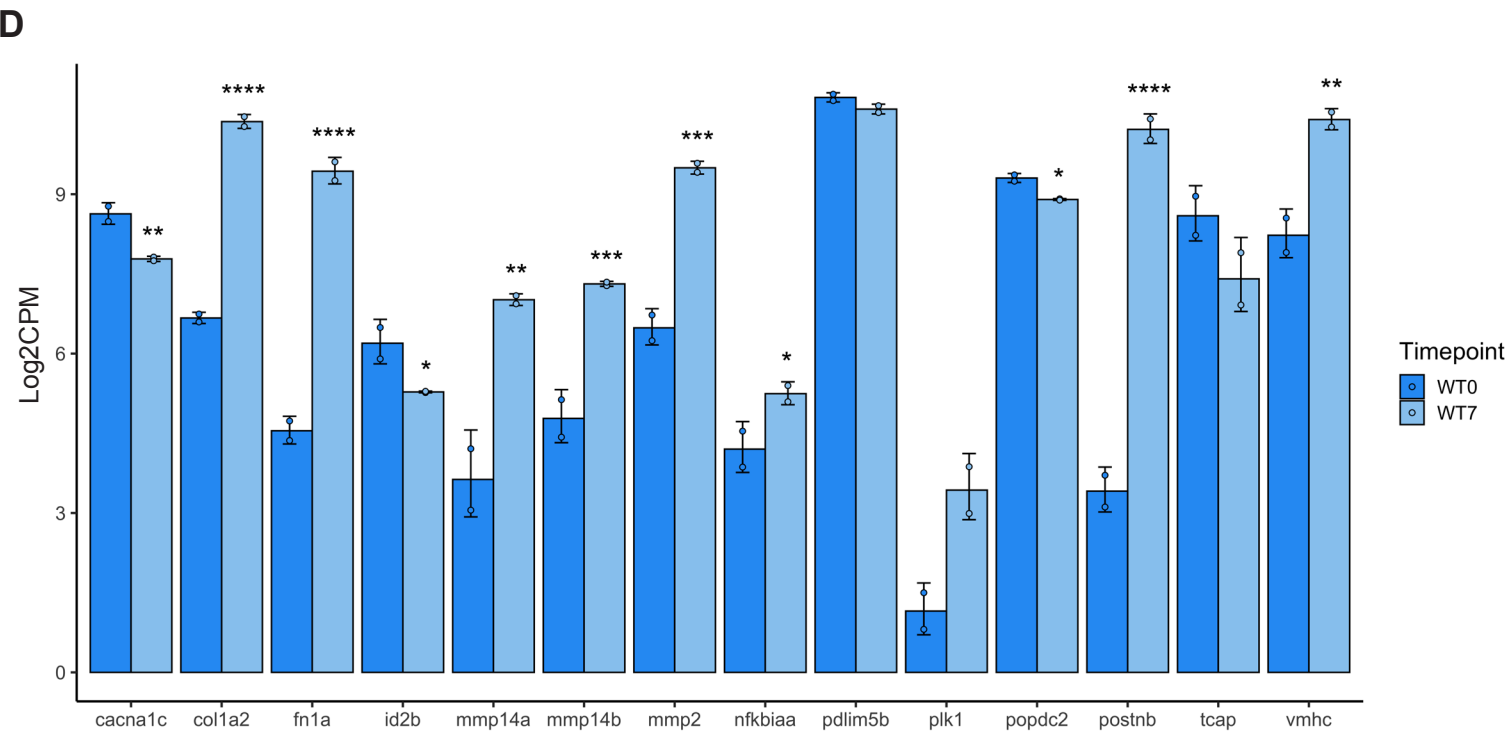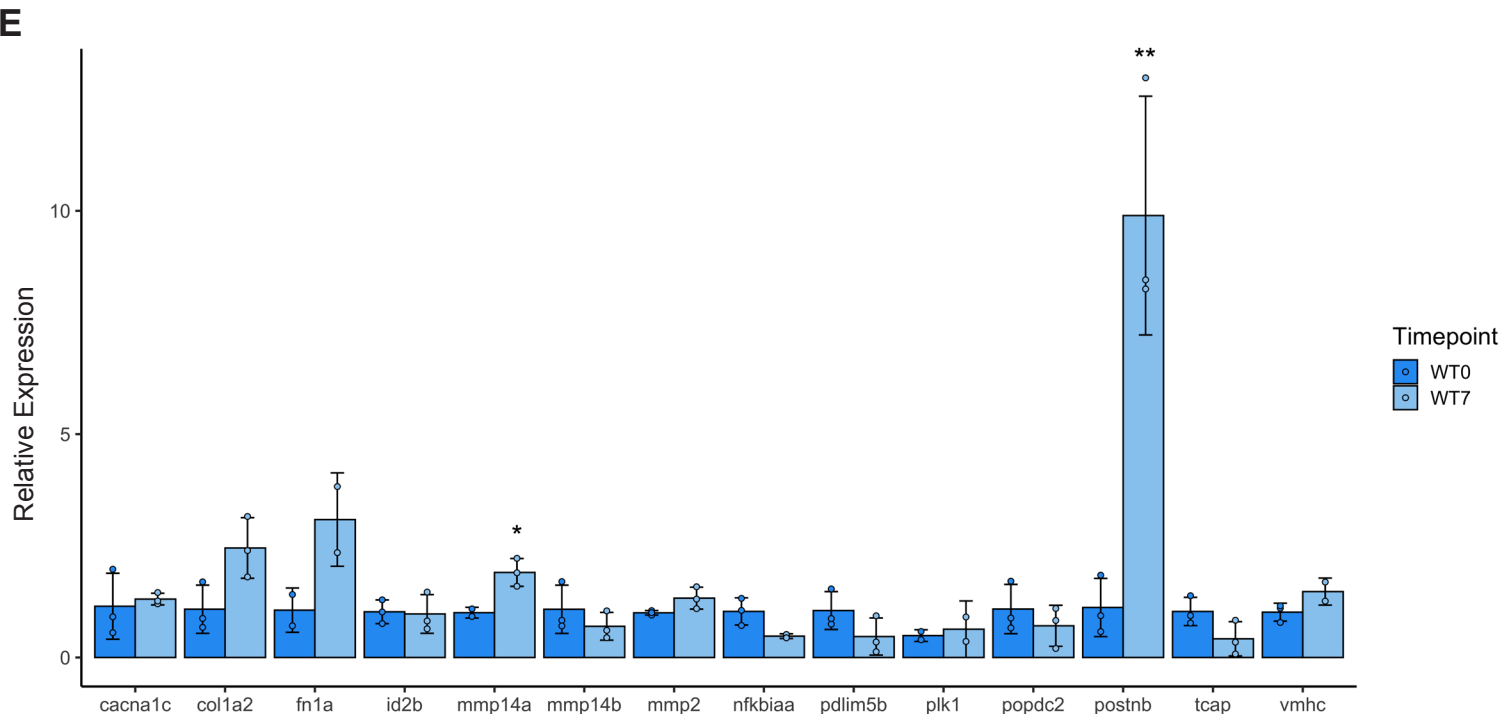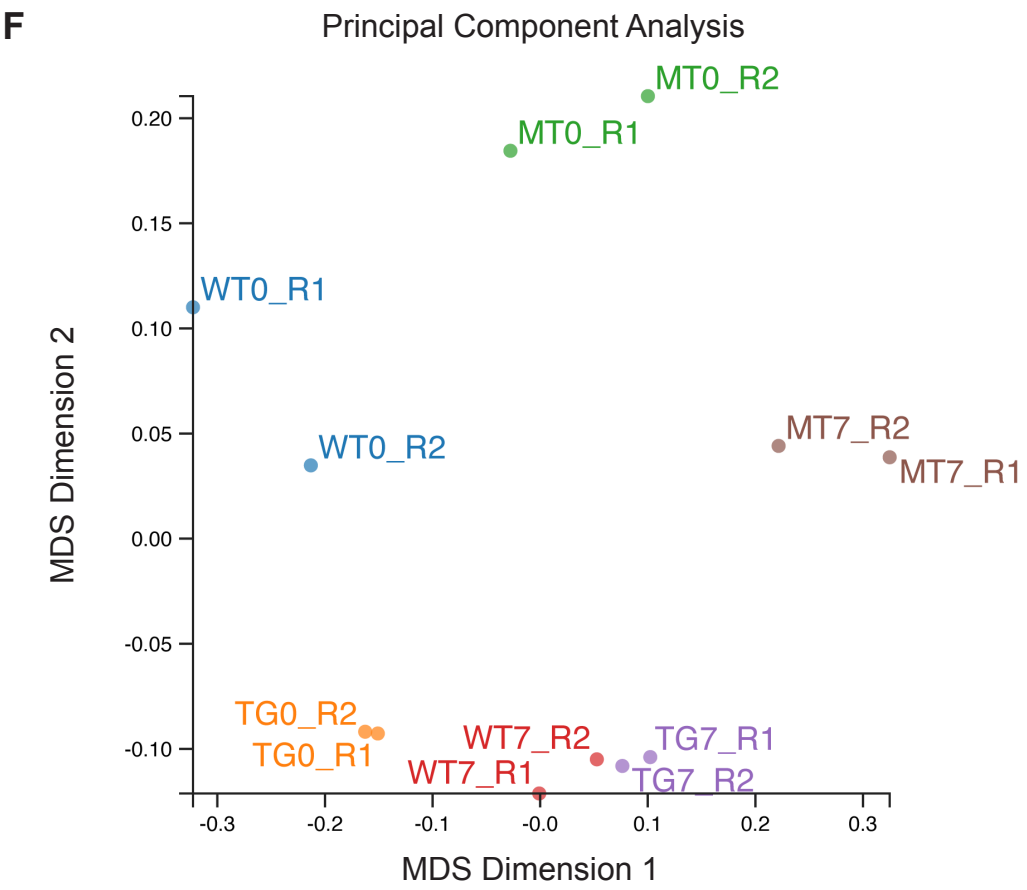

**Figure S6. Regenerative transcriptional profile is appropriately recruited in wild-type and *Tg(hsp70l:nkx2.5-EGFP)* fish**

(A,B) Venn diagrams of DEGs (FC > 0.5; FDR < 0.05) overlapping between TG7 vs TG0 and WT7 vs WT0 comparisons. The 882 upregulated genes are represented in (A) and the 408 downregulated genes are represented in (B); both sets in green.

(C) GO analysis of the shared DEGs (green in A and B) are depicted; highly enriched categories such as extracellular matrix organization, actin cytoskeleton organization, and mitotic sister chromatid segregation suggest activation of normal regenerative mechanisms. Color and size of circles correspond to log (q-value) and enrichment, respectively.

(D) Log2 transformed RNA-seq mean counts per million (log2CPM) ( $\pm$  SD) of vital regenerative genes in WT7 vs WT0. Adjusted p values are obtained using Voom/Limma and demonstrate statistical difference for *cacna1c* (FDR = 0.0086), *col1a2* (FDR = 2.35E-06), *fn1a* (FDR = 1.14E-05), *id2b* (FDR = 0.0105), *mmp14a* (FDR = 0.0012), *mmp14b* (FDR = 0.0002), *mmp2* (FDR = 0.0004), *nfkbiaa* (FDR = 0.0171), *popdc2* (FDR = 0.0305), *postnb* (FDR = 2.89E-06) and *vmhc* (FDR = 0.0016) and no difference for *pdlim5b* (FDR = 0.1674), *plk1* (FDR = 0.1180), and *tcap* (FDR = 0.1068).

(E) Mean relative gene expression ( $\pm$  SD) of qPCR validated genes in WT7 vs WT0. Unpaired, two-tailed t-tests reveal statistically significant difference for *mmp14a* (p = 0.0334) and *postnb* (p = 0.0052) and no difference for *cacna1c* (p =

0.7311), *col1a2* (p = 0.0520), *fn1a* (p = 0.1315), *id2b* (p = 0.8762), *mmp14b* (p = 0.3492), *mmp2* (p = 0.0859), *nfkb1aa* (p = 0.0941), *pdlim5b* (p = 0.1646), *plk1* (p = 0.8481), *popdc2* (p = 0.4162), *tcap* (p = 0.0999), and *vmhc* (p = 0.1259).

**(F)** PCA plot shows clustering of RNA-seq samples with duplicates for each condition.

**A Set A - WT7 vs WT0**

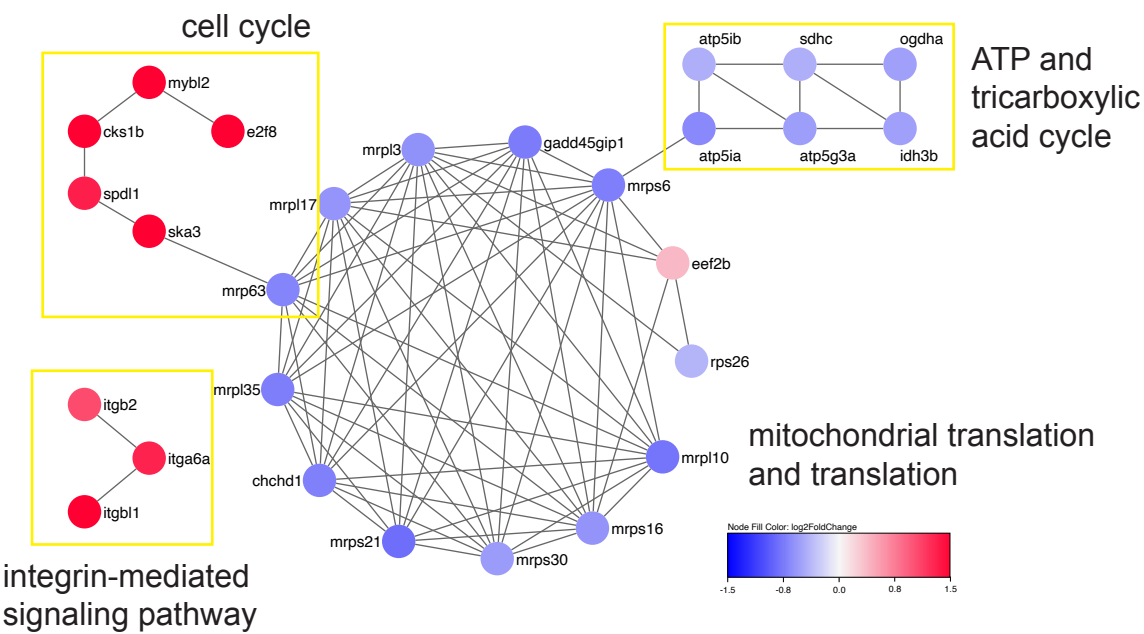

**B Set A - TG7 vs TG0**

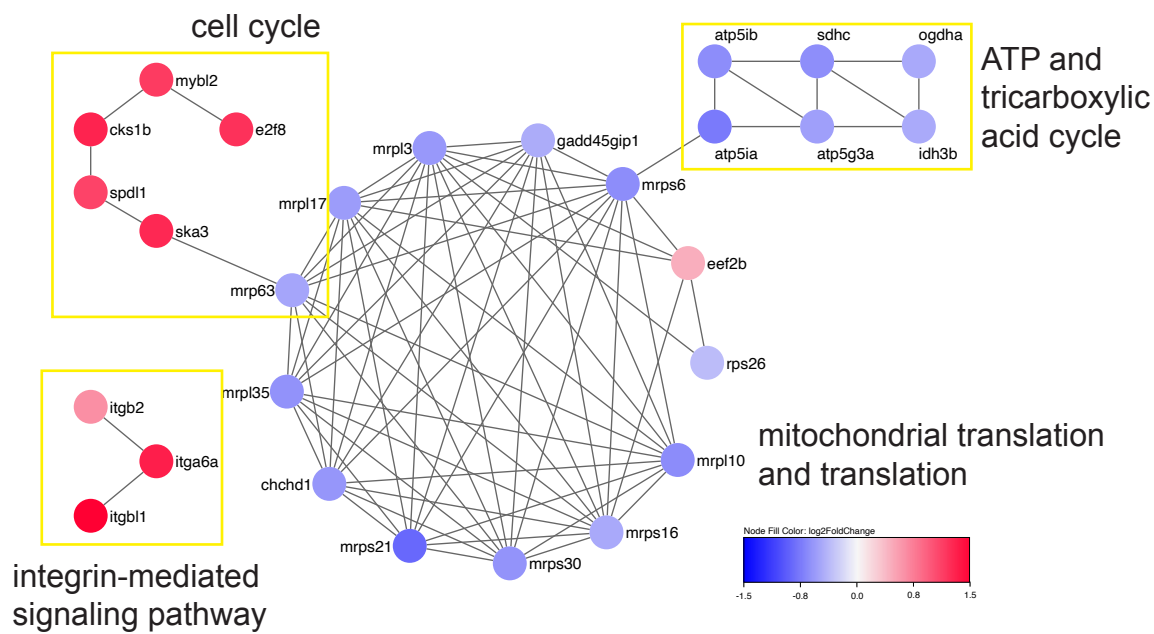

**C Set A - Network Other Comparisons**

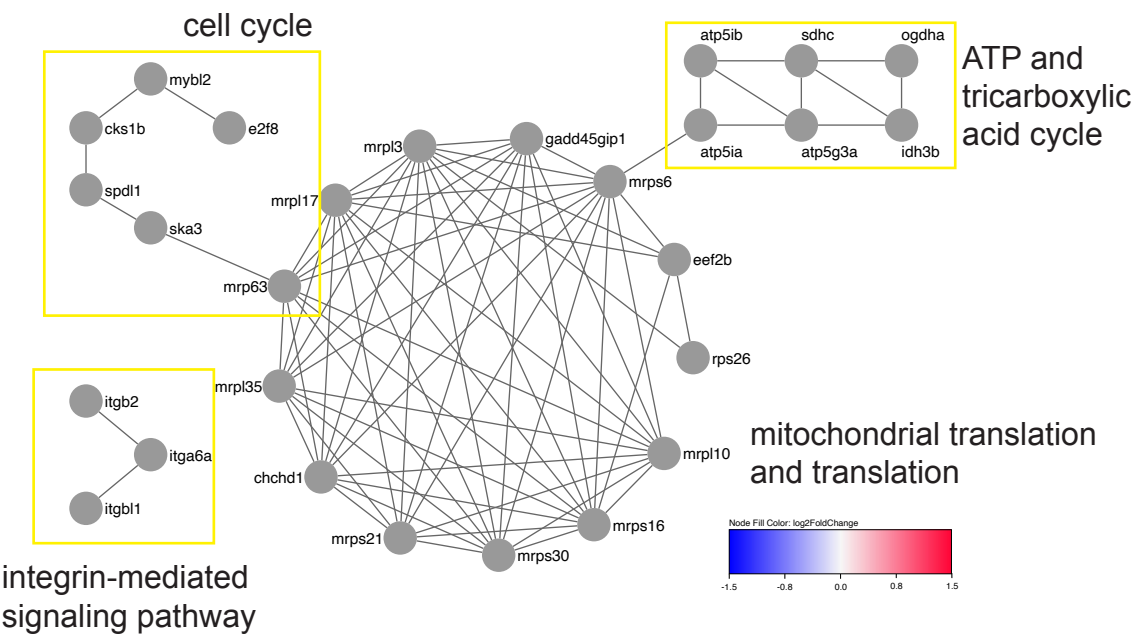

**Figure S7. Critical regenerative GRNs fail to be activated in *nkx2.5*<sup>-/-</sup> following injury**

Network analyses of genes associated with significantly enriched GO terms from set A in Fig. 5A. Each comparison included and those comparisons that are excluded in the turquoise column of the UpSet Plot are depicted, emphasizing genes that are deployed in wild-type hearts following amputation but are not recruited in the absence of *nkx2.5* gene function. Red is upregulated and blue is downregulated, as shown in the keys.

## A Set B - MT7 vs MT0

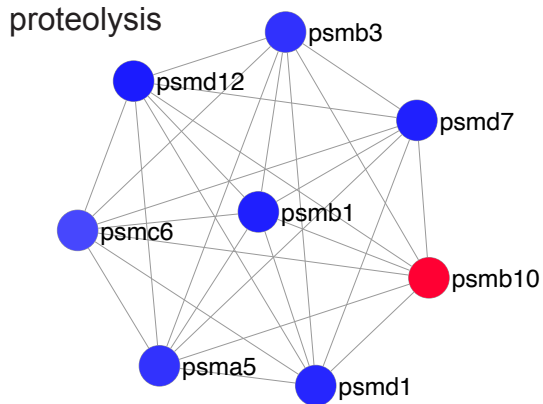

## B Set B - Network Other Comparisons

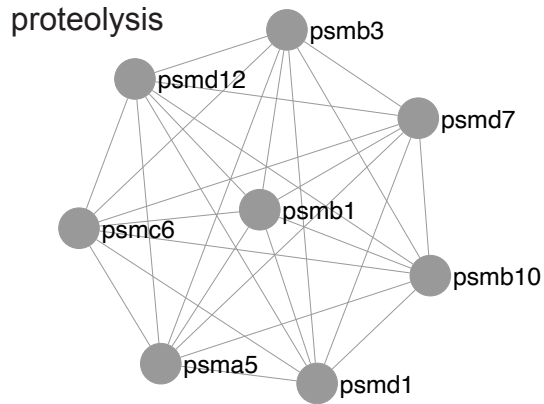

**Figure S8. Proteolysis is uniquely suppressed in the injured *nkx2.5*<sup>-/-</sup> heart**

Network analysis of genes associated with significantly enriched GO terms from set B (magenta column) in Fig. 5A accentuates downregulation of several, closely linked members of the *psmd* gene family, proteasome 26S subunit, non-ATPase in *nkx2.5*<sup>-/-</sup> fish specifically. Red is upregulated and blue is downregulated, as shown in the keys.

## A Set C - WT7 vs WT0

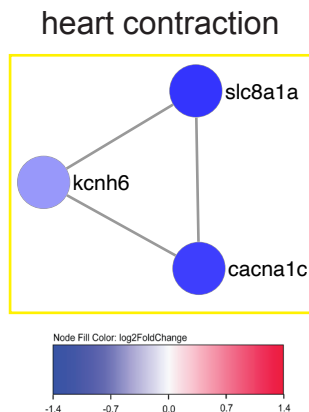

immune response

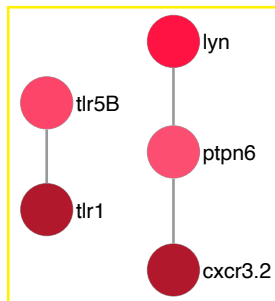

## B Set C - TG7 vs TG0

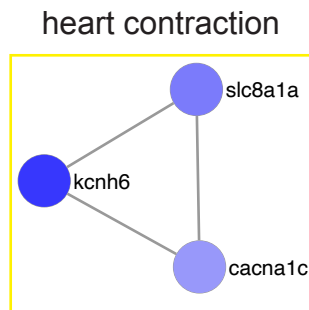

immune response

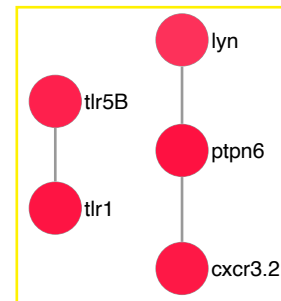

## C Set C - MT7 vs MT0

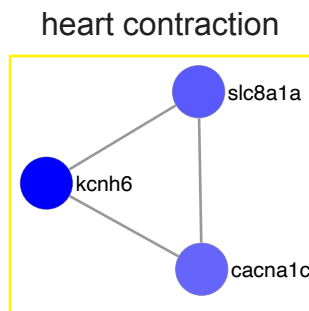

immune response

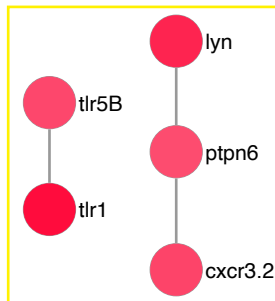

## D Set C - Network Other Comparisons

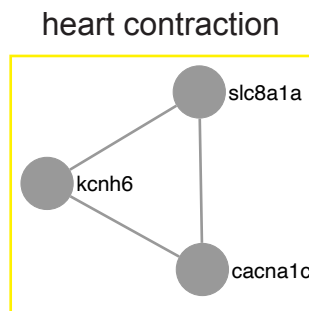

immune response

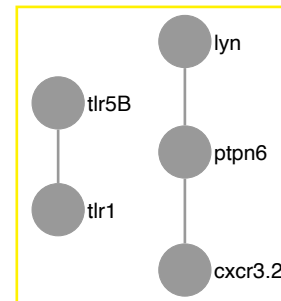

**Figure S9. Heart contraction and immune response GRNs are appropriately engaged in the *nkx2.5* loss-of-function model**

Set C (black column) in Fig. 5A embodies all DEGs that are enlisted in the *nkx2.5*<sup>-/-</sup> fish, consistent with wild-type regenerative mechanisms. Red is upregulated and blue is downregulated, as shown in the keys.

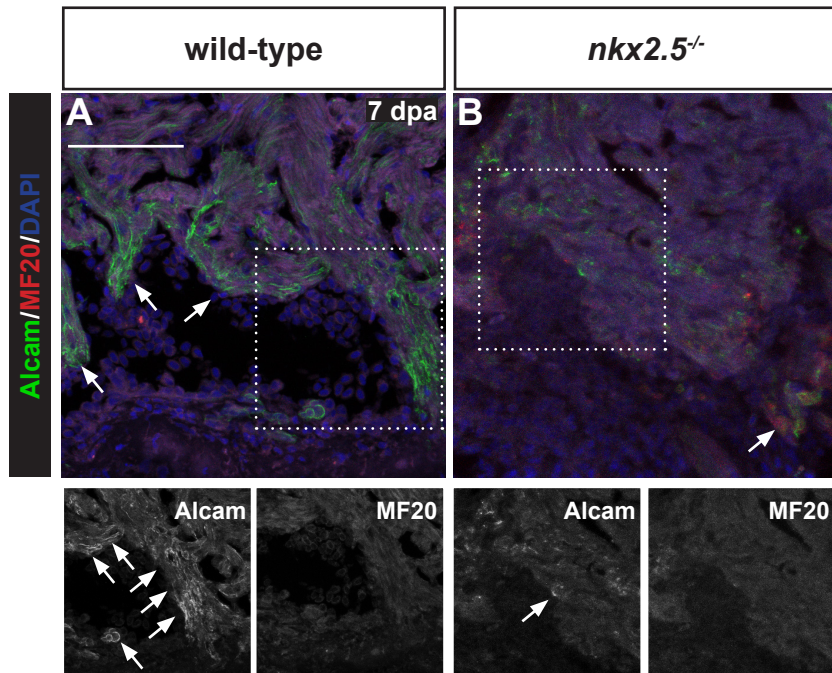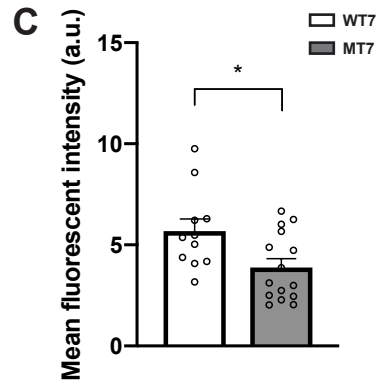

**Figure S10. Dedifferentiation is diminished in Nkx2.5 loss-of-function model**

(A,B) Ventricular sections of non-transgenic wild-type ( $n = 3$ ) (A) and *nkx2.5*<sup>-/-</sup> ( $n = 4$ ) (B) were subjected to immunofluorescence with antibodies directed against Alcam and MF20 immunostaining. Insets represent single channel images of wound border delineated in the boxes. Scale bar, 50  $\mu\text{m}$ .

(C) Quantification of integrated signal density of the Alcam stain is depicted. Mean and standard error of each data set are shown with an unpaired, two-tailed t-test illuminating a statistically significant difference between WT7 ( $n = 11$ ) and MT7 ( $n = 15$ ) ( $p = 0.0207$ ).

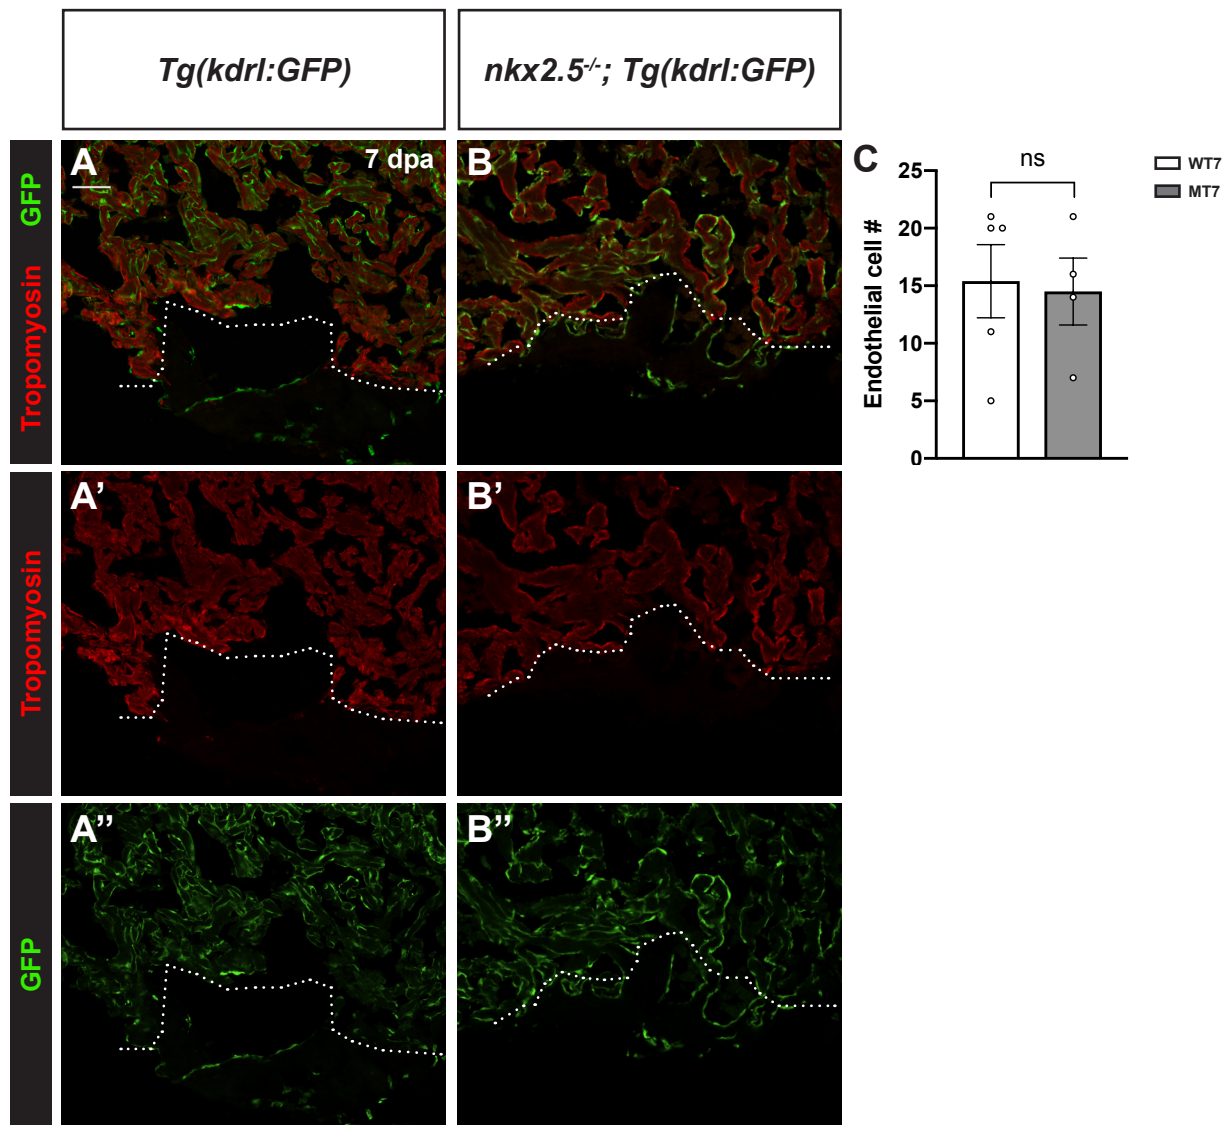

**Figure S11. Angiogenesis is normal in resected *nkx2.5*<sup>-/-</sup> ventricles**

(A-B'') Tropomyosin immunostaining on sections of injured *Tg(kdrl:GFP)* (n = 5) (A-A'') and *nkx2.5*<sup>-/-</sup>; *Tg(hsp70l:nkx2.5-EGFP)*; *Tg(kdrl:GFP)* (n = 4) (B-B'') hearts at 7 dpa showing normal endothelial tubes in the wound area. Scale bar, 50 μm.

(C) Quantification of endothelial cell number in *Tg(kdrl:GFP)* and *nkx2.5*<sup>-/-</sup>; *Tg(hsp70l:nkx2.5-EGFP)*; *Tg(kdrl:GFP)* fish reveals normal angiogenesis. Mean and standard error of each data set are shown with an unpaired, two-tailed t-test demonstrating no statistically significant difference (p = 0.8440) between WT7 (n = 5) and MT7 (n = 4).

| Name                    | Sequence              |
|-------------------------|-----------------------|
| <i>cacna1c</i> -forward | TCCGCTGCCAGTGAAATACT  |
| <i>cacna1c</i> -reverse | TCCACGTCCACTCTCTGACA  |
| <i>col1a2</i> -forward  | AACAGCCGCTTCACTTTTCAG |
| <i>col1a2</i> -reverse  | CAATGTCCAAAGGTGCAATG  |
| <i>fn1a</i> -forward    | GAGCCTTTACCCCTTACAGC  |
| <i>fn1a</i> -reverse    | CCAGCCTCCTCATAGGTCAC  |
| GFP-forward             | CGACCACTACCAGCAGAACA  |
| GFP-reverse             | GAACTCCAGCAGGACCATGT  |
| <i>id2b</i> -forward    | GGACAGAGCCCTCCAAAAA   |
| <i>id2b</i> -reverse    | CGAGACAGGGCTATGAGGTC  |
| <i>mmp2</i> -forward    | AGCATGGGTCTTCCTTCAGA  |
| <i>mmp2</i> -reverse    | TCTAGGTCATCGGGAACAGC  |
| <i>mmp14a</i> -forward  | GCCATGCAGAAATTCTACGG  |
| <i>mmp14a</i> -reverse  | TTTATCAGGAACGCCACATCT |
| <i>mmp14b</i> -forward  | TCCGAAGTGAAGAGCAACCT  |
| <i>mmp14b</i> -reverse  | CGTAACGCTTTCCCACACTT  |
| <i>nfkbiaa</i> -forward | CCATGGTGGAGAGTCTGGTC  |
| <i>nfkbiaa</i> -reverse | CTGTGTATCCGCCGTAGGTT  |
| <i>pdlim5b</i> -forward | GAACGCATGTGAGGTTGCTA  |
| <i>pdlim5b</i> -reverse | ACATGGTTCACCTCCGTCTC  |
| <i>plk1</i> -forward    | CGGTGATAGCCTGCAGTACA  |
| <i>plk1</i> -reverse    | TAAGGCAATCGGGTCAGTTC  |
| <i>popdc2</i> -forward  | TTGATCCGGCACCATCTAAT  |
| <i>popdc2</i> -reverse  | ATCGAGGTGGAAAACGTCCT  |
| <i>postnb</i> -forward  | CAGAGTCCAGCATGTTCCAA  |
| <i>postnb</i> -reverse  | TCGGTAGGAGCGAAAAGTGT  |
| <i>tcap</i> -forward    | GAGAGTTACACCGCTGACTGG |
| <i>tcap</i> -reverse    | CTGATGGAGAGGACGCACCT  |
| <i>vmhc</i> -forward    | AGGGAGGAAAGAGCATCCAT  |
| <i>vmhc</i> -reverse    | CTGGGCTCGCAGAATCTTAC  |

**Supplemental Table 1. Primer sequences employed for quantitative PCR**

# Supplementary material for: Activation of Nkx2.5 transcriptional program is required for adult myocardial repair
**Source:** Nat Commun. 2022 May 27;13:2970. doi: 10.1038/s41467-022-30468-4
**Supplement:** Supplementary file 3 — Reporting Summary

Last updated by author(s): Feb 9, 2022

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No data collection software packages were used in this study.

Data analysis Images for AFOG, ISH, and RNAscope were acquired with a Zeiss Axio Imager.D2m and a Hamamatsu Nanoscope SQ. Following immunostaining protocols, confocal imaging was performed with a Nikon Ti Eclipse inverted confocal microscope and a Zeiss LSM 880 with z-stacks analyzed using ImageJ (version 1.53k, NIH).

Reads were aligned to the GRCz10-91 ([https://www.ncbi.nlm.nih.gov/assembly/GCF\\_000002035.5/](https://www.ncbi.nlm.nih.gov/assembly/GCF_000002035.5/)) zebrafish reference genome using STAR (version 2.5.2) (Dobin et al., 2013) and were quantified using featureCounts (version 1.5.0-p3) (Liao et al., 2014). Differential gene expression between conditions was performed using DESeq2 (version 3.14) (Anders and Huber, 2012). Statistically significant differentially expressed genes (DEGs) were retrieved by filtering for genes with absolute log2 fold-change (FC) > 0.5 and false discovery rate (FDR) < 0.5 in R (version 3.6.0).

Venn overlaps of DEGs were generated with the VennDiagram package (version 1.7.1) (Chen and Boutros, 2011). Hierarchical clustering was performed using the `gplots::heatmap.2()` function which employs Euclidean distance measures with the average linkage method (version 3.1.1) (Warnes, 2020). The UpSet plot was generated with the UpSetR package (version 1.4.0) (Conway et al., 2017). Functional enrichment was performed using Metascape 3.5 (Zhou et al., 2019) and validated by orthogonal approaches using DAVID (version 6.8) (Huang da et al., 2009) and Panther (version 14.1) (Mi et al., 2019), employing default parameters. Gene Ontology (GO) plots were created using the ggplot2 package (version 3.3.2).

Overlap with DamID targets of Nkx2-5 in mouse HL-1 cells (GSE44902) (Ramialison et al., 2017) was performed by first retrieving the zebrafish orthologues of the Ensembl IDs of the mouse DamID targets using BioMart (release 100) (Cunningham et al., 2019). Then, the intersection of the Ensembl IDs for the zebrafish DamID targets and zebrafish DEGs were obtained with BioVenn (version 1.1.3) (Hulsen et al., 2008). Network reconstructions were performed by retrieving protein-protein interacting relationships using STRING (version 11.0, default

parameters, <https://string-db.org>) and visualized with Cytoscape (version 3.8.0) (Shannon et al., 2003). For networks associated with GO terms, interactions only between genes associated with specified GO terms were examined. However, the networks highlighting DamID candidates as hubs (Fig. 6) were reconstructed based on an overlap of all targets and sets A and B (Fig. 5). The first neighbors of the DamID targets and modules with more than seven nodes were included for analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Previously published datasets employed in this manuscript include the zebrafish reference genome GRCz10-91 ([https://www.ncbi.nlm.nih.gov/assembly/GCF\\_000002035.5/](https://www.ncbi.nlm.nih.gov/assembly/GCF_000002035.5/)) and Nkx2-5 DamID targets (GSE44902). The RNA sequencing data newly reported in this paper is available under accession number GSE164966 at the Gene Expression Omnibus. Source data are provided with this paper. All other relevant data may be requested from the corresponding author.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We did not use statistical methods to determine sample size. The sample size follows common standards employing three or more biological replicates, consistent with similar publications in the field. Sample size is reported in the legends for all figures. |
| Data exclusions | Data was excluded from evaluation if there was evidence that the ventricular resection technique was not adequately performed.                                                                                                                                  |
| Replication     | We verified reproducibility of our studies by increasing the sample size whenever feasible. Furthermore, for quantitative measurements, two operators performed each analyses and their data was compared to demonstrate the ability to replicate our findings. |
| Randomization   | Randomization was not applicable to this study. However, wild type and mutant fish were collected randomly for experiments with knowledge only of the presence or absence of the specific transgenes.                                                           |
| Blinding        | For qualitative and quantitative measurements, both operators were blinded to the genotypes of each sample to ensure an unbiased assessment of the data.                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Primary antibodies used were: anti-PCNA (WH0005111M2, Sigma, 1:200), anti-Mef2 (sc-313, Santa Cruz Biotechnology 1:50), anti-tropomyosin (CH1, Developmental Studies Hybridoma Bank, 1:100), anti-myosin heavy chain (F59, Developmental Studies Hybridoma Bank, 1:25), anti-GFP (A-11122, Invitrogen, 1:200), anti-DsRed (632496, Clontech, 1:200), anti-raldh2 (GTX124302, GeneTex, 1:500), anti-vimentin (40E-C, Developmental Studies Hybridoma Bank, 1:35), anti-embCMHC (N2.261, Developmental Studies Hybridoma Bank, 1:50), MF20 (Developmental Studies Hybridoma Bank, 1:20), and anti-Alcam (ZN-8, Developmental Studies Hybridoma Bank, 1:10), and anti-DIG-AP antibody (11093274910, Roche; 1:2000). The following secondary antibodies were used (1:500): Alexa Fluor 488 Goat anti-Mouse IgG1 (A-21121, Invitrogen), Alexa Fluor 488 Goat anti-Mouse IgG2a (A-21131, Invitrogen), Alexa Fluor 568 Goat anti-Mouse IgG1 (A-21124, Invitrogen), Alexa Fluor 568 Goat anti-Mouse IgG2b (A-21144, Invitrogen), Alexa Fluor 568 Goat anti-Rabbit (A-11011, Invitrogen), Alexa Fluor 568 Goat anti-Mouse IgM (A-21043, Invitrogen), and Alexa Fluor 633 Goat anti-Rabbit (A-21070, Invitrogen).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Validation      | All antibodies are commercially available and they have been tested by respective company. In detail: mouse anti-PCNA (Clone 1G7, Sigma WH0005111M2) has been validated by Sigma-Aldrich in immunoprecipitation, ELISA, immunofluorescence and western blot and detected in multiple species including zebrafish (see website). Rabbit anti-Mef2 (C-21, Santa Cruz sc-313) has been validated by Santa Cruz Biotechnology in immunofluorescence and detected in different species (see website). Mouse anti-tropomyosin (CH1, Developmental Studies Hybridoma Bank (DSHB)) has been validated in immunoprecipitation, ELISA, immunofluorescence and western blot by DSHB and detected in multiple species (see website). Mouse anti-myosin heavy chain (F59, DSHB) has been validated in immunofluorescence, immunohistochemistry, immunoprecipitation and western blot by DSHB and detected in multiple species (see website). Rabbit anti-GFP (A-11122, Invitrogen) has been validated in western blot and immunohistochemistry by Invitrogen (see website). Rabbit anti-DsRed (632496, Clontech) has been validated for western blot and immunolabeling by Takara (see website). Rabbit anti-raldh2 (AB_11177627, GeneTex) has been validated in western blot and immunohistochemistry by GeneTex and detected in zebrafish (see website). Mouse anti-vimentin (40E-C, DSHB) has been validated in immunofluorescence and immunohistochemistry by DSHB and detected in multiple species (see website). Mouse anti-embryonic cardiac myosin heavy chain (N2.261, DSHB) has been validated in immunofluorescence, immunohistochemistry, ELISA and western blot by DSHB and detected in multiple species (see website). Mouse anti-Alcam (ZN-8, DSHB) has been validated in immunofluorescence and immunohistochemistry by DSHB and detected in zebrafish (see website). Mouse anti-myosin heavy chain (MF20, DSHB) has been validated in ELISA, immunofluorescence, immunohistochemistry, immunoprecipitation and western blot by DSHB and detected in multiple species (see website). The secondary antibodies Alexa Fluor 488 Goat anti-mouse IgG1, Alexa Fluor 488 goat anti-mouse IgG2a, Alexa Fluor 568 IgG1, Alexa Fluor 568 goat anti-mouse IgG2b, Alexa Fluor 568 goat anti-rabbit, Alexa Fluor 568 goat anti-mouse IgM and Alexa Fluor 633 goat anti-rabbit have been validated by Life Technologies (see website). |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | We used equal numbers of female and male adult zebrafish (3 months - 18 months) carrying the following previously described mutation and transgenes: <i>nkx2.5vu179</i> (Targoff et al., 2013), <i>Tg(hsp70l:nkx2.5-EGFP)fcu1</i> (George et al., 2015), <i>Tg(nkx2.5:ZsYellow)fb7</i> (Zhou et al., 2011b), <i>Tg(tcf21:DsRed2)pd37</i> (Kikuchi et al., 2011a), and <i>Tg(kdrl:EGFP)la116</i> (Choi et al., 2007). Adult <i>nkx2.5-/-;Tg(hsp70l:nkx2.5-EGFP)</i> fish were generated as previously described (George et al., 2015) and experiments were implemented with one transgenic parent per cross. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Field-collected samples | The study did not involve field-collected samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Ethics oversight        | All the zebrafish experiments were performed according to the protocol approved by the Institutional Animal Care and Use Committee (IACUC) at Columbia University.                                                                                                                                                                                                                                                                                                                                                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

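RNA-seq was performed on pools of 6 ventricular apices from zebrafish hearts of 3 genotypes, non-transgenic wild-type, transgenic wild-type, and *nkx2.5*-/-, either uninjured (WT0, TG0, MT0) or 7 days after amputation (WT7, TG7, MT7). Each of the 6 groups had 2 biological replicates, which gives 12 libraries. Groups and replicate numbers were taken from the sample labels and checked against the paper.

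The authors sequenced single-end reads of 100 bases, aligned them with STAR (version 2.5.2), counted reads per gene with featureCounts (version 1.5.0-p3), and deposited whole-number counts per gene without normalization, one list of 38049 genes for each library. The lists name genes by symbol and give no coordinates, gene lengths, or sequence composition, so biases of length and composition were not examined. Counting per gene assigns or drops reads that fit several genes before the counts are made, and values of near-identical paralogs are therefore less certain than others. Of 123 gene names taken from the paper, 120 were tested, 6 of them after matching an older or alternative symbol. The result for 1 gene drawn in the paper's networks is withheld from this text. GO terms, DamID targets, in situ hybridization, qPCR, and histology were not analysed here.

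Total counts per library ranged from 14234818 to 24544150. With this depth, a floor of 3 counts corresponded on average to 0.214 CPM in WT0 and to 0.152 CPM in MT0. Fold changes against a group with at most 3 counts in each library were computed against that floor and are given as lower bounds. They are plain ratios of a group mean to the floor and allow neither for counting error nor for the spread between replicates. The 2 replicates of a group are separate pools and were counted as separate samples. Pooling of hearts hides the spread between fish.

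From the deposited counts, CPM and log2 fold changes were computed with edgeR (version 4.0.16) in R (version 4.3.3), with TMM normalization and the default filter on low counts by group (minimum count 10, minimum total count 15), which left 19014 genes. A quasi-likelihood model with a mean for each of the 6 groups was fitted to all 12 libraries, and contrasts gave 9 comparisons of groups and 2 interactions, (MT7 − MT0) − (WT7 − WT0) and (MT7 − MT0) − (TG7 − TG0). P-values were adjusted with the Benjamini-Hochberg method (FDR) over the tested genes of each comparison. DEGs had an absolute log2 fold change above 0.5 and an FDR below 0.05, as the paper's figure legends state; its methods text gives an FDR of 0.5, which was tried as an alternative. Standard errors of log2 fold changes were obtained as the absolute log2 fold change divided by the square root of the F statistic. Means and SDs of CPM are over the 2 replicates. The overlap group and sets A, B, and C are intersections of DEG lists, as the paper defines them. Principal components used the 500 genes with the highest variance of log2 CPM.

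Genes named in the text are those the paper names or draws for its RNA-seq, *nkx2.5*, *myh6*, and *vmhc*. To these were added the 3 genes with the largest rise and the 3 with the largest fall in the overlap group, with a mean log2 CPM of at least 1 and no overlap between MT0 and control libraries, and the 3 genes with the smallest p-value in each direction of the MT-WT interaction, with an FDR below 0.05 and the same sign in both interactions. Of the genes drawn in figures, the count of DEGs adjusted over the drawn list alone is given beside that adjusted over all genes. Gene families (42 proteasome, 69 mitochondrial ribosome, 62 ATP synthase and complex I, and 63 cell cycle genes) were listed by symbol and tested with camera from limma (version 3.58.1), two-sided, with an inter-gene correlation of 0.01 and adjustment over 20 tests.

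The comparisons, thresholds, gene lists, families, and most alternatives were chosen before the data were examined. The alternatives were DESeq2 (version 1.42.0) on all libraries, RLE size factors in place of TMM, no filter on low counts, the replicate number as a block, models of only the compared libraries, limma-voom, an FDR below 0.5, no threshold on fold change, and for families fry and camera with a correlation estimated from the data. Each replicate was also left out in turn, which leaves a group with 1 library and so gives a value without a test. DESeq2 on only the compared libraries, a crossed pairing of the MT0 and MT7 replicates, and family means with each replicate left out were added after the values were seen. Same-numbered replicates come from different pools of fish, and the pairing rests on the numbers of the labels alone.

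The model was tested on simulated counts with 200 genes changed by large amounts in MT7. Each gene had its mean over all libraries, the library sizes were those observed, and the spread was common to all genes and groups. It called 173 of the changed genes and 10 unchanged genes in MT7 vs MT0, and 86 and 97 of the changed genes in the interactions, out of 18308 simulated genes that were tested. Figures were drawn with matplotlib (version 3.10.9).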

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

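The tests of explanations for the interaction genes and families below were chosen only after the result was seen, although RLE size factors and the other settings for families were set in advance. Gene length, sequence composition, and reads shared between paralogs were not tested, because the count files carry no gene lengths or sequences.

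In 375 genes the injury response of *nkx2.5*-/- fish differed from that of non-transgenic wild-type fish, and in 268 genes from that of transgenic wild-type fish, as interactions past the FDR and fold change thresholds. Both interactions passed with the same sign in 94 genes, 79 with a lower and 15 with a higher response in *nkx2.5*-/- fish, and 88 of the 94 are not named by the paper. None of the 94 is in sets A, B, or C as computed here, which leave out most genes that differ between genotypes. *col1a1b* is 1 of the 79 genes. It rose from 134 ± 4.66 to 1457 ± 75.2 CPM (SD, n = 2) in wild-type, from 282 ± 15.5 to 1538 ± 12.9 in transgenic wild-type, and from 727 ± 132 to 1512 ± 91.5 in *nkx2.5*-/- fish, with interactions of -2.39 (FDR = 0.0021) and -1.39 (FDR = 0.016) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *postnb* had interactions of -3.81 (FDR = 0.0021) and -1.80 (FDR = 0.032), and *sulf2a* of -2.19 (FDR = 0.0013) and -0.93 (FDR = 0.027), by the same test. Among the 15 genes with a higher response, *prkacbb* had at most 3 counts in each MT0 library and was at least 87.8-fold higher in MT7 than in MT0, while in non-transgenic and transgenic wild-type fish its log2 fold change was -0.79 and -0.24. *LOC572555* and *sat1a.1* also had a higher response, with interactions of 5.47 and 2.40 against wild-type.

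Several explanations were tested for these genes. Most calls were also made under a different scaling of the libraries, since 83 of the 94 genes were called with RLE size factors. The 17 genes among the 10 most counted of any library, which took at most 23.6% of its counts, were left out, and 90 of the 94 were still called. The larger spread between the WT0 replicates is not ruled out. In a model of the MT and WT libraries alone, 27 of the 79 genes with a lower response were called for the interaction against non-transgenic wild-type fish. A model of the MT and TG libraries alone called 67 for the other interaction, which does not use WT0. A hypothesis for the lower response is that uninjured *nkx2.5*-/- hearts start from a higher level. Of the 79 genes, 74 were DEGs higher in MT0 than in both controls, and 4 were DEGs lower in MT7 than in both injured controls. The MT0 level is part of the quantity by which these genes were chosen, so the numbers describe them and do not test the hypothesis. A higher level may also reflect more fibroblast, epicardial, or bulbus tissue in the MT0 pools. Of 5 bulbus and 8 epicardium and fibroblast markers, 3 and 6 were DEGs higher in MT0 than in both controls, 9 in all (*tbx18*, *wt1b*, *postnb*, *col1a2*, *col1a1a*, *col1a1b*, *acta2*, *tagln*, and *fbln5*), and 0 of 6 ventricular cardiomyocyte markers were DEGs lower in MT0 than both (0 also at an unadjusted p under 0.05). Some of these markers, such as *col1a1a*, *col1a1b*, and *postnb*, are among the 79 genes, so their higher MT0 level follows in part from that choice. The markers can change within cells as well as with their number, so the pattern cannot be told apart from a difference in tissue composition between the pools.

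The 42 proteasome genes fell more after injury in *nkx2.5*-/- fish than in non-transgenic (interaction -0.24, camera, adjusted p = 8.9e-04) and transgenic wild-type fish (-0.22, adjusted p = 2.9e-04), with 38 and 35 of the 42 genes lower. No single proteasome gene passed the interaction test, but 15 and 17 were lower at an unadjusted p under 0.05. Over the 5 alternatives for families, the adjusted p ranged from 2.4e-07 to 0.57 against non-transgenic and from 8.2e-08 to 0.57 against transgenic wild-type fish. It was 0.078 for both with fry, so the call depends on the test. The sign was kept with RLE size factors, where the transgenic interaction was -0.20. A higher starting level may account for part of the difference, since the family mean was higher in MT0 than in TG0 by 0.33 on the log2 scale and than in WT0 by 0.14. The 0.14 depends on WT0 replicate 1, with a mean log2 CPM of 5.25 and 5.53 in the WT0 replicates and 5.56 and 5.51 in MT0. After injury, the mean was lower in MT7 than in WT7 (-0.10) and higher than in TG7 (0.10). Against transgenic wild-type fish the pattern cannot be told apart from a higher level before injury. Against non-transgenic wild-type fish the spread between the WT0 replicates leaves open how much of the pattern that level covers.

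The 63 cell cycle genes rose less in *nkx2.5*-/- fish than in non-transgenic (interaction -1.35) and transgenic wild-type fish (-0.64), with 54 and 57 of the 63 genes lower (camera, adjusted p = 1.2e-12 and 1.7e-05). Over the 5 alternatives the adjusted p ranged from 9.8e-15 to 0.57 and from 2.0e-07 to 0.62, and the tests did not pass with fry or with an estimated correlation. RLE size factors gave -1.30 for the former. Here too the uninjured level differed, and the family mean was higher in MT0 than in TG0 by 0.78 and than in WT0 by 1.71. The TG0 replicates lay far apart (mean log2 CPM 2.19 and 1.15, against 2.38 and 2.63 in MT0), so the 0.78 is loosely determined. After injury the family mean was higher in MT7 than in WT7 by 0.36 and than in TG7 by 0.14. The lower rise is compatible with a higher starting level in MT0 and an injured mean not below that of either control. That injured mean rests on MT7 replicate 1 (mean log2 CPM 3.70). MT7 replicate 2 (2.93) lay below both TG7 replicates (3.29 and 3.21) and between the WT7 replicates (2.70 and 3.30). Whether the injured level falls below the controls is therefore left open. Whether more dividing cells account for the higher level in MT0 was not tested.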

How the results depend on the processing

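In the model reported, DEGs numbered 4803 in MT0 vs WT0, 3960 in MT0 vs TG0, 4270 in TG0 vs WT0, 4596 in WT7 vs WT0, 1782 in TG7 vs TG0, 2289 in MT7 vs MT0, 216 in TG7 vs WT7, 1943 in MT7 vs WT7, and 528 in MT7 vs TG7, and the interactions 375 and 268. The overlap group held 1605 genes (61.0% higher), 800 and 154 shared injury genes rose and fell, and sets A, B, and C held 92, 324, and 154. Counts stayed within 1.5 times those reported when RLE size factors replaced TMM, when the fold change threshold was dropped, and with the replicate number as a block. The cause was not tested for any of the changes below.

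With only the compared libraries in each edgeR model, DEGs numbered 1214 in MT0 vs WT0, 823 in TG0 vs WT0, 2173 in WT7 vs WT0, 3136 in TG7 vs TG0, 241 in MT7 vs MT0, and 1098 in TG7 vs WT7, and the MT-WT interaction 77. The overlap group then held 735 genes (64.5% higher in MT0), set A 428, set B 5, and set C 25. Of the genes in the reported sets, 32 of set A, 2 of set B, and 11 of set C were in the set of this model.

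DESeq2 on all libraries gave 665 DEGs in TG7 vs WT7, 1124 in MT7 vs TG7, 1186 and 907 for the MT-WT and MT-TG interactions, 288 shared falling injury genes, and 237 genes in set C. It moved the share of rising genes from 26.7% to 41.4% in MT7 vs TG7, from 23.5% to 37.5% in the MT-WT interaction, and from 24.6% to 36.3% in the MT-TG interaction. Only the compared libraries moved it from 46.2% to 57.3% in MT7 vs MT0 and from 74.5% to 62.2% in TG7 vs WT7. limma-voom gave 185 genes for the MT-WT interaction, and the overlap group was then 64.2% higher in MT0. Without the filter on low counts that share was 64.8%. DESeq2 on only the compared libraries, added after the values were seen, gave 2743 DEGs in MT0 vs WT0, 2616 in TG0 vs WT0, 2854 in TG7 vs TG0, 1084 in TG7 vs WT7, 1198 in MT7 vs TG7, and 794 and 832 for the interactions. Its overlap group held 1083 genes (65.7% higher in MT0), 310 shared injury genes fell, and set A held 239 genes, 46 of them in the reported set. Of its sets A, B, and C, 2, 6, and 2 genes had an interaction below the FDR threshold against non-transgenic and 4, 8, and 1 against transgenic wild-type fish, where the reported sets had 0 (15, 99, and 11, and 16, 66, and 9 at an unadjusted p under 0.05). It moved the share of rising genes from 71.4% to 60.3% in TG7 vs TG0, from 74.5% to 61.5% in TG7 vs WT7, from 26.7% to 44.2% in MT7 vs TG7, and from 23.5% to 34.3% in the MT-WT interaction.

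With an FDR below 0.5, DEGs numbered 9281 in MT0 vs WT0, 8400 in MT0 vs TG0, 8933 in TG0 vs WT0, 9078 in WT7 vs WT0, 6585 in TG7 vs TG0, 7170 in MT7 vs MT0, 2466 in TG7 vs WT7, 5965 in MT7 vs WT7, and 3624 in MT7 vs TG7, and the interactions 6310 and 4225. The overlap group held 2634 genes (57.8% higher), shared injury genes numbered 2506 rising and 789 falling, and sets A, B, and C held 54, 195, and 295 genes.

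Same-numbered replicates of 2 groups had a mean correlation of deviations of -0.02 over 15 pairs of groups, with a range from -0.12 to 0.12. With the replicate number as a block, DEGs numbered 4328 in MT0 vs WT0, 3586 in MT0 vs TG0, 3740 in TG0 vs WT0, 4076 in WT7 vs WT0, 1505 in TG7 vs TG0, 1876 in MT7 vs MT0, 161 in TG7 vs WT7, 1626 in MT7 vs WT7, and 423 in MT7 vs TG7. The block gave 258 and 181 genes for the interactions, an overlap group of 1458, shared injury genes of 730 rising and 107 falling, and sets of 81, 231, and 134.

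Replacing camera by fry or by camera with an estimated correlation changes the test and cannot move a family mean. Most tests that passed then passed no longer, as was the case for the cell cycle (means of 2.24, 1.53, and 0.89 in WT, TG, and MT, interactions -1.35 and -0.64), the mitochondrial ribosome (-0.60, -0.46, and -0.58), ATP synthase and complex I (-0.26, -0.52, and -0.56), and the proteasome (-0.085, -0.099, and -0.32, interactions -0.24 and -0.22). Under fry 1 of 20 tests passed, that of the proteasome in MT7 vs MT0 (-0.32), and 15 passed no longer, with adjusted p from 0.014 to 0.97 and 8 tests at an unadjusted p under 0.05. With the estimated correlation 0 of 20 passed and 16 passed no longer, with adjusted p from 0.57 to 0.88 and 0 tests at an unadjusted p under 0.05. Without the filter, the ATP synthase and complex I MT-WT interaction passed (-0.34, camera, adjusted p = 0.0047, from 0.0047 to 0.87 over its 5 alternatives), its MT-TG interaction reversed to 0.0078, and the mitochondrial ribosome MT-WT interaction reversed to -0.033; neither passed. Leaving out each library in turn, family means ranged from -1.81 to -1.01 and from -1.30 to -0.20 for the cell cycle interactions, from -0.41 to -0.10 and from -0.25 to -0.19 for those of the proteasome, and from -0.21 to 0.090 for the proteasome in WT7 vs WT0. The mitochondrial ribosome (from -0.24 to 0.32 and from -0.38 to 0.18) and ATP synthase and complex I interactions (from -0.54 to 0.034 and from -0.28 to 0.30) took either sign.

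Of the results for named genes, 281 kept direction and side of the threshold with DESeq2 and 54 newly passed. With only the compared libraries, 223 kept both, 42 newly passed, and 69 no longer passed. With limma-voom the numbers were 313, 5, and 16, without the filter 318, 8, and 8, with RLE size factors 329, 5, and 1, and with the block 317, 2, and 16. With DESeq2 on only the compared libraries they were 248, 64, and 20. Of 2 shares of variance on principal components, 1 moved when all filtered genes were used. The results that reversed had changes near 0. They were esrp2 WT7 vs WT0 (-0.0035 with limma-voom) and nkx2.5 TG0 vs WT0 (0.014 without the filter and 0.0035 with only the compared libraries). Over the fits that each left out one replicate, 335 gene results included 12 changes of sign, 0 of them among the 192 that passed with all libraries, and 19 of the 192 fell below the fold change threshold. DEGs that kept their direction and the fold change threshold made up between 88.3% and 100% of each list, lowest in TG0 vs WT0 and WT7 vs WT0 without WT0 replicate 1. Depth limits genes with at most 3 counts in each library of a group, for which folds are lower bounds.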

Differences from the paper's values

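The paper gives 408 genes that fell after injury in both controls, against 154 here. Of the alternatives set before the data were examined, DESeq2 on all libraries (288) was within 1.5 times the paper's number, and RLE size factors (173), no filter (130), the replicate block (107), only the compared libraries (226), limma-voom (136), an FDR below 0.5 (789), and no fold change threshold (187) were not. A fit chosen after seeing the values, DESeq2 on only the compared libraries, gave 310.

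Set A holds 277 genes in the paper and 92 here. None of the alternatives set before the data were examined closed the gap, with 101 for DESeq2 and 428 for only the compared libraries as the nearest values on either side. A fit chosen after seeing the values, DESeq2 on only the compared libraries, gave 239.

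Set B holds 165 genes in the paper and 324 here. The replicate block (231) and an FDR below 0.5 (195) came within 1.5 times the paper's number, and DESeq2 (360), RLE size factors (301), no filter (377), only the compared libraries (5), limma-voom (349), and no fold change threshold (320) did not. A fit chosen after seeing the values, DESeq2 on only the compared libraries, gave 220.

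The number of DEGs in MT0 vs WT0 is about 2700 in the paper's Fig. S1A, read by eye, and 4803 here. limma-voom (3820) came within 1.5 times it, and the other alternatives set before the data were examined did not. For TG0 vs WT0 the paper shows about 2600 in Fig. S1A, read by eye, against 4270 here, and limma-voom (3095) and the replicate block (3740) came within 1.5 times it. For TG7 vs TG0 the paper shows about 3200 in Fig. S6A and S6B, read by eye, against 1782 here, and DESeq2 (2631) and only the compared libraries (3136) came within 1.5 times it. A fit chosen after seeing the values, DESeq2 on only the compared libraries, gave 2743, 2616, and 2854.

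The paper's supplement lists an FDR for 14 genes in WT7 vs WT0 (Fig. S6D), for which its legend names limma and voom. Its values are 0.0086 for *cacna1c* (0.0051 here by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2.35E-06 for *col1a2* (4.0e-06), and 0.0105 for *id2b* (0.0058). They are 0.0012 for *mmp14a* (5.4e-04), 0.0002 for *mmp14b* (1.1e-04), 0.0004 for *mmp2* (2.0e-04), and 0.0016 for *vmhc* (9.0e-04). For *plk1* the paper's value of 0.1180 lies above the threshold and the value here, 0.011, below it. limma-voom, set before the data were examined, brought all of these within 1.5 times the paper's values, with 0.11 for *plk1*. The replicate block also did so for *cacna1c*, *id2b*, *mmp14b*, *mmp2*, and *vmhc*, and the other alternatives for none of the 8 genes.

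Fewer of the genes drawn in the paper's networks were in the corresponding lists here, and every setting that was run was compared. Of 30 heart development genes, 23 were in the overlap group here, 26 with DESeq2, 24 with limma-voom, 13 with only the compared libraries, and 21 with an FDR below 0.5. RLE size factors, no filter, the block, and no fold change threshold left 23. DESeq2 on only the compared libraries, chosen after seeing the values, gave 28. For Fig. 5C, 1 of 5 cell cycle, 1 of 3 integrin, 0 of 6 tricarboxylic acid cycle and ATP synthesis, and 1 of 13 translation genes were in set A here. With only the compared libraries the numbers were 4, 2, 1, and 7, limma-voom gave 2 cell cycle genes, and no other alternative set before the data were examined called more of any of these lists than were called here. DESeq2 on only the compared libraries, chosen after seeing the values, gave 5, 3, 2, and 9. Of the 8 genes of Fig. 5D, 3 were in set B here, 0 with only the compared libraries or no fold change threshold, 3 with the other alternatives set before the data were examined, and 8 with DESeq2 on only the compared libraries, chosen after seeing the values.

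Of the genes of Fig. 5E, 1 of 3 heart contraction and 2 of 5 immune response genes were in set C here. DESeq2 gave 2 and 5, RLE size factors 1 and 3, no filter 0 and 5, the block 1 and 4, limma-voom 0 and 3, an FDR below 0.5 gave 2 and 2, only the compared libraries 0 and 0, and no fold change threshold 1 and 2. DESeq2 on only the compared libraries, chosen after seeing the values, gave 3 and 5. Of the genes of Fig. 6, 1 of 25 mitochondrial metabolism and 2 of 10 cell cycle genes were in set A and 11 of 20 proteolysis genes in set B here. Only the compared libraries gave 11 and 7 in set A and 0 in set B, and RLE size factors and limma-voom each gave 2 and 3 in set A. DESeq2, the block, and an FDR below 0.5 gave 2 mitochondrial metabolism genes in set A, and no alternative set before the data were examined gave more than 11 in set B. DESeq2 on only the compared libraries, chosen after seeing the values, gave 17, 10, and 20.

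The paper states that mitochondrial translation fails to be inhibited in injured *nkx2.5*-/- hearts. The 13 drawn genes of mitochondrial translation and translation had a median log2 fold change of -0.70 in MT7 vs MT0 against -0.71 in WT7 vs WT0. The 6 ventricular cardiomyocyte markers had a mean of -0.64 in MT7 vs MT0, -0.15 in WT7 vs WT0, and -0.26 in TG7 vs TG0. A difference in tissue composition between the pools is therefore not ruled out as part of the fall in *nkx2.5*-/- fish. The size of the fall in *nkx2.5*-/- fish depends on the MT0 replicate. For the mitochondrial ribosome family its mean was -0.27 without MT0 replicate 1 and -0.84 without MT0 replicate 2. In WT7 vs WT0 that mean stayed between -0.68 and -0.54 when each library was left out. The paper describes a failure to stimulate proteolytic drivers such as *psmb1* and *psmb3* in *nkx2.5*-/- hearts. In wild-type hearts their log2 fold changes after injury were -0.19 and -0.26. These values come from RNA of whole apices, whereas the paper refers to cardiomyocytes at the wound edge. Its in situ hybridization also found less *psmb3* and *psmd7* signal in the wound of *nkx2.5*-/- than of wild-type fish. Whole apices cannot show a change limited to the wound. The paper describes a first dimension that tends to separate injured from uninjured samples, a second that tends to separate genotypes, and duplicates that lie together. Here both MT0 replicates (12.6 and 19.5) lay above both WT7 replicates (-14.7 and -14.3) on PC1, and the MT7 replicates lay 52.6 apart.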

Other observations

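The tests of the threshold effect without excluded genes, of the spread in the model, and of the shares of injury DEGs in MT0 were chosen only after the result was seen. The other tests in this part were set in advance.

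The number of DEGs after injury was lowest in *nkx2.5*-/- fish in models of only the 4 compared libraries (241, against 2173 and 3136 in the controls). With 1 spread per gene shared by all libraries it was 2289, above the 1782 of transgenic wild-type fish, so that the lowest count may come from the spread estimated in those 4 libraries. The biological coefficient of variation was not largest in both *nkx2.5*-/- groups, since that of WT0, 0.366, exceeded those of MT0 (0.236) and MT7 (0.268). Both of the latter exceeded those of TG0 (0.181) and TG7 (0.151), so a larger spread is not ruled out. Smaller libraries do not account for the low number, since the smallest MT library had 18778027 counts, above libraries of both control genotypes.

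A further hypothesis was that uninjured *nkx2.5*-/- hearts are already shifted toward the injured profile of the controls. Comparisons that share no library were used. Across genes, which are not independent replicates, MT0 vs WT0 and TG7 vs TG0 had a Pearson r of 0.26, and MT0 vs TG0 and WT7 vs WT0 one of 0.088. Of the DEGs rising in TG7 vs TG0, 84.0% were higher in MT0 than in WT0 (51.0% of all tested genes). Of those rising in WT7 vs WT0, 58.3% were higher in MT0 than in TG0, but so were 64.6% of those falling (51.7% of all tested genes). The shift toward the injured profile may therefore hold against WT0. Against TG0 the shares showed no such shift, and the correlation of 0.088 is too near 0 to tell. Both WT0 libraries enter the first comparison, and the biological coefficient of variation of WT0 (0.366) is the largest of any group.

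The sets of the UpSet plot rest on thresholds in several comparisons at once, and a gene can miss a threshold with the same direction of change. All 92 set A genes changed in the same direction in MT7 vs MT0, and 269 of 324 set B genes in the same direction in all 3 genotypes. These numbers cannot be told apart from the way the sets are defined, which removes genes that differ between genotypes. Without that exclusion, 434 of the 498 shared injury DEGs that are not DEGs in MT7 vs MT0 changed in the same direction in *nkx2.5*-/- fish (87.1%). The share was 87.0% of the rising and 88.3% of the falling genes, against 77.7% and 78.4% of all tested genes that rose or fell in both controls, so most of it is also seen without a threshold. Of these 498, 67 and 50 had an interaction below the FDR threshold. Of the 927 MT7 vs MT0 DEGs that are DEGs in neither control, 546 changed in the same direction in both controls (58.9%, against 48.3% of all tested genes), and 80 and 61 had an interaction below the threshold. A weaker change of the same direction is a candidate explanation for many of the former genes, although the direction is shared by most genes. The interaction test also called under 50% of the simulated changes (43.0% and 48.5%), which were large.

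*myh6* was higher in MT0 (877 ± 347 CPM, SD, n = 2) than in WT0 (217 ± 186), with a log2 fold change of 2.02 (FDR = 0.075 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and no difference from TG0 was detected (651 ± 301; log2 fold change 0.43, FDR = 0.72 by the same test). It fell in WT7 vs WT0 by 4.68 on the log2 scale (FDR = 0.0053). Of the other 4 atrial markers listed, 3 were higher in MT0 than in both controls, namely *tnnc1b*, *nr2f1a*, and *smtnl1*, and *tnni1b* was not. Of the 5 markers, 0 were DEGs against both controls, and 0 had an unadjusted p under 0.05 in both. Their mean log2 fold change was 2.03 in MT0 vs WT0 and 1.84 in TG0 vs WT0 (5 of 5 higher in TG0), against 0.18 in MT0 vs TG0. Most of the difference from WT0 was thus shared by TG0. A difference in the atrial tissue taken with the apices could give the marker pattern, which cannot be told apart from it.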
